# Single-cell transcriptomics reveals subtype-specific molecular profiles in Nrf2-deficient macrophages from murine atherosclerotic aortas

**DOI:** 10.3389/fimmu.2023.1249379

**Published:** 2023-10-27

**Authors:** Katarzyna Sarad, Monika Stefańska, Izabela Kraszewska, Krzysztof Szade, Judith C. Sluimer, Przemysław Błyszczuk, Józef Dulak, Agnieszka Jaźwa-Kusior

**Keywords:** atherosclerosis, scRNA-seq, Nrf2, macrophages, heterogeneity, monocytes

## Abstract

Nuclear factor erythroid 2-related factor 2 (Nrf2) is a transcriptional regulator of antioxidant and anti-inflammatory response in all cell types. It also activates the transcription of genes important for macrophage function. Nrf2 activity declines with age and has been closely linked to atherosclerosis, but its specific role in this vascular pathology is not clear. Atherosclerotic plaques contain several macrophage subsets with distinct, yet not completely understood, functions in the lesion development. The aim of this study was to analyze the transcriptome of diverse Nrf2-deficient macrophage subpopulations from murine atherosclerotic aortas. Mice with transcriptionally inactive Nrf2 in Cdh5-expressing cells (*Nrf2* ^Cdh5tKO^) were used in the experiments. These mice lack transcriptional Nrf2 activity in endothelial cells, but also in a proportion of leukocytes. We confirmed that the bone marrow-derived and tissue-resident macrophages isolated from *Nrf2* ^Cdh5tKO^ mice exhibit a significant decline in Nrf2 activity. Atherosclerosis was induced in *Nrf2* ^Cdh5tKO^ and appropriate control mice *via* adeno-associated viral vector (AAV)-mediated overexpression of murine proprotein convertase subtilisin/kexin type 9 (Pcsk9) in the liver and high-fat diet feeding. After 21 weeks, live aortic cells were sorted on FACS and single-cell RNA sequencing (scRNA-seq) was performed. Unsupervised clustering singled out 13 distinct aortic cell types. Among macrophages, 9 subclusters were identified. Differential gene expression analysis revealed cell subtype-specific expression patterns. A subset of inflammatory macrophages from atherosclerotic *Nrf2* ^Cdh5tKO^ mice demonstrated downregulation of DNA replication genes (e.g. *Mcm7*, *Lig1*, *Pola1*) concomitant with upregulation of DNA damage sensor *Atr* gene. Atherosclerotic *Nrf2* ^Cdh5tKO^ Lyve1+ resident macrophages showed strong upregulation of IFN-stimulated genes, as well as changes in the expression of death pathways-associated genes (*Slc40a1*, *Bcl2a1*). Furthermore, we observed subtype-specific expression of core ferroptosis genes (e.g. *Cp, Hells*, *Slc40a1*) in inflammatory *versus* tissue resident macrophages. This observation suggested a link between ferroptosis and inflammatory microenvironment appearing at a very early stage of atherogenesis. Our findings indicate that *Nrf2* deficiency in aortic macrophages leads to subtype-specific transcriptomic changes associated with inflammation, iron homeostasis, cell injury or death pathways. This may help understanding the role of aging-associated decline of Nrf2 activity and the function of specific macrophage subtypes in atherosclerotic lesion development.

## Introduction

Atherosclerosis is an inflammatory disease of the wall of large- and medium-sized arteries. It can begin in childhood with the development of fatty streaks due to an accumulation of lipids in the intimal layer of the artery (1). With time, the fatty streak evolves into established plaque with the thick fibrous cap produced by vascular smooth muscle cells. Then, increasing lipid content and numbers of inflammatory macrophages, enlarged necrotic core and thinner fibrous cap lead to the formation of unstable plaque and sometimes its rupture. That end stage disease is typical for humans, but practically does not occur in mouse models of atherosclerosis (2).

Inflammation and oxidative stress are crucial elements in progression of atherosclerosis. In fact, these two processes are interrelated and form a vicious circle during atherogenesis. Reactive oxygen species induce the expression of inflammatory cytokines, chemokines and soluble mediators of inflammation *via* activation of various transcription factors (3). In turn, cytokines and chemokines produced by inflammatory cells recruit additional inflammatory cells to the sites of inflammation, what increases oxidative stress and exacerbates this adverse cycle.

Macrophages are the most numerous immune cells in the pathogenesis of atherosclerosis, present through all stage of the disease from lesion initiation to plaque rupture (4). Lipoproteins sequestered by macrophages in the arterial wall undergo various modifications including oxidation and aggregation. These pro-inflammatory particles lead to activation of the overlying endothelial cells and recruitment of monocytes differentiating to macrophages inside the vessel wall (5). However, lesional macrophages accumulate not only through recruitment and differentiation of circulating monocytes, but also *via* local proliferation, (trans)-differentiation of vascular smooth muscle cells or local progenitors (4). During atherosclerosis, macrophages are exposed to many environmental signals, which modulate their functional phenotypes. For e.g. cholesterol crystals, found not only in advanced plaques, but also at early stages of atherosclerotic lesions, were shown to activate the caspase-1-activating-NLRP3 inflammasome and thus were shown to act as a proinflammatory stimulus in LPS-primed human peripheral blood mononuclear cells in culture and *in vivo* in mice (6).

Recent research involving the single-cell transcriptomics identified several distinct macrophage clusters within human and mouse atherosclerotic plaques (7–9). These populations may play either beneficial or harmful functions in atherosclerosis, which may depend on the stage of the disease (10, 11). Undeniably, the beneficial role of plaque macrophages, especially at the early stage of the lesion development, results from their ability to scavenge cytotoxic lipoproteins and remove dead cells. But, similarly to other cells in the plaque, macrophages also undergo different forms of cell death. It is currently proposed that targeting the diverse types of macrophage death may affect different stages of atherosclerosis development (12).

Nuclear factor erythroid 2-related factor 2 (Nrf2), a transcription factor encoded in humans by the *NFE2L2* gene, is regarded as a master transcriptional regulator of cellular redox homeostasis. Nrf2 induces the expression of a battery of genes involved in defence against oxidative stress (13). This transcription factor is ubiquitously expressed in vascular cells, where it regulates expression of various atheroprotective enzymes, such as heme oxygenase-1 (14) or peroxiredoxin-1 (15). Moreover, Nrf2 is involved in regulation of iron metabolism. It may affect the labile iron pool *via* regulation of the expression of ferroportin, an iron transporter (16, 17) and ferritin, an iron storage protein (18). Nrf2 also plays an important role in biosynthesis and degradation of iron-containing heme *via* regulation of the expression of genes such as ATP binding cassette subfamily B member 6 or ferrochelatase (19), as well as the above-mentioned heme degrading enzyme - heme oxygenase-1 (14). Noteworthy, Nrf2 activity declines with age what may lead to disturbed redox homeostasis, cell senescence and even cell death (18, 20, 21).

The data on the role of Nrf2 in atherosclerosis are contradictory. Nrf2 was shown to confer protection against foam cells formation by regulating the expression of antioxidant proteins and scavenger receptors in bone marrow transplantation model (22). However, a decreased susceptibility to apolipoprotein E (ApoE)-mediated atherosclerotic plaque formation was shown in Nrf2^−/−^ApoE^−/−^ mice (23, 24). On the other hand, increased atherosclerosis in low-density lipoprotein receptor–deficient (Ldlr^–/–^) mice was observed following Nrf2^−/−^ bone marrow transplantation (25). Another study demonstrated that the ablation of Nrf2 in the bone marrow-derived cells suppresses atherosclerotic lesion area (26). More recently, global Nrf2 deficiency was shown to promote the signs of plaque instability in Ldlr^−/−^ApoB^100/100^ mice *via* increased inflammation and oxidative stress (27).

The contradictory data on the role of Nrf2 in atherosclerosis may result from different approaches in atherosclerosis induction, the genetic background of mice and/or a combination of systemic and local effects in conventional Nrf2 knockout mice. Thus, it is crucial to investigate the association between Nrf2 signaling and fate of specific vascular cell types in atherosclerosis. In this study we aimed to analyze at the single-cell level the transcriptome of diverse macrophage subpopulations from murine atherosclerotic aortas in the early stages of the disease development. Our data indicate that decreased Nrf2 transcriptional activity affects expression of genes involved in inflammatory pathways, cell proliferation and programmed cell death in a subtype-specific manner.

## Materials and methods

### Animals

All mouse experiments were carried out in accordance with Directive 2010/63/UE of the European Parliament on the protection of animals used for scientific purposes and approved by the 2nd Institutional Animal Care and Use Committee (IACUC) in Kraków, Poland (approval number 142/2020). The animals were housed in specific pathogen-free (SPF) conditions with water and food available ad libitum. To generate mice with Nrf2 transcriptional knockout in Cdh5-expressing cells (Nrf2^Cdh5tKO^) and control mice (Nrf2^flox/flox^), C57BL/6-Nfe2l2^tm1.1Sred^/SbisJ mice (The Jackson Laboratory, Strain #:025433) were crossed with B6;129-Tg(Cdh5-cre)1Spe/J mice (The Jackson Laboratory, Strain #: 017968). Genotyping of animals was performed by PCR on the DNA isolated from the tail tips.

### AAV8-Pcsk9 vector production

Production of the adeno-associated viral vector serotype 8 coding for proprotein convertase subtilisin/kexin type 9 (AAV8-Pcsk9) was performed using CellRoll Roller Bottle system (Integra) in three-plasmid Helper-free system as previously described (25). Briefly, AAV293 cells seeded on collagen-precoated Roller Bottles (Corning) were cultured until 60% confluence and transfected with 130 µg of pHelper (Stratagene), 100 µg of pAAV2/8 (kindly provided by Prof. James Wilson, University of Pennsylvania), and 90 µg of pAAV/D377Y-mPCSK9. The plasmid encoding murine Pcsk9 under the control of liver-dependent promoter (pAAV/D377Y-mPCSK9) was a gift from Jacob Bentzon (Addgene plasmid # 58376; http://n2t.net/addgene:58376; RRID: Addgene_58376). According to Addgene specification, the plasmid possessed an alternate 5’ITR sequence which, in our hands, prevented AAV production. Thus, to replace the alternate 5’ITR with the functional 5’ITR, the pAAV-MCS (Stratagene) and pAAV/D377Y-mPCSK9 were digested with Not1 (New England Biolabs) according to the vendor’s protocol. The fragment encoding functional 5’ITR from pAAV-MCS (backbone) and the fragment with Pcsk9 coding gene from pAAV/D377Y-mPCSK9 (GOI) were excised from 1% agarose gel and purified using Zymoclean Gel DNA Recovery Kit (ZymoResearch). Then the backbone was dephosphorylated and ligated with GOI. The proper modified plasmid sequence was confirmed by restriction analysis and functional tests. AAV293 cell transfection was performed using PEI MAX (2.58 mg/ml, 1 µl per 1 µg of DNA). Then, 72 hours after transfection, the cells were detached and washed with PBS. The cells were suspended in a small volume (2-3 ml) of PBS containing calcium and magnesium and subjected to 3 freeze-thaw cycles by placing them in liquid nitrogen and thawing in a 37°C water bath with vigorous mixing after each cycle. The lysate was incubated with HS nuclease (50 U/ml; MoBiTec) for 1 hour at 37°C. Then lysate was centrifuged (4000 *× g*, 30 min, 4°C) twice, the supernatant was collected and stored at -20°C. Next, AAV8-Pcsk9 vector was purified by Iodixanol (OptiPrep™, Sigma-Aldrich) gradient ultracentrifugation as previously described (28).

The AAV8-Pcsk9 titer was determined using quantitative PCR (qPCR). Briefly, the DNA was isolated from 5 µl of stock using the phenol-chloroform extraction method. Quantification of genome copies in the sample was performed using TaqMan-quantitative real-time PCR. The reaction was performed using primers recognizing the sequence of promoter (HCR_F: 5’-TGGAGTGCAGTGACACAATC-3’, HCR_R: 5’-AGGCCTGTAATCCCAGTTAC-3’), the custom Taqman probe (HCR_probe: 5’-6-FAM-GTAGCTGGGATTACAAGCATGTGC-BHQ-1-3’) and TaqMan Gene Expression Master Mix (Applied Biosystems). The serial dilutions of linearized modified pAAV/D377Y-mPCSK9 were used to generate a standard curve. The reaction conditions were applied according to the manufacturer’s protocol. The AAV titer was calculated as the number of vector genomes per µl of purified stock vector preparation.

### Atherosclerosis model

The experiment started when the mice were 3-month-old. To induce hyperlipidemia and atherosclerosis, male Nrf2^Cdh5tKO^ and Nrf2^flox/flox^ mice received a single tail vein injection of AAV8-Pcsk9 at a dose of 1×10^11^ vector genomes (vg) per mouse and were subsequently placed on a high-fat diet (35% fat; 60% kcal from fat; ZooLab, DP-1E-60S) for 21 weeks. Normocholesterolemic 3-month-old male Nrf2^Cdh5tKO^ and Nrf2^flox/flox^ control mice received a single tail vein injection of saline and were fed a standard diet. At the end of the experiment, the mice were euthanized by inhalation of an overdose of isoflurane. Next, the blood was collected by cardiac puncture using a syringe containing heparin (10 U/ml) and used for blood cell count analysis (ABC Vet, Horiba ABX) and preparation of plasma. Plasma was obtained by centrifugation (2000 *× g*, 10 min, 4°C) and stored at -80°C. After blood collection, the mice were perfused with PBS containing 0.5 U/ml heparin and the aortic arch, heart, and liver samples were collected for further analysis. In the western blot analysis of liver samples of both AAV8-Pcsk9-treated atherogenic groups we observed highly efficient depletion of the LDL receptor compared with control animals that did not receive AAV8-Pcsk9 (not shown).

### Plasma cholesterol and triglyceride analysis

The concentration of cholesterol of plasma LDL/VLDL lipoproteins was evaluated with HDL and LDL/VLDL Quantitation Kit (Sigma-Aldrich) according to vendor’s protocol. The level of triglycerides was determined with Liquick-Cor TG kit (Cormay, Poland) according vendor’s instruction.

### Histological examination

The hearts and brachiocephalic arteries (BCAs) collected from the atherosclerotic Nrf2^Cdh5tKO^ and Nrf2^flox/flox^ mice were embedded in OCT compound. Sequential cross sections (8 µm thick) were fixed in formalin, immersed in 60% isopropyl alcohol, and stained with freshly prepared Oil Red O working solution (0.5% Oil Red O in isopropanol was mixed with distilled water in a ratio 3:2) for 5 min. Then the sections were briefly immersed in 60% isopropyl alcohol solution and subsequently examined under a light microscope.

### Isolation and culture of bone marrow-derived macrophages

The healthy 5-month-old Nrf2^Cdh5tKO^ and Nrf2^flox/flox^ mice were euthanized by inhalation of an overdose of isoflurane. The BMDM were obtained according to a protocol described previously (29), with modifications. Briefly, bone marrow cells were collected by flushing the femurs and tibias with sterile physiological saline. The cells were washed with PBS, red blood cells were lysed and the remaining cells were cultured in RPMI medium supplemented with 10% fetal bovine serum (FBS, Biowest), penicillin (100 U/ml) and streptomycin (100 µg/ml; pen-strep, Gibco), and 10 ng/ml of purified human recombinant M-CSF (R&D Systems) for 5 days.

### Isolation of Kupffer cells

The Kupffer cells were isolated from the liver of the same animals, which were used for BMDM isolation. Kupffer cells isolation was performed as previously described (28).

### RT-qPCR

The cells were lysed in Fenozol (A&A Biotechnology). Total RNA was isolated using Total RNA Mini kit (A&A Biotechnology) and then reverse transcribed into cDNA using a High-Capacity cDNA Reverse Transcription Kit (Life Technologies) according to the manufacturer’s instruction. The qPCR reaction was performed with primers targeting Nrf2 exon 3, Nrf2 exon 5 sequence, Nqo1 gene, Gclm gene, Eef2 reference gene (Nrf2_ex3_F: 5’-CAGAGACATTCCCATTTGTAG-3’, Nrf2_ex3_R: 5’-ATTCGGGAATGGAAAATAGC-3’, Nrf2_ex5_F: 5’-CATTCCCGAATTACAGTGTC-3’, Nrf2_ex5_R: 5’-GGAGATCGATGAGTAAAAATGG-3’, Nqo1_F: 5’-GGTTTGGAGTCCCTGCCATT-3’ Nqo1_R: 5’-GTGGATCCCTTGCAGAGAGT-3’, Gclm_F: 5’-TGGAGTTCCCAAATCAGCCC-3’, Gclm_R: 5’-CAACTCCAAGGACGGAGCAT-3’, Eef2_F: 5’-GACATCACCAAGGGTGTGCAG-3’, Eef2_R: 5’-TCAGCACACTGGCATAGAGGC-3’) and *AceQ* qPCR SYBR Green Master Mix (Vazyme) in StepOne Plus Real-Time PCR system (Applied Biosystems). All the procedures were performed according to the manufacturer’s instructions. The level of Nrf2 transcriptional activity (exon 5 deletion) was calculated as a relative expression of Nrf2 exon 5 in comparison to Nrf2 exon 3 expression.

### Preparation of single cells suspension from mouse aortas

The aortic arches with main branches including the perivascular tissue were isolated from atherosclerotic Nrf2^Cdh5tKO^ and Nrf2^flox/flox^ mice (n=3 per group) and control normocholesterolemic (no AAV transduction and standard diet) Nrf2^Cdh5tKO^ and Nrf2^flox/flox^ mice (n=4 per group). The aortas of each group of mice were pooled, cut into small pieces, and digested in 2.5 ml enzyme mix from Multi Tissue Dissociation Kit 2 (Miltenyi Biotec) prepared as described in the protocol provided by the vendor. The samples were placed at 37°C for 30 min with shaking (250 RPM). The suspension was gently pipetted every 15 min. Then the cells were filtered through a 70 μm strainer, centrifuged at 500 × g for 5 min, and resuspended in red blood cells lysis buffer (BioLegend). After 5 min, the cells were centrifuged at 500 × g for 5 min, washed with PBS, and resuspended in 300 µl of PBS containing 2% FBS and 200 ng/ml DAPI. To exclude dead cells and collect only the viable ones, the DAPI-negative cells were sorted with MoFlo XPD (Beckman Coulter) cell sorter.

### Library preparation/data analysis/subclustering/DEG analysis

A total of ~12.000 DAPI-negative cells per sample were loaded on a chromium single cell controller to generate single cell GEMs and then cDNA libraries were prepared using Chromium™ Next GEM Single Cell 3’ GEM, Library & Gel Bead Kit v3.1 (10x Genomics, PN-1000121) following manufacturers protocol. Following QC analysis, cDNA libraries were sequenced on Illumina NovaSeq instrument (paired end, single indexing, 28-8-0-91 cycles) at desired sequencing depth of 50 000 reads/cell. Following sequencing output fastq files were mapped to the mm10 mouse reference genome using 10x Genomics Cell Ranger (cellranger-6.1.2) software. Subsequent downstream analysis was performed in R and R studio softwares (packages: Seurat, Patchwork, Dplyr, Harmony and ggplot2). Any possible cell doublets (nFeature>6000) as well as cells expressing less than 200 genes and more than 15% of mitochondrial genes were excluded from analysis. Cells were clustered using Seurat package (v4.3.0). Results were displayed by UMAP and Heatmaps. Main cell populations were annotated based on the expression of 30 marker genes with highest expression within the cluster. Differentially expressed genes between comparable groups were found using *FindMarkers* function with the parameters test.use=wilcox, min.pct=0.2, tresh.use=0.25, the genes were filtered based on the p value <0.05.

### Kegg pathways analysis

The differentially expressed genes (DEGs) were uploaded to the KEGG Pathways (DAVID; version DAVID 2021, Dec. 2021) (30) to identify biological pathways enriched in specific mononuclear phagocyte subtypes of 1) atherosclerotic Nrf2^flox/flox^ mice in comparison to normocholesterolemic Nrf2^flox/flox^ mice and 2) atherosclerotic Nrf2^Cdh5tKO^ mice in comparison to atherosclerotic Nrf2^flox/flox^ mice. The threshold for the statistical significance was p<0.05. The plots were drawn using the “ggplot2” packages in the R software (version 4.2.1).

### Statistical analysis

Results are presented as mean ± standard deviation (SD) unless stated otherwise. The Student’s *t*-test was used to compare the means of two groups and a value of *p*<0.05 was considered statistically significant. Statistical analyses were performed with GraphPad Prism (GraphPadSoftware Inc., San Diego, CA).

## Results

### Expression of Nrf2 is significantly decreased in macrophages from Nrf2^Cdh5tKO^ mice

Previous studies investigating the effect of macrophage-specific loss of Nrf2 on atherosclerosis were based on bone marrow transplantation of Nrf2-deficient bone marrow to lethally irradiated Ldlr^−/−^ (25, 31) or ApoE^−/−^ mice (26). Unfortunately, these results did not provide a clear answer on the role of macrophage-specific Nrf2 in atherosclerosis. Here we used animals with transcriptionally inactive Nrf2 in cadherin 5 (Cdh5)-expressing cells (Nrf2^Cdh5tKO^) and the control Nrf2^flox/flox^ mice. 

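The targeted gene was read first, in the scRNA-seq libraries of the aortic arches, of which there was 1 per condition, each from a pool of 3 or 4 mice. Nfe2l2 (Ensembl identifier ENSMUSG00000015839) encodes Nrf2. Its level is the number of its unique molecular identifiers (UMIs, tags that count each captured mRNA molecule once) per 1000000 UMIs of the same cells, written CPM, with the exact 95% Poisson interval in parentheses. All intervals given for these libraries cover counting error only. In endothelial-like cells (a cluster with Gja5, Selp and Vwf among its leading genes) the level was 148 (105 to 203) CPM in the normocholesterolemic Nrf2 flox/flox library and 336 (266 to 419) in the library labelled normocholesterolemic Nrf2 Cdh5tKO. It was 195 (131 to 280.3) in the atherosclerotic Nrf2 flox/flox library and 341 (268 to 427) in the library labelled atherosclerotic Nrf2 Cdh5tKO. The endothelial-like cells numbered 34, 26, 13 and 21 in the same order, with 39, 78, 29 and 75 UMIs of the gene. Nfe2l2 was higher under both Nrf2 Cdh5tKO labels, with a log2 ratio to the Nrf2 flox/flox library of 1.18 (0.61 to 1.77) in normocholesterolemic and 0.80 (0.17 to 1.47) in atherosclerotic aortas. In cluster 19, unnamed but led by endothelial genes, it was 0.70 (0.17 to 1.22) and 1.17 (-0.23 to 2.72). The last of these came from 14 against 7 UMIs, with an interval that holds 0. In smooth muscle-like cells, in the same order of pairs, the log2 ratio was 0.01 (-0.12 to 0.14) and 0.49 (0.18 to 0.81), in fibroblast-like clusters 0.13 (0.07 to 0.18) and 0.26 (0.15 to 0.37) and over all kept cells 0.14 (0.10 to 0.18) and 0.23 (0.16 to 0.29). In the atherosclerotic pair the intervals of endothelial-like and smooth muscle-like cells overlap. The targeted gene was thus not lower in endothelial-like cells under these labels, so the libraries are called by their labels throughout. These counts do not read the excision of exon 5 itself. Of the alternatives tried, the mean over cells moved these ratios most, which gave 1.69 for the atherosclerotic pair. In mononuclear phagocytes, the level was 428 (415 to 440.3), 477 (453 to 501), 513 (479 to 547) and 472 (449 to 496) CPM, in the same order of libraries. Its log2 ratio there was 0.16 (0.07 to 0.24) in the normocholesterolemic and -0.12 (-0.24 to 0.00) in the atherosclerotic pair, and the last of these became 0.06 as a mean over cells. Cdh5, whose promoter drives the Cre, was at 361, 448, 740.4 and 577 CPM in endothelial-like cells.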

In Nrf2^Cdh5tKO^ mice, Cre recombinase excises exon 5 of Nrf2 gene, which is responsible for DNA binding and activation of transcription, making Nrf2 transcriptionally inactive. 

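In the mouse annotation of GENCODE, Nfe2l2 lies on the reverse strand of chromosome 2 of GRCm38 from 75675513 to 75704641. Exon 5 spans positions 75675513 to 75677184 and is the last exon of the transcript Nfe2l2-201. Of its 1672 bases, 1221 are coding (positions 75675964 to 75677184) and 451 belong to the 3' untranslated region (positions 75675513 to 75675963). The libraries tag the 3' end of each transcript, so a molecule of the gene is read mostly near this exon, and the counts do not separate transcripts with exon 5 from those without it. Exon 3, which is left in place, spans positions 75678488 to 75678577. Of the Nrf2 target genes, Nqo1 (chromosome 8 of GRCm38 from 107388225 to 107403206) had 7, 2, 1 and 1 UMIs in the mononuclear phagocytes of the normocholesterolemic Nrf2 flox/flox library, the library labelled normocholesterolemic Nrf2 Cdh5tKO, the atherosclerotic Nrf2 flox/flox library and the library labelled atherosclerotic Nrf2 Cdh5tKO, too few for a difference to be detectable at this depth. Gclm (chromosome 3 of GRCm38 from 122245557 to 122270732) had 298, 100, 45 and 75 UMIs there. Its log2 ratio between the library labelled Nrf2 Cdh5tKO, in which Nfe2l2 was not lower in endothelial-like cells, and its Nrf2 flox/flox control was 0.12 (-0.22 to 0.45) in normocholesterolemic and -0.16 (-0.71 to 0.40) in atherosclerotic aortas, with both intervals holding 0. In the other cells, in the same order of pairs, the log2 ratio of Nqo1 was -0.09 (-0.42 to 0.22) and -1.00 (-1.75 to -0.21) in smooth muscle-like cells, -0.53 (-1.05 to -0.03) and -0.15 (-1.20 to 0.96) in fibroblast-like clusters and -0.60 (-0.84 to -0.35) and -0.27 (-0.76 to 0.24) over all kept cells. That of Gclm was 0.29 (0.12 to 0.45) and 0.52 (0.03 to 1.03), 0.29 (0.17 to 0.41) and -0.02 (-0.29 to 0.26), and 0.21 (0.14 to 0.29) and 0.23 (0.07 to 0.40) in the same cells. In smooth muscle-like cells and fibroblast-like clusters, where an interval left out 0, Nqo1 was lower and Gclm higher under the Nrf2 Cdh5tKO label. The ratios over all kept cells also reflect the makeup of the libraries. Smooth muscle-like cells held 413 of the 627 UMIs of Nqo1 in the normocholesterolemic Nrf2 flox/flox library and made 18.7% of its kept cells, against 12.6% of the library labelled normocholesterolemic Nrf2 Cdh5tKO. In endothelial-like cells Nqo1 had 1, 2, 0 and 1 UMIs, which give no ratio.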

As a major component of the endothelial cell adherens junction, Cdh5 (VE-cadherin) plays an important role in vascular permeability and angiogenesis (32). Thus, Cdh5-Cre is frequently used for endothelial gene deletion. However, Cdh5-dependent constitutive Cre recombinase expression is present also in a proportion of hematopoietic cells (33–35). To verify whether Nrf2 transcriptional activity is affected in macrophages in our mouse model, we isolated macrophages of two different origins: bone marrow-derived macrophages (BMDM) and Kupffer cells from the liver. For both cell types, we confirmed a decreased level of Nrf2 exon 5 (**Figures 1A, B**) in comparison to Nrf2 exon 3 (the one not affected by Cre recombinase). In support of the decreased Nrf2 activity, we observed lower expression of the two selected Nrf2 target genes: NAD(P)H quinone dehydrogenase 1 (Nqo1) and glutamate-cysteine ligase modifier subunit (Gclm) in BMDM (**Figures 1C, E**, respectively), as well as in Kupffer cells (**Figures 1D, F**, respectively). In addition, the complete blood count analysis showed no difference in white blood cells (WBC, **Figure 1G**) and monocytes (**Figure 1H**) between analyzed healthy mice. It indicates that in steady state conditions decreased transcriptional activity of Nrf2 in hematopoietic and endothelial lineages does not affect formation of WBC and monocytes.

**Figure 1:**
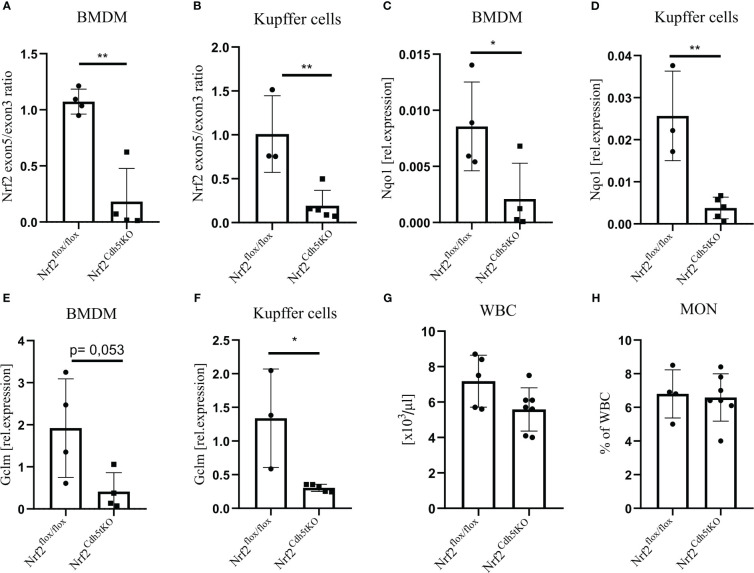
Evaluation of Nrf2 expression in macrophages from Nrf2^Cdh5tKO^ mice. **(A)** The qPCR confirming excision of exon 5 in Nrf2^Cdh5tKO^ BMDM presented as a ratio of exon 5 to exon 3. **(B)** The qPCR confirming the excision of exon 5 Nrf2^Cdh5tKO^ Kupffer cells presented as a ratio of exon 5 to exon 3. **(C)** The qPCR analysis of Nqo1 in BMDM. **(D)** The qPCR analysis of Nqo1 in Kupffer cells. **(E)** The qPCR analysis of Gclm in BMDM. **(F)** The qPCR analysis of Gclm in Kupffer cells. **(G)** The number of WBC in control Nrf2^flox/flox^ and Nrf2^Cdh5tKO^ mice. **(H)** The percentage of blood monocytes in control Nrf2^flox/flox^ and Nrf2^Cdh5tKO^ mice. Results are presented as mean ± SD (*p<0.05, ** p<0.01).

### Pcsk9 overexpression and high fat feeding changes the blood lipids level and induces early stage plaque development in the aortic arch branches of Nrf2^flox/flox^ and Nrf2^Cdh5tKO^ mice

Our atherosclerosis model was based on intravenous delivery of the AAV8 vector encoding Pcsk9, a protein controlling the expression of LDL receptor in the liver what, in combination with high-fat feeding, induces hypercholesterolemia in mice (36). Two groups of mice were subjected to this treatment: Nrf2^Cdh5tKO^ and Nrf2^flox/flox^. The mouse plasma samples were collected 21 weeks after introducing proatherogenic factors. The analysis revealed increased level of plasma cholesterol carried by LDL/VLDL lipoproteins (**Figure 2A**) and increased level of triglycerides (**Figure 2B**) in atherosclerotic mice when compared to control littermates, with no significant differences between both genotypes. The Oil Red O (ORO) staining of aortic roots cross-sections confirmed the presence of plaques and atherosclerotic phenotype in both groups of mice (**Figure 2C**). The ORO staining of brachiocephalic artery cross-sections showed small lipid deposits within the aortic wall corresponding to an early stage of plaque development in the aortic arch branches of both genotypes (**Figure 2D**). No lipid deposits were detected within the aortic walls of normocholesterolemic Nrf2^flox/flox^ and Nrf2^Cdh5tKO^ mice (data not shown). After 21 weeks of atherosclerosis induction, the complete blood count analysis showed comparable numbers of WBC (**Figure 2E**) and monocytes (**Figure 2F**) in Nrf2^flox/flox^ and Nrf2^Cdh5tKO^ mice.

**Figure 2:**
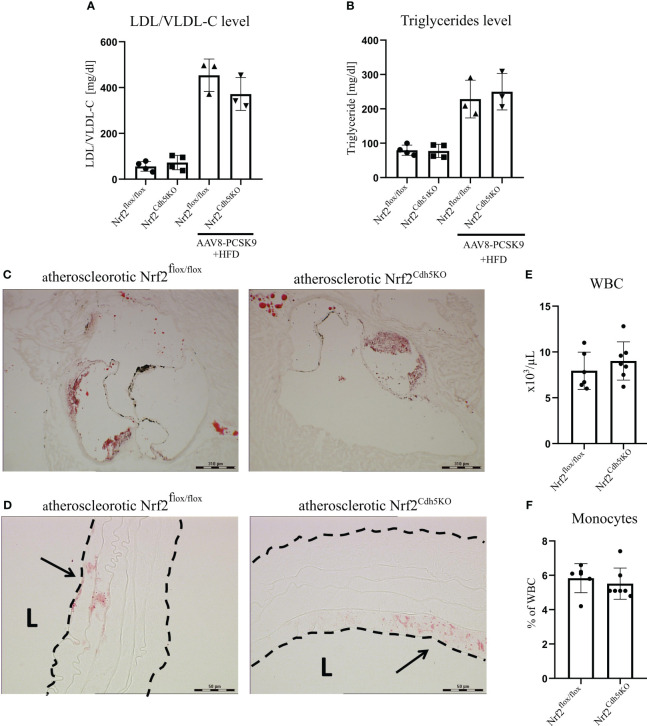
Characterization of atherosclerotic phenotype of Nrf2^flox/flox^ and Nrf2^Cdh5tKO^ mice. **(A)** The level of plasma cholesterol carried by LDL/VLDL lipoproteins in control healthy and atherosclerotic Nrf2^flox/flox^ and Nrf2^Cdh5tKO^ mice. **(B)** The level of plasma triglycerides in control healthy and atherosclerotic Nrf2^flox/flox^ and Nrf2^Cdh5tKO^ mice. **(C)** The staining of lipid deposits within aortic root of Nrf2^flox/flox^ and Nrf2^Cdh5tKO^ mice 21 weeks after AAV8-Pcsk9 injection and HFD. **(D)** The staining of lipid deposits in the brachiocephalic artery of Nrf2^flox/flox^ and Nrf2^Cdh5tKO^ mice 21 weeks after AAV8-Pcsk9 injection and HFD. Lumen of the blood vessel is marked with an ‘L’. The arrows indicate lipid deposits. **(E)** The number of WBC in the blood of Nrf2^flox/flox^ and Nrf2^Cdh5tKO^ mice 21 weeks after AAV8-Pcsk9 injection and HFD. **(F)** The percentage of monocytes in WBC population in the blood of atherosclerotic Nrf2^flox/flox^ and Nrf2^Cdh5tKO^ mice 21 weeks after AAV8-Pcsk9 injection and HFD. Results are presented as mean ± SD.

### Single-cell RNA sequencing identifies several types of mononuclear phagocytes in the aortas of Nrf2^flox/flox^ and Nrf2^Cdh5tKO^ mice

Previous studies using single-cell RNA sequencing (scRNA-seq) highlighted the complexity of macrophage biology and their heterogeneity in human and murine aortas (7, 9). In our study we applied this technology to analyze the transcriptomic changes in different macrophage subpopulations deficient in Nrf2 transcriptional activity in the context of their possible contribution to atherosclerosis development. We collected control and atherosclerotic aortic arches with branches from Nrf2^flox/flox^ and Nrf2^Cdh5tKO^ mice. 

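Each of the 4 groups gave 1 droplet library. The aortas of 4 mice were pooled for each normocholesterolemic library and those of 3 mice for each atherosclerotic one, the latter after 21 weeks of high-fat diet. About 12000 DAPI-negative cells were loaded per library. A pool counts as 1 sample, so no difference between conditions has a replicate check and no test was made. For each value the counts of both libraries are given. The authors mapped the reads to the mouse genome with Cell Ranger and deposited the number of UMIs per gene and cell barcode, without normalization. The files hold 8512 barcodes with 98754487 UMIs for normocholesterolemic Nrf2 flox/flox, 3460 with 43717402 for the library labelled normocholesterolemic Nrf2 Cdh5tKO, 1160 with 12276546 for atherosclerotic Nrf2 flox/flox and 2467 with 24184211 for the library labelled atherosclerotic Nrf2 Cdh5tKO. The filters stated in the methods removed 215 barcodes with fewer than 200 genes, 144 with more than 6000 genes and 1302 with more than 15% mitochondrial UMIs, counted separately. The cells kept numbered 7890, 2972, 1020 and 2266 in the order above. Their median UMIs per cell were 12133, 14152.5, 10963 and 9200.5, and their median genes per cell 3291.5, 3704, 3073.5 and 2772.5. All libraries were clustered together on 2000 variable genes and 30 principal components, corrected for library by the Harmony algorithm, which was written anew from its published steps. Clusters were named only from markers fixed in advance. Doublets were removed only through the upper limit on genes, as in the study. The doublet caller Scrublet, run as an alternative, marked 190, 64, 10 and 42 of the kept cells. The study sets a target depth in reads per cell, and the values here use UMIs. In place of tests over cells, the UMIs of each gene were summed over the cells of a sub-population in each library, and their log2 ratio in CPM is given with its exact 95% counting interval.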

Then, the pooled fragments of aortas of each group were subjected to scRNA-seq (**Figure 3A**). The unsupervised clustering of 14 125 cells identified, among others, two clusters of macrophages. They were annotated as proinflammatory and tissue-resident based on the expression of *Pf4, Mrc1, C1qa, C1qb, C1qc* genes, and *Lyz1, Rentla, Lyz2, Cd74* genes, respectively. 

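After the filters, 14148 cells were kept. A mitochondrial limit of 10% kept 13777, and no upper limit on genes kept 14292. Clustering gave 21 clusters, 3 of which were named as mononuclear phagocytes. These were cluster 4 (1139 cells, led by Chp2, Cd300ld3 and Lyve1), cluster 8 (385 cells, led by Lyz1, Dcstamp and Ear2) and cluster 15 (192 cells, led by Gm9733, Serpinb2 and Treml4). Together they held 1716 cells, or 12.1% (11.6 to 12.7%) of all kept cells, where parentheses give the exact Clopper-Pearson interval. Their share was 11.1% (10.4 to 11.8%) in the normocholesterolemic Nrf2 flox/flox library, 12.0% (10.8 to 13.2%) in the library labelled normocholesterolemic Nrf2 Cdh5tKO, 15.6% (13.4 to 18.0%) in the atherosclerotic Nrf2 flox/flox library and 14.3% (12.9 to 15.8%) in the library labelled atherosclerotic Nrf2 Cdh5tKO. Clusters named fibroblast-like held 52.9% of all kept cells, smooth muscle-like cells 15.8%, thymocyte-like cells 4.83%, T cell-like cells 3.70%, B cell-like cells 1.65% and endothelial-like cells 0.664%. The largest of the fibroblast-like clusters, cluster 1 (3481 of 7482 cells, led by AI507597, Hhip and Pex5l), had a marker of another cell type and none of fibroblasts among its 10 leading genes. It was left out where fibroblast-like clusters are compared between libraries, and held 24.6%, 21.0%, 23.4% and 29.9% of the kept cells of the normocholesterolemic Nrf2 flox/flox library, the library labelled normocholesterolemic Nrf2 Cdh5tKO, the atherosclerotic Nrf2 flox/flox library and the library labelled atherosclerotic Nrf2 Cdh5tKO. Of the T cell-like cells, 359 of 523 were cluster 9, led by cytotoxic genes such as Prf1, Xcl1 and Gzmb and with no T cell marker among its leading genes, so the share of this cell type is not compared between libraries. Of the thymocyte-like cells, 356 of 684 were cluster 10, led by histone and cell cycle genes, among them Hist1h2af, Hist1h3b, Kif2c and Pclaf, a marker of proliferating cells, and with no thymocyte marker among its leading genes. Only cluster 11, led by genes such as Ccr9, Rag1 and Themis, is therefore compared between libraries. Cluster 7, with 655 barcodes led by Pf4, C1qc and C1qb, had a median of 930.0 UMIs, 7.85% of the depth of its libraries, and stayed unnamed. The threshold behind this, 10% of the library's median depth, was set after the data were seen. This cluster was 2.71% of the kept cells of the normocholesterolemic Nrf2 flox/flox library, 5.42% of the library labelled normocholesterolemic Nrf2 Cdh5tKO, 4.90% of the atherosclerotic Nrf2 flox/flox library and 10.2% of the library labelled atherosclerotic Nrf2 Cdh5tKO. Counting this cluster among the phagocytes moved their overall share most of all alternatives tried, to 16.8%.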

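Cluster 4 held 1139 cells with a median of 8633 UMIs, and 97.8% of them had a UMI of Csf1r. Its leading genes by fold over the other cells also included Ms4a7, Cd163, Cd209f and Folr2. The 385 cells of cluster 8 had a median of 17019 UMIs, and its leading genes also included Retnla, Cd209a, Tnip3 and Clec4b1. A UMI of Csf1r was found in 60.5% of them. Cluster 15, the smallest of these clusters, had a median of 10592 UMIs and its leading genes also included F10, Ly6i and Ms4a4c. By library, cluster 4 was 6.89% of the kept cells of the normocholesterolemic Nrf2 flox/flox library, 9.89% of the library labelled normocholesterolemic Nrf2 Cdh5tKO, 7.94% of the atherosclerotic Nrf2 flox/flox library and 9.71% of the library labelled atherosclerotic Nrf2 Cdh5tKO. Cluster 8 was 3.04%, 1.35%, 3.73% and 2.96% in the same order. The names were rebuilt here from marker genes, so a cell may lie in another cluster than in the study.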

Within the merged (proinflammatory and tissue-resident) macrophage population of 1821 cells, 92.3% were Cd45(*Ptprc*)-positive, 92.5% were Cd68-positive, 82.3% were F4/80(*Adgre1*)-positive, and 73.1% were Cd11b(*Itgam*)-positive (**Figure 3B**). 

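Among the 1716 mononuclear phagocytes found here, against the paper's 1821 cells, 1561 had at least 1 UMI of Ptprc, or 91.0% (89.5 to 92.3%). For Cd68 the share was 88.1% (86.5 to 89.6%), for Adgre1 75.1% (72.9 to 77.1%) and for Itgam 62.8% (60.5 to 65.1%). The populations have different denominators, so no direction is drawn between these shares and those of the study. Free RNA in the droplets sets a background, which was read in 2231 smooth muscle-like cells. Among them were the 179 cells of cluster 16, of which Scrublet called 86 doublets. There the shares were 4.30% for Ptprc, 7.89% for Cd68, 1.39% for Adgre1 and 1.26% for Itgam, at a median of 15594 UMIs per cell against 9837 in the phagocytes. All 4 shares in the phagocytes lay far above this background. They depend on depth. With every cell thinned to 1000 UMIs, which left out 9 phagocytes and 3 smooth muscle-like cells, the shares in phagocytes were 38.8% for Ptprc, 33.4% for Cd68, 23.4% for Adgre1 and 13.5% for Itgam. In thinned smooth muscle-like cells they were 0.404%, 0.808%, 0.180% and 0.0449%. Both at full depth and after thinning, Ptprc had the highest share and Itgam the lowest.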

The variation in the content of these immune cell markers suggested that the population is heterogenous and, besides macrophages, consists of other cell types. 

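Clustered again on their own, the 1716 mononuclear phagocytes of the 4 libraries fell into 12 sub-clusters. Lyve1+ resident macrophage-like cells took 3 of these (sub-clusters 1, 6 and 9, with 648, 100 and 50 cells) and made up 46.5% (44.1 to 48.9%) of the phagocytes. Sub-cluster 9 was led by interferon-stimulated genes, namely Ifit2, Iigp1, Ifit3, Ifit3b and Rsad2, besides the Lyve1+ markers it expressed. Proinflammatory macrophage-like cells made up 13.3% (11.7 to 15.0%), cavity macrophage-like cells 11.9% (10.4 to 13.5%) and monocyte-like cells 10.4% (8.97 to 11.9%). The monocyte-like cells lay in sub-cluster 4 (128 cells, led by Slpi, Chil3 and Cd177) and sub-cluster 10 (50 cells, led by Cd300e, S1pr5 and Scnn1a). A further 12 cells formed a sub-cluster of dividing cells led by Neil3, Kntc1 and Cenpn. Of the alternatives tried, counting the cluster of barcodes with very few UMIs among the phagocytes moved the share of Lyve1+ resident macrophage-like cells most, to 25.2%. Of the alternatives that were not added after the data were seen, a lower clustering resolution moved it most, with 38.2%.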

The subclustering analysis of this heterogenous population, here called mononuclear phagocytes, revealed 9 subpopulations (**Figure 3C**) with a high abundance of lymphatic vessel endothelial receptor-1 (Lyve1+) resident macrophages, proinflammatory macrophages, cavity macrophages and monocytes (**Figure 3D**). 

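Conventional type 2 dendritic cell-like cells (cDC2) made up 6.06% (4.98 to 7.30%) of the mononuclear phagocytes over the 4 libraries and aortic intima resident (AIR) macrophage-like cells 5.54% (4.50 to 6.73%). The share of cells with stromal genes, named HPC/fibrocyte-like, was 3.38% (2.58 to 4.35%), and that of conventional type 1 dendritic cell-like cells (cDC1) was 2.27% (1.62 to 3.09%). The doublet caller Scrublet marked 22 of the 58 HPC/fibrocyte-like cells (37.9%) as doublets, and their median of 22167 UMIs was the highest of the 12 sub-clusters. No sub-cluster was named as stem, endothelial and mesenchymal (SEM) cells. In sub-clusters 1, 2 and 9 the markers of SEM cells were met, but those of another sub-population scored higher.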

The other subtypes - the population of stem, endothelial and mesenchymal (SEM) cells, hematopoietic progenitor cells (HPC)/fibrocytes, aortic intima resident (AIR) macrophages, conventional type 1 dendritic cells (cDC1) and conventional type 2 dendritic cells (cDC2) were less abundant (**Figure 3D**). Lyve1+ resident macrophages were characterized according to previous reports (8, 9, 37) by the expression of *Lyve1, Folr2, Hmox1, Maf*, and *Cd209f*, whereas cavity macrophages (8) by *Lyz1, Fn1, Ear2, Rentla*, and *Lpl* (**Figure 3E**). 

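The genes of the Lyve1+ resident and cavity macrophages were used to name the sub-clusters, so their levels describe the sub-clusters and are no independent result. Each level is in CPM over all libraries, set against the other mononuclear phagocytes. In Lyve1+ resident macrophage-like cells, Lyve1 was at 1160.4 CPM and Cd209f at 478, the latter with a log2 ratio of 4.49 (4.31 to 4.68) to the other phagocytes. A UMI of Cd209f was found in 33.1% of these cells, against 93.9% for Maf. Folr2, Hmox1 and Maf had log2 ratios of 3.17, 2.14 and 2.57. In cavity macrophage-like cells, Retnla reached 22983 CPM, a log2 ratio of 3.85 (3.83 to 3.87), and Lyz1 6879, a log2 ratio of 5.27 (5.21 to 5.32). Fn1, Ear2 and Lpl lay at 3.96, 4.18 and 3.83.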

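Of the genes that named the proinflammatory macrophage-like cells, Sdc4 was at 831 CPM in these cells and 783 in AIR macrophage-like cells. Nlrp3 was at 575 and 511, Cxcl16 at 406 and 597, Ccl3 at 777 and 683 and Cxcl1 at 676 and 376, in the same order. Of the AIR markers, Acp5 was at 341 CPM in AIR macrophage-like and 16.3 in proinflammatory macrophage-like cells, and Cd72 at 615 and 144. Ctss, Mpeg1 and Ccrl2 were at 3026, 669 and 526 in the former and 1368, 194 and 205 in the latter. These genes also served to name the sub-clusters.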

The expression of *Cxcl1, Nlrp3, Sdc4, Cxcl16*, and *Ccl3* genes characterized both proinflammatory and AIR macrophages (8), but the presence of typical AIR macrophage markers *Cd72, Ccrl2, Ctss, Acp5, Mpeg1* (8) distinguished this population from the proinflammatory subset (**Figure 3E**). 

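Chil3 set the monocyte-like cells apart most among their markers, with 674 CPM and a log2 ratio of 7.25 (6.92 to 7.61) to the other mononuclear phagocytes. Slpi followed at 7.10 (6.87 to 7.34), although only 42.1% of the cells had a UMI of it. Plac8, Clec4e and Msrb1 lay at 5.05, 4.27 and 3.51. In HPC/fibrocyte-like cells, Dcn was at 6059 CPM with a log2 ratio of 5.01 (4.95 to 5.07), and Sparc at 1679.7 with 4.91 (4.80 to 5.02). The ratios of Col3a1, Mgp and Gsn were 4.09, 3.90 and 3.52. For the SEM markers Lum, Runx1, Apoe, Acta2 and Ctsb no sub-cluster scored highest. In sub-clusters 1, 2 and 9 they came next after the markers of the named sub-population.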

Monocyte cluster (8) showed high expression of *Plac8, Chil3, Msrb1, Clec4e, and Slpi* (**Figure 3E**); HPC/fibrocytes (38) were enriched in *Dcn, Sparc, Gsn, Col3a1, Mgp* (**Figure 3E**), while SEM cluster (39) highly expressed *Lum, Runx1, Apoe, Acta2, Ctsb* (**Figure 3E**). For cDC1 (8) and cDC2 (8) we found overlapping expression of classical marker genes with higher expression of *Naaa, Cst3, Ifi205, Cd24a, H2afz* for cDC1 (**Figure 3E**) and *Napsa, H2-ab1, H2-eb1, Traf1, Wnt11* for cDC2 (**Figure 3E**).

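In cDC1-like cells (39 cells), Ifi205 had a log2 ratio of 5.23 (4.98 to 5.49) to the other mononuclear phagocytes, Cd24a 3.67 (3.47 to 3.87) and Naaa 3.27 (3.14 to 3.39). Cst3 reached 28161 CPM there, with a ratio of 2.63, and H2afz 2910.3, with 1.96. The further cDC1 markers Xcr1, Clec9a and Irf8, added for naming, lay at 7.60, 6.49 and 3.24. In cDC2-like cells (104 cells), Wnt11 had a log2 ratio of 3.16 (2.97 to 3.36), Napsa 2.35 (2.24 to 2.47) and Traf1 2.06 (1.93 to 2.19). H2-Ab1 and H2-Eb1 were at 12105 and 10413 CPM, with ratios of 1.18 and 1.07. The further cDC2 markers Cd209a, Flt3 and Itgax, also added for naming, lay at 4.98, 3.71 and 1.62. Naaa was at 145 CPM in cDC2-like cells and Napsa at 439 in cDC1-like cells. As with the other sub-populations, these markers gave the names.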

**Figure 3:**
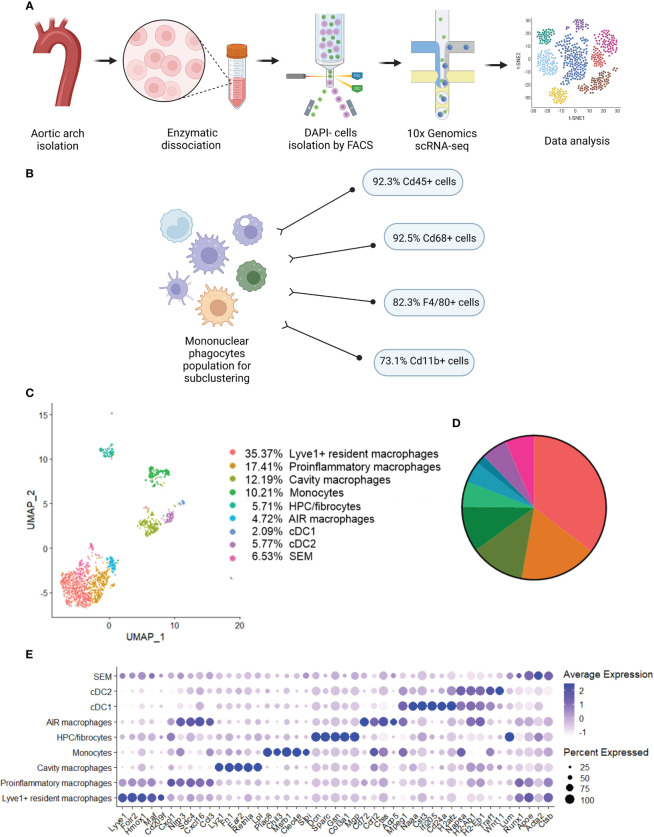
Identification of distinct mononuclear phagocytes in the analyzed fragments of aortas of Nrf2^flox/flox^ and Nrf2^Cdh5tKO^ mice. **(A)** Schematic depiction of the scRNA-seq procedure. **(B)** The percentage of cells expressing classical macrophage markers: *Cd45, Cd68, F4/80, Cd11b* within the whole macrophage population before subclustering. **(C)** UMAP representation of integrated scRNA-seq gene expression data from normocholesterolemic Nrf2^flox/flox^ (n=4) and Nrf2^Cdh5tKO^ (n=4), as well as atherosclerotic Nrf2^flox/flox^ (n=3) and Nrf2^Cdh5tKO^ (n=3) murine aortic arches and branches with identification of the major cell types. **(D)** Proportions of distinct cell types singled out among whole macrophage population. **(E)** Dot plot of average gene expression of the indicated marker transcripts for each cell cluster.

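The HPC/fibrocyte-like cells numbered 58. Ptprc was at 328 CPM in them, a log2 ratio of -0.86 (-1.00 to -0.71) to the other mononuclear phagocytes. The ratio of Cd68 was -1.36 (-1.56 to -1.16), that of Adgre1 -2.31 (-2.70 to -1.94) and that of Itgam -0.82 (-1.08 to -0.57). All 4 markers were lower there than in the other phagocytes, beyond counting error. For Ptprc, proinflammatory macrophage-like cells lay at 337 CPM and the 12 dividing cells at 315, close to the HPC/fibrocyte-like cells. The other 3 markers were lowest in cDC1-like cells, for Cd68 within counting error, with 165 CPM of Cd68, 15.4 of Adgre1 and 1.40 of Itgam, against 171, 47.7 and 104 in HPC/fibrocyte-like cells. No sub-cluster was named SEM, so the level in SEM cells was not read.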

The analysis of classical macrophage markers - *Cd45, Cd68, F4/80, Cd11b* (**Figures 4A–D**, respectively) revealed their lowest expression in HPC/fibrocytes and SEM cells. Moreover, the level of *Cd68, F4/80*, and *Cd11b* (**Figures 4B–D**, respectively) was moderately or strongly decreased in cDC1 and cDC2 cell clusters. 

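Relative to the other mononuclear phagocytes, the log2 ratio of Cd68 was -1.38 (-1.66 to -1.12) in cDC1-like and -0.95 (-1.11 to -0.79) in cDC2-like cells. That of Adgre1 was -3.91 (-4.91 to -3.07) and -3.01 (-3.47 to -2.59), at 29.8 CPM in cDC2-like cells. For Itgam, cDC1-like cells had 1 UMI in 39 cells, a ratio of -7.05 (-12.35 to -4.57), and cDC2-like cells 180 UMIs, a ratio of -0.62 (-0.85 to -0.40). Ptprc differed less, with -0.23 (-0.38 to -0.07) in cDC1-like and 0.09 (-0.01 to 0.19) in cDC2-like cells. As a mean over cells, the ratio of Itgam in cDC1-like cells moved most, to -6.43, within its wide interval. That of Cd68 moved to -1.77 and that of Ptprc to -0.04, both outside their intervals.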

Analysis of the abundance of various populations of mononuclear phagocytes in the aortas of healthy and atherosclerotic mice of both genotypes revealed a higher percentage of monocytes (9.18% and 5.25% respectively for normocholesterolemic Nrf2^flox/flox^ and Nrf2^Cdh5tKO^ *vs*. 27.06% and 10.17% respectively for atherosclerotic Nrf2^flox/flox^ and Nrf2^Cdh5tKO^) and cDC2 cells (2.05% and 2.62% respectively for normocholesterolemic Nrf2^flox/flox^ and Nrf2^Cdh5tKO^ *vs*. 11.76% and 6.10% respectively for atherosclerotic Nrf2^flox/flox^ and Nrf2^Cdh5tKO^) in atherogenic conditions (**Figure 4E**). 

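Because some of the genes that define a sub-population differed between the libraries, shares are compared from a clustering without the marker genes, which was chosen after the data were seen. Its clusters were still named from the marker genes, so the shares are not free of that difference. It gave 963 mononuclear phagocytes in the normocholesterolemic Nrf2 flox/flox library, 385 in the library labelled normocholesterolemic Nrf2 Cdh5tKO, 169 in the atherosclerotic Nrf2 flox/flox library and 357 in the library labelled atherosclerotic Nrf2 Cdh5tKO. Monocyte-like cells made up 8.93% (7.21 to 10.9%) of them in the normocholesterolemic Nrf2 flox/flox library and 24.9% (18.5 to 32.1%) in the atherosclerotic Nrf2 flox/flox library, whose intervals do not overlap. Under the Nrf2 Cdh5tKO labels, where Nfe2l2 was not lower in endothelial-like cells, the monocyte share was 5.71% (3.62 to 8.52%) in the normocholesterolemic and 9.24% (6.45 to 12.7%) in the atherosclerotic library, with overlapping intervals. For cDC2-like cells the shares were 5.30% (3.97 to 6.90%) in the normocholesterolemic Nrf2 flox/flox library and 11.2% (6.91 to 17.0%) in the atherosclerotic Nrf2 flox/flox library, whose intervals lie next to each other without overlapping. Under the Nrf2 Cdh5tKO labels they were 2.60% (1.25 to 4.72%) and 6.16% (3.90 to 9.18%). With the markers left in, the monocyte shares were 9.81%, 5.62%, 25.2% and 9.88% and those of cDC2-like cells 5.93%, 3.09%, 12.6% and 6.48%, in the order the normocholesterolemic Nrf2 flox/flox library, the library labelled normocholesterolemic Nrf2 Cdh5tKO, the atherosclerotic Nrf2 flox/flox library and the library labelled atherosclerotic Nrf2 Cdh5tKO. The denominators there were 877, 356, 159 and 324 phagocytes. Of the alternatives tried, clustering with no Harmony correction made the largest single move in percentage points. Under it the monocyte share of the atherosclerotic Nrf2 flox/flox library was 17.5%. Keeping the cluster of very few UMIs lowered the monocyte and cDC2 shares of the library labelled atherosclerotic Nrf2 Cdh5tKO. The intervals leave out the variation between mice, which 1 pool per condition cannot give.

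**Figure D1:**
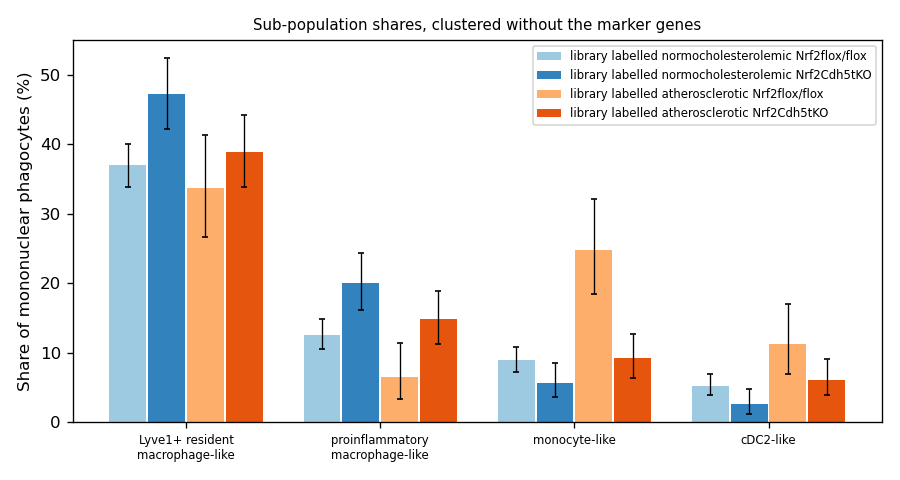
Share of mononuclear phagocytes (%, vertical axis) in 4 sub-populations (horizontal axis), clustered without the marker genes but named from them. There is 1 bar per library, with exact 95% Clopper-Pearson intervals as error bars. The monocyte-like bar of the atherosclerotic Nrf2 flox/flox library reaches 24.9% and those of the other libraries lie between 5.71% and 9.24%.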

Interestingly, in atherosclerotic Nrf2^Cdh5tKO^ mice a lower proportion of monocytes was associated with a higher proportion of proinflammatory macrophages (17.44% for atherosclerotic Nrf2^Cdh5tKO^ *vs*. 7.65% for atherosclerotic Nrf2^flox/flox^).

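In the same clustering without marker genes, proinflammatory macrophage-like cells made up 14.8% (11.3 to 19.0%) of the mononuclear phagocytes of the library labelled atherosclerotic Nrf2 Cdh5tKO and 6.51% (3.29 to 11.3%) of those of the atherosclerotic Nrf2 flox/flox library. Monocyte-like cells were the smaller share of the former and the larger share of the latter. Nfe2l2 was not lower in endothelial-like cells under the label of the former library. In normocholesterolemic aortas the proinflammatory share was 20.0% (16.1 to 24.3%) under the Nrf2 Cdh5tKO label and 12.6% (10.5 to 14.8%) in the Nrf2 flox/flox library. With the markers left in, the shares were 13.6% (10.0 to 17.8%) and 5.66% (2.62 to 10.5%) in the atherosclerotic pair, from 44 and 9 cells. They rest on few cells of the Nrf2 flox/flox library in either clustering. With no Harmony correction, the proinflammatory share of the normocholesterolemic Nrf2 flox/flox library fell to 0.723%.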

**Figure 4:**
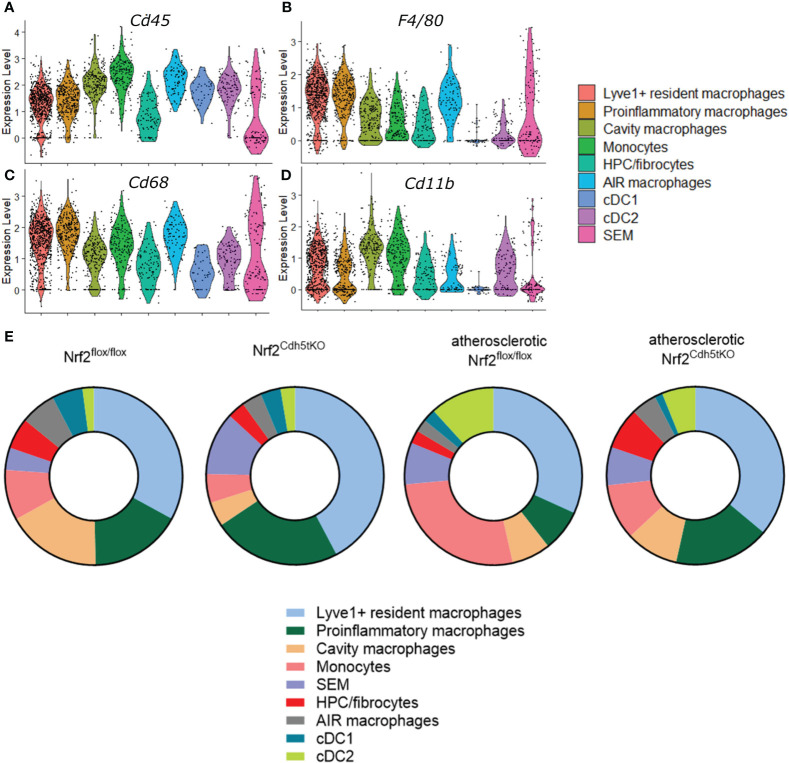
Characteristics of the identified mononuclear phagocyte clusters. The expression of typical macrophage genes **(A)** Cd45, **(B)** F4/80, **(C)** Cd68, **(D)** Cd11b within particular mononuclear phagocyte population shown in the violin plot. **(E)** Proportions of identified cell subsets in the analyzed fragments of aortas of control normocholesterolemic and atherosclerotic Nrf2^flox/flox^ and Nrf2^Cdh5tKO^ mice.

### The transcriptome of distinct aortic mononuclear phagocytes is differently affected by decreased Nrf2 transcriptional activity under atherogenic conditions

Next, we analyzed macrophage subtype-specific gene expression using scRNA-seq technology in the aortic arches and branches from control normocholesterolemic and atherosclerotic mice of two genotypes - Nrf2^flox/flox^ and Nrf2^Cdh5tKO^. We focused mostly on three highly abundant clusters that play an important role in plaque development: Lyve1+ resident macrophages, proinflammatory macrophages and monocytes (**Figure 3C**).

#### Lyve1+ resident macrophages

Lyve1+ resident macrophages are considered to originate from embryonic erythro-myeloid progenitors (40) but, under certain circumstances, circulating monocytes can differentiate into self-maintaining tissue-resident macrophages that resemble their embryonic counterparts. In our analysis, this macrophage subset is characterized by high expression of *Lyve1, Folr2, Hmox1, Maf*, and *Cd209f* (**Figures 3E**, **5A**), and was the most numerous subpopulation in all samples subjected to scRNA-seq (**Figure 4E**). 

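Lyve1+ resident macrophage-like cells were the largest named sub-population in each of the 4 libraries, with 1 exception among the clusterings run. With the cluster of very few UMIs counted among the phagocytes, they were 19.1% of the library labelled atherosclerotic Nrf2 Cdh5tKO, below the 39.7% named HPC/fibrocyte-like. Clustered without marker genes, they made up 37.0% (33.9 to 40.1%) of the mononuclear phagocytes of the normocholesterolemic Nrf2 flox/flox library, 47.3% (42.2 to 52.4%) of the library labelled normocholesterolemic Nrf2 Cdh5tKO, 33.7% (26.6 to 41.4%) of the atherosclerotic Nrf2 flox/flox library and 38.9% (33.8 to 44.2%) of the library labelled atherosclerotic Nrf2 Cdh5tKO. With the markers left in, the shares were 42.8%, 58.1%, 37.1% and 48.5%. The next largest sub-population of the atherosclerotic Nrf2 flox/flox library, monocyte-like cells, had a smaller share in both. The sub-clusters led by resident macrophage genes rather than by interferon-stimulated genes had as leading genes Ednrb, Ccl8 and Plekhg5 (sub-cluster 1) and Fxyd2, Chp2 and Mmp9 (sub-cluster 6).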

First, we analyzed how atherosclerosis itself affects gene expression in this macrophage subset. In Lyve1+ resident macrophages of atherosclerotic Nrf2^flox/flox^ mice, we identified 16 downregulated and 38 upregulated genes when compared to normocholesterolemic Nrf2^flox/flox^ controls (**Table 1**). 

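Lyve1+ resident macrophage-like cells numbered 59 in the atherosclerotic Nrf2 flox/flox library, with 342650 UMIs, and 375 in the normocholesterolemic Nrf2 flox/flox library, with 3501832 UMIs. Each log2 ratio is of the former to the latter, with its exact 95% counting interval in parentheses. Of the 38 genes listed as upregulated and compared, 28 were higher in these counts, 19 of them with an interval beyond 0, and 10 went the other way, 3 of them beyond 0. Of the 15 genes listed as downregulated and compared, 14 were lower in these counts, 11 of them with an interval beyond 0, and 1 went the other way, 1 of them beyond 0. A gene that defines the sub-population was left out. In total 42 genes went the listed way. Of the alternatives tried, this number moved most without the 1 cell of each library with most UMIs of the gene and with the cluster of very few UMIs kept, to 38. Among genes with at least 50 UMIs over both libraries, the 5 with the largest log2 ratios were Ccdc152 (4.39), Gm15655 (4.13), Cxcl13, Gm26778 (3.59) and Iigp1 (3.23). The 5 with the smallest were Cxcl10 (-3.78), Lyz1 (-3.54), Gm10076 (-3.42), Slamf8 (-3.39) and Ccdc106 (-3.15). In the atherosclerotic Nrf2 flox/flox library, 1 cell held 46 of the 76 UMIs of Iigp1. 71 of the 140 UMIs of Cxcl10 came from 1 cell of the normocholesterolemic Nrf2 flox/flox library.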

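In the same comparison of the atherosclerotic Nrf2 flox/flox library to the normocholesterolemic Nrf2 flox/flox library, Ccl9 (ENSMUSG00000019122, chromosome 11 of GRCm38 from 83572919 to 83578636) had 80 against 2876 UMIs, a log2 ratio of -1.81 (-2.15 to -1.49). Gdf15, Il1b and Ccl4 had log2 ratios of -1.40 (-1.79 to -1.03), -1.18 (-2.33 to -0.22) and -0.90 (-1.22 to -0.60), from 61 against 1643, 9 against 208 and 95 against 1815 UMIs. Bmp2 (ENSMUSG00000027358, chromosome 2 of GRCm38 from 133552159 to 133562885) had 72 against 160 UMIs, a log2 ratio of 2.20 (1.78 to 2.61). Ccr2 (ENSMUSG00000049103, chromosome 9 of GRCm38 from 124101950 to 124113557) had 43 against 124 UMIs, a log2 ratio of 1.83 (1.29 to 2.34). For Cd209d, Cd209b, Clec4b1 and Lsp1, the UMIs were 103 against 434, 67 against 294, 7 against 249 and 18 against 463 and the log2 ratios 1.28 (0.95 to 1.59), 1.22 (0.81 to 1.61), -1.80 (-3.13 to -0.74) and -1.33 (-2.10 to -0.66). Lyn (ENSMUSG00000042228, chromosome 4 of GRCm38 from 3678115 to 3813122) had 129 against 727 UMIs, a log2 ratio of 0.86 (0.58 to 1.13). Cxcl13 (ENSMUSG00000023078, chromosome 5 of GRCm38 from 95956951 to 95961068) had 128 against 80 UMIs, a log2 ratio of 4.03 (3.62 to 4.45). Per gene, the top cell of the atherosclerotic Nrf2 flox/flox library held 5 of the 9 UMIs of Il1b, 58 of the 95 UMIs of Ccl4 and all 128 UMIs of Cxcl13. Il1b changed direction under another setting, with a ratio of 0.40 with the cluster of very few UMIs kept. The direction of Cxcl13 depended on the setting, with a ratio of -0.89 without the 1 cell of each library with most UMIs of the gene and -0.80 without cells with a UMI of T cell genes.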

The KEGG pathway analysis (**Figure 5B**) showed that many differentially expressed genes (DEGs) were significantly enriched in cytokine-cytokine receptor interaction (*Ccl9, Bmp2, Gdf15, Il1b, Ccl4, Cxcl13, Ccr2*), C-type lectin receptor signaling pathway (*Cd209d, Clec4b1, Cd209b, Il1b, Lsp1*), chemokine signaling pathway (*Lyn, Ccl9, Ccl4, Cxcl13, Ccr2*), NF-kappa B signaling pathway (*Lyn, Il1b, Ccl4*). The majority of the identified DEGs were associated with a pro-inflammatory cell phenotype.

**Figure 5:**
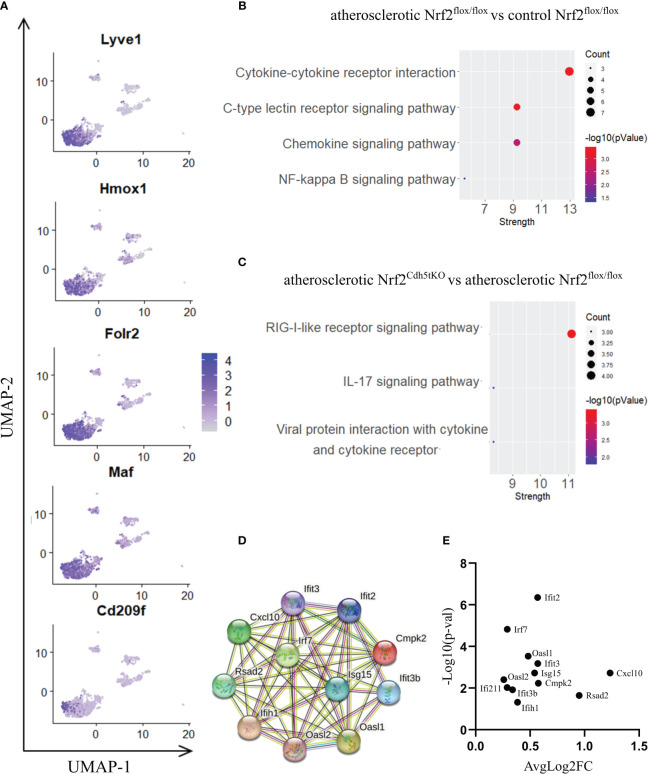
The analysis of transcriptomic changes in Lyve1+ resident macrophages. **(A)** Expression of marker genes identified for Lyve1+ resident macrophages projected onto the UMAP plot. **(B)** KEGG pathway enrichment analysis of upregulated and downregulated genes for atherosclerotic Nrf2^flox/flox^ *vs*. control Nrf2^flox/flox^ and **(C)** atherosclerotic Nrf2^Cdh5tKO^ *vs*. atherosclerotic Nrf2^flox/flox^ Lyve1+ resident macrophages. The x-axis represents the strength (Log10(observed/expected)) of enriched pathways, whereas the color denotes –log10(pValue) and dot size corresponds to gene count in each pathway. **(D)** STRING interaction network - graphical representation of Interferon-simulated genes (ISG) cluster. **(E)** Volcano plot of the top differentially expressed ISG in atherosclerotic Nrf2^Cdh5tKO^ *vs*. atherosclerotic Nrf2^flox/flox^ Lyve1+ resident macrophages.

**Table 1:** DEGs in Lyve1+ resident macrophages (atherosclerotic Nrf2^flox/flox^ *vs*. normocholesterolemic Nrf2^flox/flox)^.

Upregulated		
Gene	p-value	avg_log2FC
***Cxcl13***	2,39E-08	0,861436
***Ccr2***	1,47E-07	0,701267
***Arhgdib***	0,032756	0,641391
***Gfra2***	4,55E-07	0,488265
***Btg1***	0,04049	0,472143
***Furin***	0,008615	0,468665
***Cbr2***	0,042708	0,448178
***Tyrobp***	0,021066	0,442919
***Cd209d***	0,002953	0,436895
***Gm42418***	0,039606	0,396878
***Ugdh***	8,43E-11	0,389207
***Pde8a***	0,00899	0,379347
***Mtus2***	1,19E-13	0,377547
***Cd68***	0,023115	0,376554
***F830016B08Rik***	1,32E-13	0,354216
***Fcrls***	0,023415	0,347959
***S100a8***	0,000941	0,336188
***Bmp2***	0,000161	0,330332
***Fstl1***	1,66E-17	0,321947
***Gpr183***	0,008656	0,316971
***Cited2***	0,014093	0,31122
***Ppp1r12a***	0,025934	0,310632
***Smc4***	1,67E-05	0,30858
***Nfkbid***	0,034186	0,307896
***Ccnd1***	1,63E-06	0,301505
***Iigp1***	5,58E-12	0,295462
***Anp32e***	0,001897	0,293936
***Ifi213***	5,80E-12	0,285891
***Apobec1***	5,18E-05	0,285051
***Cd209b***	0,022909	0,28255
***Odc1***	0,002432	0,282423
***Igfbp4***	0,011171	0,277896
***Tsc22d1***	5,64E-05	0,277236
***Clec5a***	6,09E-10	0,276247
***Mfap4***	1,17E-09	0,274002
***Ramp1***	2,78E-11	0,271583
***Myl9***	3,51E-05	0,264222
***Nr4a3***	0,000564	0,251389
Downregulated		
Gene	p-value	avg_log2FC
***S100a4***	0,027411	-0,77728
***Ccl4***	0,002927	-0,74716
***Il1b***	2,66E-14	-0,49265
***Gdf15***	0,047466	-0,45099
***Lyve1***	0,007756	-0,36497
***Ccl9***	0,036021	-0,36179
***Adgre5***	0,046157	-0,33137
***Lyn***	0,015787	-0,30115
***Cd300c2***	0,044796	-0,29036
***Lilra5***	0,008648	-0,2749
***Clec4b1***	3,51E-11	-0,27359
***Marcksl1***	0,036684	-0,2674
***Tuba4a***	1,44E-05	-0,26151
***Fxyd5***	0,042591	-0,25779
***Spic***	4,08E-09	-0,25625
***Lsp1***	0,009876	-0,25385

Next, we investigated the effect of Nrf2 deficiency on the transcriptome of Lyve1+ resident macrophages under atherogenic conditions. 

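Of the atherosclerotic libraries, the one labelled Nrf2 Cdh5tKO gave 157 Lyve1+ resident macrophage-like cells with 1070260 UMIs and the Nrf2 flox/flox one 59 cells with 342650 UMIs. Nfe2l2 was not reduced in the endothelial-like cells of the library labelled Nrf2 Cdh5tKO. Ratios are of the library with this label to the Nrf2 flox/flox one. Of the 20 genes listed as upregulated and compared, 10 were higher in these counts, 4 of them with an interval beyond 0, and 10 went the other way, 5 of them beyond 0. Of the 17 genes listed as downregulated and compared, 11 were lower in these counts, 10 of them with an interval beyond 0, and 5 went the other way, 1 of them beyond 0. Another 1 had too few UMIs for a ratio. By size alone, with at least 50 UMIs over both libraries, Mucl1 (7.35), Lyz1 (4.43), Fn1 (3.03), Ndufb5 (2.83) and Mrps12 (2.42) had the 5 largest log2 ratios. At the other end were Cxcl13 (-4.64), Tnfaip2, Iigp1 (-3.25), Txndc16 (-2.34) and Phactr4 (-1.82). The cell with most UMIs of each gene held 508 of the 510 UMIs of Mucl1, 173 of the 269 UMIs of Lyz1 and 64 of the 102 UMIs of Fn1 in the library labelled atherosclerotic Nrf2 Cdh5tKO. All 128 UMIs of Cxcl13, 46 of the 76 UMIs of Iigp1 and 30 of the 39 UMIs of Txndc16 came, gene by gene, from the 1 cell of the atherosclerotic Nrf2 flox/flox library with most of them. Fn1 went the other way, at -0.11 at the higher clustering resolution and -0.08 with the doublets called by Scrublet removed. For Cxcl13 the sign was reversed, to 0.19 without the 1 cell of each library with most UMIs of the gene and 0.09 without cells with a UMI of T cell genes.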

The scRNAseq analysis revealed that in this macrophage subset, 17 genes were downregulated and 20 were upregulated in atherosclerotic Nrf2^Cdh5tKO^ *vs*. atherosclerotic Nrf2^flox/flox^ mice (**Table 2**). The DEGs were subjected to KEGG functional enrichment analysis (**Figure 5C**). 

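Between the library labelled atherosclerotic Nrf2 Cdh5tKO and the atherosclerotic Nrf2 flox/flox library, in the same cells, Ifih1 (ENSMUSG00000026896, chromosome 2 of GRCm38 from 62595798 to 62646255) had 47 against 10 UMIs, a log2 ratio of 0.59 (-0.41 to 1.74), an interval that holds 0. Isg15 (ENSMUSG00000035692, chromosome 4 of GRCm38 from 156199424 to 156200818) had 78 against 21 UMIs, a log2 ratio of 0.25 (-0.46 to 1.02), an interval that holds 0. S100a8 (ENSMUSG00000056054, chromosome 3 of GRCm38 from 90668978 to 90670035) had 2 against 19 UMIs, a log2 ratio of -4.89 (-8.04 to -2.84). In the endothelial-like cells labelled Nrf2 Cdh5tKO, Nfe2l2 was higher, not lower.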

Among the significantly enriched KEGG pathways, we found retinoic acid-inducible gene I (RIG-I)-like receptor signaling pathway (*Ifih1, Cxcl10, Irf7, Isg15*), IL-17 signaling pathway (*Cxcl10, Ccl7, S100a8*), viral protein interaction with cytokine and cytokine receptor (*Cxcl10, Ccl7, Ccr2*).

**Table 2:** DEGs in atherosclerotic Nrf2^Cdh5tKO^ Lyve1+ resident macrophages (atherosclerotic Nrf2^Cdh5tKO^ *vs*. atherosclerotic Nrf2^flox/flox^).

Upregulated		
Gene	p-value	avg_log2FC
***Cxcl10***	0,001899	1,233588
***Rsad2***	0,022622	0,94986
***Cmpk2***	0,00588	0,574843
***Ifit3***	0,000666	0,569893
***Ifit2***	4,45E-07	0,568756
***Isg15***	0,001899	0,540737
***Oasl1***	0,000293	0,482284
***Ifih1***	0,048154	0,383909
***Pbxip1***	2,95E-09	0,344674
***Ifit3b***	0,012109	0,338988
***Ptgs1***	0,004127	0,320827
***Adgre5***	0,000181	0,318622
***Bcl2a1b***	0,003372	0,317612
***Cd93***	0,001162	0,30791
***Rasgef1b***	0,000174	0,302515
***S100a4***	0,022434	0,299475
***Rgs1***	1,99E-07	0,296326
***Irf7***	1,51E-05	0,290236
***Ifi211***	0,009514	0,288928
***Oasl2***	0,003925	0,258254
Downregulated		
Gene	p-value	avg_log2FC
***Ccl7***	0,026876	-0,63902
***Gm12840***	4,76E-07	-0,61068
***Fcrls***	0,003512	-0,52932
***Arhgdib***	0,019785	-0,50975
***Gfra2***	0,000528	-0,45824
***Ugdh***	3,77E-05	-0,43686
***Slc40a1***	3,25E-07	-0,4262
***S100a8***	1,13E-05	-0,42252
***Mtus2***	5,65E-09	-0,3913
***Tnfaip2***	5,40E-06	-0,35575
***Ccr2***	3,42E-05	-0,31412
***Cd209d***	0,021881	-0,30924
***F830016B08Rik***	0,000383	-0,28949
***Mia***	1,11E-07	-0,28862
***Ramp1***	0,02397	-0,27211
***Gadd45g***	0,003512	-0,27173
***Cd209b***	0,005131	-0,27114

RIG-I not only participates in antiviral signaling pathways, but may also affect non-viral diseases such as atherosclerosis (41, 42). Once activated, RIG-I initiates a signaling cascade that leads to the activation of transcription factors, including interferon regulatory factors (IRFs) and nuclear factor kappa B (NF-κB), which induce the expression of interferon-related genes and pro-inflammatory cytokines (43). In fact, our results confirmed that observation revealing upregulation of interferon-stimulated genes (ISGs, **Figures 5D, E**), *Rsad2, Cxcl10*, *Irf7*, *Ifit2, Ifit3, Ifit3b, Ifih1, Isg15, Oasl1, Oasl2, Cmpk2*, in Nrf2^Cdh5tKO^ Lyve1+ resident macrophages highlighting that over 50% of upregulated genes were associated with downstream IFN-response. Among them, the key transcription factor interferon regulatory factor 7 (*Irf7*) was upregulated. 

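Over the 11 listed genes, Lyve1+ resident macrophage-like cells had 396 UMIs in the library labelled atherosclerotic Nrf2 Cdh5tKO and 127 in the atherosclerotic Nrf2 flox/flox library. The count of Nfe2l2 in endothelial-like cells was not lower under the Nrf2 Cdh5tKO label. The median log2 ratio of the list was -0.04 (counting interval -0.60 to 0.46), with 5 genes higher and 6 lower. With zero-count genes at their bound it was -0.04. It stood at percentile 79.2 of 10000 random lists matched on mean expression, as a description of these libraries. The study picked the list on these samples, so the list is not independent of them. With 35 against 21, 6 against 8, 28 against 21 and 6 against 5 UMIs, Rsad2, Ifit2, Ifit3 and Ifit3b had log2 ratios of -0.91 (-1.73 to -0.05), -2.06 (-3.86 to -0.34), -1.23 (-2.10 to -0.34) and -1.38 (-3.36 to 0.67). Oasl1, Oasl2 and Cmpk2 had log2 ratios of 0.75 (-0.82 to 2.75), -0.04 (-0.74 to 0.71) and -0.97 (-2.76 to 0.99), from 21 against 4, 70 against 23 and 8 against 5 UMIs. Per gene, the top cell of the atherosclerotic Nrf2 flox/flox library held 14 of the 21 UMIs of Rsad2, 6 of the 8 UMIs of Ifit2 and 11 of the 21 UMIs of Ifit3. Rsad2 changed direction under another setting, with a ratio of 2.22 with no Harmony correction and 0.40 without the 1 cell of each library with most UMIs of the gene. The direction of Ifit2 depended on the setting, with a ratio of 2.51 with no Harmony correction. Ifit3 went the other way, at 1.60 with no Harmony correction. Ifit3 and Ifit3b are paralogs, and their values are uncertain where reads could be split between them. Rsad2 (ENSMUSG00000020641) lies on chromosome 12 of GRCm38 from 26442746 to 26456452. The setting that moved the median most was clustering with no Harmony correction, which gave 2.21. There, 1 barcode held 1188 of the 1540 UMIs of the list in the library labelled atherosclerotic Nrf2 Cdh5tKO. This barcode was called a doublet by Scrublet and with Harmony lay in an unnamed cluster with endothelial genes. Still without Harmony, and without the 1 cell of each library with most UMIs of the list, a setting chosen after the data were seen, the median was 0.81. Under the other alternatives the median lay between -0.06 and 0.42. The paper links the upregulation of these genes to RIG-I signaling, which it describes as inducing interferon-related genes.

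**Figure D2:**
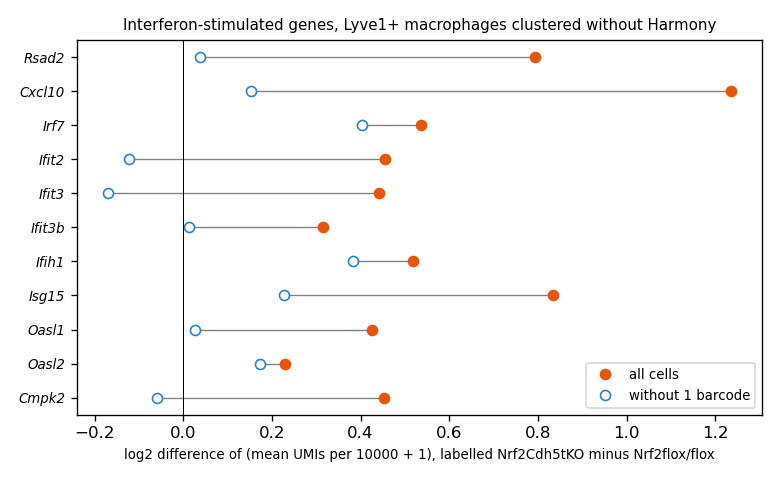
Difference between the library labelled atherosclerotic Nrf2 Cdh5tKO and the atherosclerotic Nrf2 flox/flox library in Lyve1+ resident macrophage-like cells clustered with no Harmony correction (horizontal axis, log2 of the mean UMIs per 10000 plus 1), for the 11 interferon-stimulated genes (vertical axis). Filled points use all cells and open points leave out the 1 barcode with most UMIs of the list. Cxcl10 moves from 1.23 to 0.15 and Irf7 from 0.54 to 0.40.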

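In the library labelled atherosclerotic Nrf2 Cdh5tKO, 32 of 157 Lyve1+ resident macrophage-like cells had a UMI of Irf7, against 4 of 59 in the atherosclerotic Nrf2 flox/flox library. Irf7 (ENSMUSG00000025498, chromosome 7 of GRCm38 from 141262706 to 141266481) had 76 against 8 UMIs, a log2 ratio of 1.60 (0.55 to 2.87). Endothelial-like cells labelled Nrf2 Cdh5tKO had more Nfe2l2, not less. Irf7 was at 71.0 CPM in the former and 23.3 CPM in the latter.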

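In Lyve1+ resident macrophage-like cells of normocholesterolemic aortas, the library labelled Nrf2 Cdh5tKO had 207 cells with 1365879 UMIs and the Nrf2 flox/flox library 375 cells with 3501832 UMIs. Under the Nrf2 Cdh5tKO label, endothelial-like cells had the higher level of Nfe2l2. Rsad2 had 128 against 50 UMIs, a log2 ratio of 2.71 (2.23 to 3.22). Oasl1 (ENSMUSG00000041827, chromosome 5 of GRCm38 from 114923240 to 114937915) had 76 against 61 UMIs, a log2 ratio of 1.68 (1.17 to 2.19). The same 11 interferon-stimulated genes had 1001 against 1007 UMIs and a median log2 ratio of 1.64 (counting interval 1.18 to 1.77), at percentile 100 of random lists. On the scale of the mean over cells of UMIs per 10000 plus 1 the median was 0.37, and under the other alternatives it lay between 1.20 and 2.08. Of the 14 genes listed as upregulated and compared, 10 were higher in these counts, 7 of them with an interval beyond 0, and 4 went the other way, 4 of them beyond 0. A gene that defines the sub-population was left out. Of the 7 genes listed as downregulated and compared, 4 were lower in these counts, 4 of them with an interval beyond 0, and 3 went the other way, 3 of them beyond 0. The 5 largest log2 ratios among genes with at least 50 UMIs over both libraries were those of Nppa (7.77), Myl7 (at least 72.6-fold higher, 85 against 0 UMIs), Myl4 (5.62), Tnnt2 (4.28) and Gm26778 (1197 against 220 UMIs), and the 5 smallest those of Ifnb1 (-4.61), Clec4d (-3.24), S100a9 (-3.14), Nme2 (-2.74) and Tnfaip2 (-2.68). The cell with most UMIs of each gene held 56 of the 85 UMIs of Myl7 and 78 of the 96 UMIs of Myl4 in the library labelled normocholesterolemic Nrf2 Cdh5tKO. Nppa and Tnnt2 are among the markers fixed in advance for cardiomyocytes, and no source outside the macrophages was tested for them. All 250 UMIs of Ifnb1 came from 1 cell of the normocholesterolemic Nrf2 flox/flox library.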

Interestingly, comparison of normocholesterolemic Nrf2^Cdh5tKO^ *vs*. normocholesterolemic Nrf2^flox/flox^ mice revealed increased, among others, expression of *Rsad2* and *Oasl1* (**Table 3**) suggesting that Nrf2-defficient Lyve1+ resident macrophages can be predisposed to develop an interferon-stimulated response under favorable proatherogenic conditions. In terms of atherosclerosis, we also found that the top upregulated in the atherosclerotic Nrf2^Cdh5tKO^ mice *Cxcl10* gene, was involved in all the most enriched KEGG pathways. 

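Cxcl10 (ENSMUSG00000034855, chromosome 5 of GRCm38 from 92346638 to 92348889) had 21 against 1 UMIs, a log2 ratio of 2.75 (0.11 to 8.12), in Lyve1+ resident macrophage-like cells of the library labelled atherosclerotic Nrf2 Cdh5tKO against the atherosclerotic Nrf2 flox/flox library. Only 1 UMI of the Nrf2 flox/flox library stands behind this ratio. Nfe2l2 was not lower in endothelial-like cells under the Nrf2 Cdh5tKO label, though these counts do not read the loss of exon 5.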

Its altered expression, together with other chemokine and chemokine receptors such as *Ccl7, Ccr2, Cd97, Rgs1* and *S100a8*, may play a role in leukocyte chemotaxis and migration.

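In the comparison of the library labelled atherosclerotic Nrf2 Cdh5tKO to the atherosclerotic Nrf2 flox/flox library, Ccl7 (ENSMUSG00000035373, chromosome 11 of GRCm38 from 82045712 to 82047525) had 1469 against 423 UMIs, a log2 ratio of 0.15 (0.00 to 0.31), an interval that holds 0. Ccr2 had 176 against 43 UMIs, a log2 ratio of 0.39 (-0.10 to 0.91), an interval that holds 0. The deposited counts list Cd97 under the symbol Adgre5. Adgre5 (ENSMUSG00000002885, chromosome 8 of GRCm38 from 83723251 to 83741326) had 137 against 57 UMIs, a log2 ratio of -0.38 (-0.83 to 0.09), an interval that holds 0. Rgs1 (ENSMUSG00000026358, chromosome 1 of GRCm38 from 144242296 to 144249242) had 142 against 35 UMIs, a log2 ratio of 0.38 (-0.16 to 0.95), an interval that holds 0. Nfe2l2 was not reduced in the endothelial-like cells of the library labelled Nrf2 Cdh5tKO.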

**Table 3:** DEGs in normocholesterolemic Nrf2^Cdh5tKO^ Lyve1+ resident macrophages (normocholesterolemic Nrf2^Cdh5tKO^ *vs*. normocholesterolemic Nrf2^flox/flox)^.

Upregulated		
Gene	p-value	avg_log2FC
***Mucl1***	4,80E-52	0,456824
***Rsad2***	1,47E-09	0,452826
***Myl4***	1,77E-07	0,444174
***Oasl1***	5,31E-06	0,41565
***H2-Eb1***	0,010924	0,387727
***Cd36***	0,00958	0,38566
***Sdc3***	0,019887	0,343128
***Ccr2***	7,64E-18	0,341965
***Cd209f***	4,75E-07	0,336083
***Cd209g***	7,93E-14	0,319793
***H2-DMb1***	0,001735	0,312869
***Cryab***	1,02E-07	0,312213
***Arhgdib***	0,029654	0,281278
***Slc15a3***	0,038431	0,278945
***Gm21188***	7,36E-07	0,260851
Downregulated		
Gene	p-value	avg_log2FC
***S100a4***	0,000526	-0,63943
***Retnla***	0,000711	-0,3919
***Id2***	0,037052	-0,38605
***Atf3***	0,014253	-0,37579
***Apoe***	0,00021	-0,30321
***Ctla2a***	2,93E-35	-0,29131
***Il1b***	0,013429	-0,2505

Among DEGs in atherosclerotic Nrf2^Cdh5tKO^ Lyve1+ resident aortic macrophages (**Table 2**), we also identified genes involved in different aspects of cell death regulation. 

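Slc40a1 (ENSMUSG00000025993, chromosome 1 of GRCm38 from 45908068 to 45926523) had 15 against 23 UMIs, a log2 ratio of -2.26 (-3.30 to -1.26), in Lyve1+ resident macrophage-like cells of the library labelled atherosclerotic Nrf2 Cdh5tKO against the atherosclerotic Nrf2 flox/flox library. In the endothelial-like cells labelled Nrf2 Cdh5tKO, Nfe2l2 was higher, not lower.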

*Slc40a1*, whose expression may be indirectly regulated by Nrf2 (18), encodes ferroportin and has been implicated in the regulation of iron homeostasis and ferroptotic cell death (44). In addition, we detected the upregulation of *Pbxip1* gene which has been shown to promote apoptosis by inhibiting anti-apoptotic Bcl-2 family members, while on the other hand, the anti-apoptotic *Bcl2a1b* gene was upregulated. 

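For the same pair of libraries, Pbxip1 (ENSMUSG00000042613, chromosome 3 of GRCm38 from 89436706 to 89450952) had 27 against 5 UMIs, a log2 ratio of 0.79 (-0.61 to 2.52), an interval that holds 0. Bcl2a1b (ENSMUSG00000089929, chromosome 9 of GRCm38 from 89199209 to 89207827) had 194 against 26 UMIs, a log2 ratio of 1.26 (0.66 to 1.91). The count of Nfe2l2 in endothelial-like cells was not lower under the Nrf2 Cdh5tKO label. Bcl2a1a, Bcl2a1c and Bcl2a1d are paralogs of Bcl2a1b, and the value is uncertain where the authors' counting could split reads between them.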

We also observed changes in *Gadd45g*, involved in promoting cell death in response to DNA damage and other stress signals (45); *Ifi211* that may inhibit cell growth *via* p53/TP53 and RB1-dependent and independent pathways (46); *Tnfaip2* that may regulate cell death in the context- and cell-dependent manner (47, 48).

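Relative to the atherosclerotic Nrf2 flox/flox library, Gadd45g (ENSMUSG00000021453, chromosome 13 of GRCm38 from 51846678 to 51848468) had 63 against 37 UMIs, a log2 ratio of -0.88 (-1.48 to -0.25), in the library labelled atherosclerotic Nrf2 Cdh5tKO. Ifi211 (ENSMUSG00000026536, chromosome 1 of GRCm38 from 173896345 to 173913046) had 111 against 52 UMIs, a log2 ratio of -0.55 (-1.04 to -0.05). Tnfaip2 (ENSMUSG00000021281, chromosome 12 of GRCm38 from 111442469 to 111455018) had 12 against 41 UMIs, a log2 ratio of -3.42 (-4.48 to -2.46). Endothelial-like cells labelled Nrf2 Cdh5tKO had more Nfe2l2, not less. For Ifi211 the sign was reversed, to 0.01 with no Harmony correction.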

#### Proinflammatory macrophages

Proinflammatory macrophages are the subtype of immune cells mostly derived from monocytes infiltrating the tissues in response to different environmental stimuli. In our scRNAseq analysis, proinflammatory macrophages were the second most abundant cell population within aortic wall, characterized by *Cxcl1, Nlrp3, Sdc4, Cxcl16, Ccl3* marker genes (**Figures 3E**, **6A**). 

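Over the 1716 mononuclear phagocytes of the 4 libraries, 228 or 13.3% (11.7 to 15.0) were proinflammatory macrophage-like, the second largest named sub-population. The next, cavity macrophage-like cells, numbered 204 or 11.9% (10.4 to 13.5), and the intervals overlap. Taken by library, proinflammatory macrophage-like cells were in the second place in the library labelled normocholesterolemic Nrf2 Cdh5tKO and in the library labelled atherosclerotic Nrf2 Cdh5tKO. In the normocholesterolemic Nrf2 flox/flox library cavity macrophage-like cells were in that place, with 16.5% (14.1 to 19.2), and in the atherosclerotic Nrf2 flox/flox library monocyte-like cells. The same order by library was found in the clustering without marker genes. The markers that define the class are not reported as results.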

The atherogenic conditions led to the downregulation of 29 and upregulation of 38 genes (**Table 4**) in proinflammatory macrophages of Nrf2^flox/flox^ mice when compared to the normocholesterolemic Nrf2^flox/flox^ controls. 

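Proinflammatory macrophage-like cells of the atherosclerotic Nrf2 flox/flox library numbered 9, with 92552 UMIs, against 109 with 1122101 UMIs in the normocholesterolemic Nrf2 flox/flox library. Of the 37 genes listed as upregulated and compared, 10 were higher in these counts, 2 of them with an interval beyond 0, and 6 went the other way, 1 of them beyond 0. Another 21 had too few UMIs for a ratio. Of the 29 genes listed as downregulated and compared, 19 were lower in these counts, 7 of them with an interval beyond 0 and 2 as a lower bound, and 5 went the other way, 1 of them beyond 0. Another 5 had too few UMIs for a ratio. With so few cells on the atherosclerotic side, many listed genes could not be compared. Over the alternatives, the 29 genes that went the listed way became at most 43, with the doublets called by Scrublet removed. Among genes with at least 50 UMIs over both libraries, the 5 with the largest log2 ratios were Ccl8 (3.44), Gm26778 (3.38), Gm42418 (2.62), Jun (2.53) and Chka (2.42). The 5 with the smallest were Anxa2 (-3.79), Retnla (-3.55), Lyz1 (-3.38), Mt2 (at least 9.93-fold lower, 0 against 361 UMIs) and Sgms1 (-3.21). Much of some genes came from 1 cell of the atherosclerotic Nrf2 flox/flox library each, namely 105 of the 192 UMIs of Jun and 17 of the 22 UMIs of Chka. Anxa2 changed direction under another setting, with a ratio of 0.46 with no Harmony correction and 0.21 with the cluster of very few UMIs kept. The direction of Retnla depended on the setting, with a ratio of 0.32 with no Harmony correction and 0.10 at the lower clustering resolution. Without the correction the normocholesterolemic Nrf2 flox/flox library had only 7 of these cells.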

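Ratios are of proinflammatory macrophage-like cells of the atherosclerotic Nrf2 flox/flox library to those of the normocholesterolemic Nrf2 flox/flox library. Ccl6 (ENSMUSG00000018927, chromosome 11 of GRCm38 from 83587882 to 83593087) had 23 against 727 UMIs, a log2 ratio of -1.38 (-2.05 to -0.79). Il1b had 96 against 1007 UMIs, a log2 ratio of 0.21 (-0.11 to 0.51), an interval that holds 0. For Cxcl10, Cd4, Tnfsf13b and Lyn, the UMIs were 2 against 18, 1 against 10, 1 against 18 and 26 against 284 and the log2 ratios 0.43 (-2.72 to 2.49), 0.28 (-5.16 to 3.09), -0.57 (-5.95 to 2.09) and 0.15 (-0.49 to 0.73). With 4 against 24, 3 against 29 and 10 against 89 UMIs, Il21r, Il2rg and Ccr2 had log2 ratios of 1.01 (-0.97 to 2.56), 0.33 (-2.03 to 2.02) and 0.45 (-0.66 to 1.39). Cxcl9, Cxcl12 and Lck had 0 against 9, 0 against 23 and 0 against 1 UMIs, which at this depth give no ratio. In the normocholesterolemic Nrf2 flox/flox library, 1 cell held all 9 UMIs of Cxcl9. 59 of the 96 UMIs of Il1b came from 1 cell of the atherosclerotic Nrf2 flox/flox library. Ccl6 went the other way, at 0.02 with no Harmony correction, against 7 cells of the normocholesterolemic Nrf2 flox/flox library.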

Among the KEGG enriched pathways (**Figure 6B**), we identified cytokine-cytokine receptor interaction (*Cxcl10, Cxcl9, Cd4, Cxcl12, Ccl6, Il1b, Il21r, Il2rg, Tnfsf13b, Ccr2*), chemokine signaling pathway (*Lyn, Cxcl10, Hck, Itk, Cxcl9, Cxcl12, Ccl6, Ccr2*), viral protein interaction with cytokine and cytokine receptor (*Cxcl10, Cxcl9, Cxcl12, Ccl6, Il2rg, Ccr2*), NF-kappa B signaling pathway (*Lyn, Cxcl12, Lck, Il1b, Tnfsf13b*). Here, similarly to Lyve1+ resident macrophages, the proatherogenic conditions altered mainly the expression of genes involved in immune responses and proinflammatory cell phenotype.

**Figure 6:**
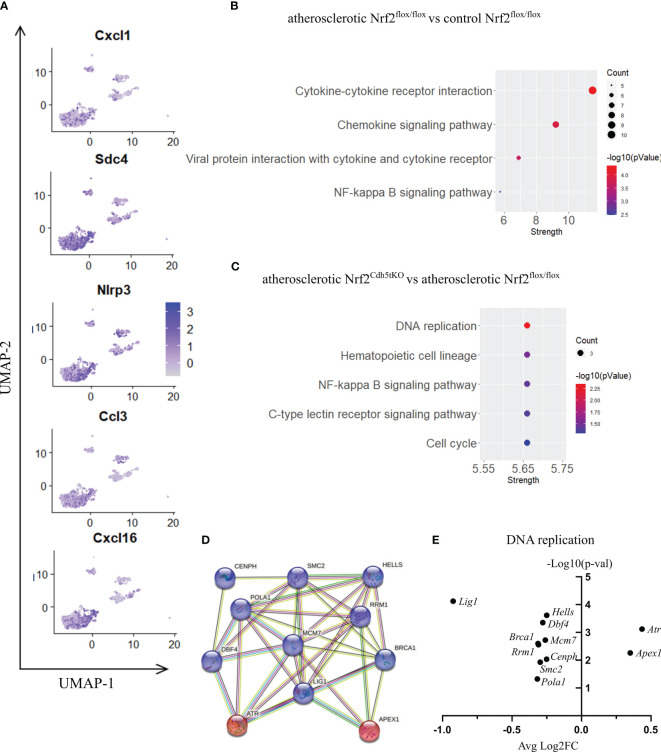
The analysis of transcriptomic changes in proinflammatory macrophages. **(A)** Expression of marker genes identified for proinflammatory macrophages projected onto the UMAP plot. **(B)** KEGG pathway enrichment analysis of upregulated and downregulated genes for atherosclerotic Nrf2^flox/flox^ *vs*. control Nrf2^flox/flox^ and **(C)** atherosclerotic Nrf2^Cdh5tKO^ *vs*. atherosclerotic Nrf2^flox/flox^ proinflammatory macrophages. The x-axis represents the strength (Log10(observed/expected)) of enriched pathways, whereas the color denotes –log10(pValue) and dot size corresponds to gene count in each pathway. **(D)** STRING interaction network - graphical representation of DNA replication and repair genes cluster. The upregulated genes are presented in red color, the downregulated in blue. **(E)** Volcano plot of the top differentially expressed DNA replication and repair genes in atherosclerotic Nrf2^Cdh5tKO^ *vs*. atherosclerotic Nrf2^flox/flox^ proinflammatory macrophages.

**Table 4:** DEGs in proinflammatory macrophages (atherosclerotic Nrf2^flox/flox^ *vs*. normocholesterolemic Nrf2^flox/flox)^.

Upregulated		
Gene	p-value	avg_log2FC
***Trbc1***	2,15E-17	1,504752
***H2-M2***	7,87E-14	1,376942
***Il1b***	0,000461	1,193289
***Glipr1***	0,002198	1,0943
***Ms4a7***	0,002158	0,758854
***Tmsb4x***	0,001944	0,746055
***Tyrobp***	3,16E-05	0,663754
***Dusp2***	0,004814	0,653287
***Mylk***	2,71E-05	0,625095
***Hist1h1c***	3,07E-06	0,529187
***Cd24a***	4,03E-32	0,463632
***Dpep2***	0,000217	0,428303
***Tcf7***	1,22E-09	0,39592
***Dusp10***	7,23E-08	0,392107
***Zcwpw1***	0,003704	0,385932
***Clec4d***	7,19E-05	0,381738
***Tnfsf13b***	0,000751	0,368559
***Plk4***	1,29E-16	0,366538
***Rag1***	3,48E-12	0,362176
***Hist1h4d***	0,000195	0,355199
***Jph2***	0,001703	0,348627
***Klra2***	1,12E-05	0,338862
***Brip1***	2,60E-12	0,335571
***Trbc2***	3,43E-05	0,31769
***Cd4***	1,36E-09	0,316175
***Lck***	2,24E-07	0,308246
***Areg***	4,52E-14	0,290733
***Cxcl10***	8,60E-17	0,289706
***Rcan1***	4,46E-07	0,283454
***Itk***	9,96E-18	0,278292
***Clspn***	3,65E-11	0,277299
***Ezh2***	2,23E-09	0,272555
***Slc7a11***	8,49E-06	0,272049
***Dbf4***	1,84E-12	0,262024
***3830403N18Rik***	0,003334	0,256676
***Gimap6***	0,000261	0,250604
***Smc2***	1,58E-11	0,250261
***Pclaf***	5,46E-20	0,250237
Downregulated		
Gene	p-value	avg_log2FC
***Ccl6***	0,003904	-1,37766
***Lyz1***	0,040356	-1,12272
***Mgl2***	0,005566	-1,0127
***Pltp***	0,007962	-0,9206
***Frmd4b***	0,001727	-0,79907
***Cbr2***	0,019255	-0,76134
***Clec10a***	2,96E-06	-0,73313
***Mt1***	0,028923	-0,71533
***Lyn***	0,028313	-0,59088
***Cxcl9***	7,68E-13	-0,56984
***Ciita***	1,60E-05	-0,51057
***Tppp3***	0,008265	-0,49995
***Slamf8***	0,025101	-0,48998
***Cd53***	0,038255	-0,38001
***Hmgn5***	0,003166	-0,37605
***Dcn***	0,037169	-0,35097
***Cxcl12***	0,03321	-0,34359
***Apex1***	0,02609	-0,33454
***Ptgis***	0,000182	-0,32926
***Lrmp***	0,011707	-0,32879
***Ifi209***	0,003534	-0,32394
***Pla2g2d***	0,000148	-0,30379
***Cav2***	0,00013	-0,29992
***Dqx1***	7,97E-35	-0,29513
***Rnasel***	0,012607	-0,29187
***Tsc22d1***	0,032091	-0,28398
***Gpr34***	0,024385	-0,27839
***Myh11***	0,04207	-0,27628
***Gpr183***	0,013806	-0,27444

Nrf2 deficiency additionally modified the transcriptome of these cells. The scRNAseq analysis revealed that 38 genes were downregulated and 15 genes were upregulated in proinflammatory macrophages of atherosclerotic Nrf2^Cdh5tKO^ in comparison to atherosclerotic Nrf2^flox/flox^ (**Table 5**). 

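The pair compared was 44 proinflammatory macrophage-like cells with 401330 UMIs of the library labelled atherosclerotic Nrf2 Cdh5tKO and 9 cells with 92552 UMIs of the atherosclerotic Nrf2 flox/flox library. Under the Nrf2 Cdh5tKO label, endothelial-like cells had the higher level of Nfe2l2. Of the 15 genes listed as upregulated and compared, 7 were higher in these counts, 0 of them with an interval beyond 0 and 1 as a lower bound, and 4 went the other way, 0 of them beyond 0. Another 4 had too few UMIs for a ratio. Of the 38 genes listed as downregulated and compared, 12 were lower in these counts, 4 of them with an interval beyond 0 and 3 as a lower bound, and 3 went the other way, 1 of them beyond 0. Another 23 had too few UMIs for a ratio. The total of 19 genes that went the listed way ranged from 7 to 33 over the alternatives, with the largest move with no Harmony correction. By size alone, with at least 50 UMIs over both libraries, Lamtor1 (2.50), Cxcl10 (2.47), Icam1 (2.44), Ccr1 (2.32) and Cd9 (2.13) had the 5 largest log2 ratios. At the other end were Rrad (-2.22), S100a4, Vcam1 (-1.89), AY036118 (-1.89) and Gm26778 (-1.79). Of the atherosclerotic Nrf2 flox/flox library, 1 cell held 17 of the 28 UMIs of Rrad.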

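In proinflammatory macrophage-like cells of the library labelled atherosclerotic Nrf2 Cdh5tKO, against the atherosclerotic Nrf2 flox/flox library, Pola1 (ENSMUSG00000006678, chromosome X of GRCm38 from 93304767 to 93632155) had 5 against 2 UMIs, a log2 ratio of -0.79 (-3.41 to 2.60), an interval that holds 0. Lig1, Il7r and Cd34 had 5 against 0, 0 against 0 and 2 against 3 UMIs, which at this depth give no ratio. Cd209f (ENSMUSG00000051906, chromosome 8 of GRCm38 from 4102787 to 4105835) had 24 against 5 UMIs, a log2 ratio of 0.15 (-1.27 to 1.89), an interval that holds 0. Nfe2l2 was not lower in endothelial-like cells under the Nrf2 Cdh5tKO label, though these counts do not read the loss of exon 5. In the library labelled atherosclerotic Nrf2 Cdh5tKO, 1 cell held 17 of the 24 UMIs of Cd209f.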

The KEGG pathway analysis (**Figure 6C**) revealed that the majority of DEGs were associated with DNA replication (*Pola1, Lig1, Mcm7*), hematopoietic cell lineage (*Cd14, Il7r, Cd34*), NF-kappa B signaling pathway (*Lyn, Lck, Cd14*), C-type lectin receptor signaling pathway (*Clec4d, Cd209f, Clec4e*) and cell cycle (*Dbf4, Mcm7, Atr*). Interestingly, comparison of normocholesterolemic Nrf2^Cdh5tKO^ *vs*. normocholesterolemic Nrf2^flox/flox^ mice revealed that the top upregulated gene in proinflammatory macrophages was *Il1b* (**Table 6**). This, together with other DEGs involved in cytokine-cytokine receptor interaction, antigen processing and presentation, cell adhesion molecules, or toll-like receptor pathway, may suggest a more inflammatory phenotype of this Nrf2-deficient macrophage subtype already in steady state conditions.

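Of normocholesterolemic aortas, the library labelled Nrf2 Cdh5tKO gave 66 proinflammatory macrophage-like cells with 651144 UMIs and the normocholesterolemic Nrf2 flox/flox library 109 cells with 1122101 UMIs. Il1b (ENSMUSG00000027398, chromosome 2 of GRCm38 from 129364570 to 129371139) had 966 against 1007 UMIs, a log2 ratio of 0.73 (0.60 to 0.85). Nfe2l2 was not reduced in the endothelial-like cells of the library labelled Nrf2 Cdh5tKO. For Il1b the sign was reversed, to -0.94 with no Harmony correction, where the normocholesterolemic Nrf2 flox/flox library had only 7 of these cells. Of the 22 genes listed as upregulated and compared, 16 were higher in these counts, 10 of them with an interval beyond 0, and 6 went the other way, 3 of them beyond 0. Of the 17 genes listed as downregulated and compared, 13 were lower in these counts, 11 of them with an interval beyond 0 and 1 as a lower bound, and 3 went the other way, 1 of them beyond 0. Another 1 had too few UMIs for a ratio. A gene that defines the sub-population was left out. With 29 genes going the listed way, the largest move among the alternatives was to 16, with no Harmony correction and the same 7 cells.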

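The 5 largest log2 ratios among genes with at least 50 UMIs over both libraries were those of Nppa (at least 203-fold higher, 354 against 0 UMIs), Vsig4 (3.23), Cxcl10 (3.15), Ccdc152 (2.81) and Gm42418 (2.63), and the 5 smallest those of Retnla (-4.23), Cxcl3 (at least 13.3-fold lower, 0 against 69 UMIs), Cd300lb (-3.24), Mir155hg (-3.24) and Clec4d (-3.06). 316 of the 354 UMIs of Nppa came from 1 cell of the library labelled normocholesterolemic Nrf2 Cdh5tKO. As a marker fixed in advance for cardiomyocytes, Nppa may come from outside these macrophages, which was not tested. Of the normocholesterolemic Nrf2 flox/flox library, 1 cell held 6 of the 11 UMIs of Vsig4. The order is that of the library labelled normocholesterolemic Nrf2 Cdh5tKO against the normocholesterolemic Nrf2 flox/flox library. In the endothelial-like cells labelled Nrf2 Cdh5tKO, Nfe2l2 was higher, not lower.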

**Table 5:** DEGs in atherosclerotic Nrf2^Cdh5tKO^ proinflammatory macrophages (atherosclerotic Nrf2^Cdh5tKO^ *vs*. atherosclerotic Nrf2^flox/flox^).

Upregulated		
Gene	p-value	avg_log2FC
***Cd209f***	9,05E-05	1,042335
***Frmd4b***	0,016363	0,828339
***Lyn***	0,02315	0,670389
***Slc6a6***	0,042782	0,476034
***Atr***	0,000761	0,43571
***Mctp1***	0,0184	0,399953
***Arrdc3***	1,52E-06	0,366464
***Apex1***	0,00551	0,350366
***Ifi209***	0,006861	0,342648
***Gm21188***	0,001551	0,313762
***C3***	0,035912	0,297601
***Uap1***	0,016363	0,297434
***Fbxo30***	0,038538	0,276554
***Hmgn5***	0,011867	0,272808
***Il7r***	0,014231	0,256876
Downregulated		
Gene	p-value	avg_log2FC
***Fabp5***	0,010931	-1,9532
***Trbc1***	0,024954	-1,47603
***Mmp12***	0,009443	-1,34337
***Glipr1***	0,005759	-1,07391
***Lig1***	7,56E-05	-0,92399
***S100a4***	0,00527	-0,84746
***Ccr2***	0,032259	-0,70196
***Satb1***	0,002522	-0,67599
***Cd14***	0,02315	-0,64989
***Gpnmb***	0,012874	-0,6213
***Clec4e***	0,002522	-0,61655
***Ccr9***	0,000102	-0,60723
***Ms4a7***	0,016363	-0,60247
***Clec4d***	0,045826	-0,53573
***Tyrobp***	0,012874	-0,44672
***Il1rn***	0,022291	-0,42433
***Dusp10***	0,042782	-0,40252
***Ptprcap***	0,000154	-0,38418
***Cd34***	0,027888	-0,36934
***Cp***	0,042782	-0,35777
***AA467197***	0,003045	-0,353
***Jph2***	0,026877	-0,33817
***Areg***	0,002404	-0,33282
***Pola1***	0,047415	-0,31824
***Brca1***	0,002522	-0,31297
***Rrm1***	0,002773	-0,30989
***Cd247***	0,000194	-0,29907
***Smc2***	0,011867	-0,29682
***Dbf4***	0,000446	-0,2788
***Prrx1***	0,010931	-0,27569
***Lck***	0,004801	-0,27034
***Rmnd5a***	0,041325	-0,26977
***Ctla2a***	0,000145	-0,26973
***Adgre4***	2,33E-06	-0,26094
***Gem***	0,002644	-0,26062
***Mcm7***	0,001888	-0,26053
***Cenph***	0,009222	-0,25088
***Hells***	0,000243	-0,25018

**Table 6:** DEGs in normocholesterolemic Nrf2^Cdh5tKO^ proinflammatory macrophages (normocholesterolemic Nrf2^Cdh5tKO^ *vs*. normocholesterolemic Nrf2^flox/flox)^.

Upregulated		
Gene	p-value	avg_log2FC
***Il1b***	0,027338	0,912593
***Pou2f2***	0,000477	0,515043
***Errfi1***	0,012599	0,397658
***Entpd1***	0,00028	0,394454
***Cd300a***	0,011064	0,360637
***Tmsb4x***	6,67E-07	0,349386
***Cd209f***	7,32E-10	0,347549
***Bmp2***	0,026157	0,341992
***Lst1***	0,007295	0,338405
***Basp1***	0,011608	0,331997
***Tyrobp***	3,07E-05	0,329781
***Cotl1***	0,036986	0,326228
***Pde4b***	0,016117	0,308501
***Zmynd15***	5,06E-06	0,289084
***Runx1***	0,012652	0,282018
***Mctp1***	0,005341	0,279978
***Tgfbi***	0,02097	0,277903
***Myl6***	0,036142	0,272899
***Ccr1***	1,50E-06	0,272622
***Ncf4***	0,002907	0,265326
***Actc1***	1,06E-07	0,264654
***Ranbp1***	0,042688	0,256888
Downregulated		
Gene	p-value	avg_log2FC
***Retnla***	0,048006	-2,55668
***Gdf15***	0,001614	-0,78194
***S100a4***	0,035294	-0,74965
***Lyz1***	1,64E-05	-0,68443
***Mgl2***	2,43E-05	-0,58338
***Cxcl9***	4,65E-42	-0,54531
***Vcam1***	0,000307	-0,53983
***Ccl3***	0,044231	-0,52939
***Pepd***	2,60E-05	-0,46906
***H2-Ab1***	0,007047	-0,4344
***H2-Aa***	0,04455	-0,36261
***H2-Eb1***	0,027323	-0,32848
***Cd74***	0,00508	-0,31822
***Clec10a***	0,006858	-0,31712
***Dqx1***	1,71E-39	-0,30632
***Plbd1***	0,021344	-0,28927
***Lcp2***	0,00315	-0,25308
***Pcna***	0,000764	-0,25137

Moreover, in atherogenic conditions, several DEGs in proinflammatory macrophages of Nrf2^Cdh5tKO^ *vs*. Nrf2^flox/flox^ mice (**Table 5**) were identified as hub genes associated with DNA replication and maintenance (downregulation of *Brca1, Smc2, Cenph, Lig1, Mcm7, Rrm1, Dbf4, Pola1, Hells* and upregulation of *Atr, Apex1*, **Figures 6D, E**). 

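The 9 genes of DNA replication and maintenance that the study reports as downregulated had 42 UMIs in proinflammatory macrophage-like cells of the library labelled atherosclerotic Nrf2 Cdh5tKO and 5 in the atherosclerotic Nrf2 flox/flox library. The count of Nfe2l2 in endothelial-like cells was not lower under the Nrf2 Cdh5tKO label. Their median log2 ratio was 2.13 (counting interval 0.90 to 3.14), at percentile 87.7 of random lists, and 0.39 over the 2 genes above the floor with zero-count genes at their bound. With 2 genes above the floor, the UMIs were too few for a direction. As with the interferon-stimulated genes, the study picked the list on these samples. The alternative that moved the median most was a mitochondrial limit of 10%, with -2.88. It was negative under 5 of the 15 alternatives and positive under the others. At the higher clustering resolution the median was -1.46, and 1 cell of the atherosclerotic Nrf2 flox/flox library held 40 of its 45 UMIs of the list. Without the 1 cell of each library with most of them, chosen after the data were seen, the median was 1.39. Brca1, Smc2, Cenph, Rrm1 and Hells had 0 against 1, 7 against 0, 0 against 0, 6 against 0 and 0 against 1 UMIs, which at this depth give no ratio. Atr (ENSMUSG00000032409, chromosome 9 of GRCm38 from 95857597 to 95951781) had 38 against 0 UMIs and was at least 2.92-fold higher. Apex1 (ENSMUSG00000035960, chromosome 14 of GRCm38 from 50924968 to 50927139) had 10 against 0 UMIs, which at this depth give no ratio. In the library labelled atherosclerotic Nrf2 Cdh5tKO, 1 cell held 28 of the 38 UMIs of Atr. Without the 1 cell of each library with most UMIs of the gene, Atr had no ratio.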

As the *Atr* and *Apex1* genes are the main sensors of oxidative stress-induced DNA damage, we checked for any other genes associated with increased oxidative stress in Nrf2^Cdh5tKO^ proinflammatory macrophages. Among these, we observed upregulation of *Lyn*, which is involved in response to DNA damage/redox imbalance (49); *Fbxo3*, which is a part of SCF complex and may be involved in DNA damage response (50); *Hmgn5*, which may regulate histone modification, DNA replication, repair, and gene transcription through binding to chromatin regulators (51). 

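For the same cells of the library labelled atherosclerotic Nrf2 Cdh5tKO against the atherosclerotic Nrf2 flox/flox library, Lyn (ENSMUSG00000042228, chromosome 4 of GRCm38 from 3678115 to 3813122) had 141 against 26 UMIs, a log2 ratio of 0.32 (-0.29 to 0.99), an interval that holds 0. Fbxo3 (ENSMUSG00000027180, chromosome 2 of GRCm38 from 104027721 to 104063240) had 6 against 2 UMIs, a log2 ratio of -0.53 (-3.01 to 2.81), an interval that holds 0. Fbxo30, a gene with a similar symbol that the study's table lists, was counted too. Fbxo30 (ENSMUSG00000047648, chromosome 10 of GRCm38 from 11281330 to 11298052) had 15 against 1 UMIs, a log2 ratio of 1.79 (-0.91 to 7.19), an interval that holds 0. Hmgn5 (ENSMUSG00000031245, chromosome X of GRCm38 from 109004534 to 109013404) had 8 against 0 UMIs, which at this depth give no ratio. Endothelial-like cells labelled Nrf2 Cdh5tKO had more Nfe2l2, not less. 6 of the 8 UMIs of Hmgn5 came from 1 cell of the library labelled atherosclerotic Nrf2 Cdh5tKO.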

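Dbf4 (ENSMUSG00000002297, chromosome 5 of GRCm38 from 8396973 to 8422716) had 13 against 1 UMIs, a log2 ratio of 1.58 (-1.15 to 6.99), an interval that holds 0, in proinflammatory macrophage-like cells of the library labelled atherosclerotic Nrf2 Cdh5tKO against the atherosclerotic Nrf2 flox/flox library. Areg, Satb1 and Gem had 5 against 0, 1 against 0 and 3 against 0 UMIs, which at this depth give no ratio. Under the Nrf2 Cdh5tKO label, endothelial-like cells had the higher level of Nfe2l2.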

Among the downregulated DEGs, we found *Dbf4* gene which decreases S-phase checkpoint signaling and maintains DNA replication and cell cycle progression induced by DNA damage (52), DNA damage-induced *Areg* (53), *Satb1* that is involved in DNA repair (54), and *Gem* which regulates chromatin remodeling and DNA replication (51).

Some DEGs were associated with the C-type lectin receptor (CLR) signaling pathway. CLRs are widely expressed by myeloid cells. The expression of macrophage-specific members of CLR family were decreased in Nrf2^Cdh5tKO^ proinflammatory macrophages. Among them, we identified *Clec4e* (macrophage inducible C-type lectin; Mincle) and *Clec4d* (macrophage C-type lectin; MCL). 

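In the library labelled atherosclerotic Nrf2 Cdh5tKO against the atherosclerotic Nrf2 flox/flox library, Clec4e (ENSMUSG00000030142, chromosome 6 of GRCm38 from 123281789 to 123289870) had 0 against 10 UMIs and was at least 14.5-fold lower. Clec4d (ENSMUSG00000030144, chromosome 6 of GRCm38 from 123262111 to 123275265) had 1 against 2 UMIs, which at this depth give no ratio. In counts that do not read the loss of exon 5, Nfe2l2 was not lower in endothelial-like cells under the Nrf2 Cdh5tKO label. Of the atherosclerotic Nrf2 flox/flox library, 1 cell held 9 of the 10 UMIs of Clec4e. Without the 1 cell of each library with most UMIs of the gene, Clec4e had no ratio.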

The first one is activated by dead cells/necrosis and both of them are able to sense damage-associated molecular patterns (55).

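Proinflammatory macrophage-like cells of the library labelled atherosclerotic Nrf2 Cdh5tKO were set against those of the atherosclerotic Nrf2 flox/flox library. No UMI of Lck or Ptprcap was found in either. Tyrobp (ENSMUSG00000030579, chromosome 7 of GRCm38 from 30413760 to 30417585) had 884 against 207 UMIs, a log2 ratio of -0.02 (-0.24 to 0.20), an interval that holds 0. Nfe2l2 was not reduced in the endothelial-like cells of the library labelled Nrf2 Cdh5tKO.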

Within the Src family kinases, *Lck* was downregulated, the level of *Ptprcap*, that stabilizes the association of CD45 with *Lck* (56), was decreased, similarly to *Tyrobp* (*Dap12*) that may be phosphorylated by Src kinases. On the other hand, the other Src family proteins, *Cd14* and *Lyn* were upregulated.

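Cd14 (ENSMUSG00000051439, chromosome 18 of GRCm38 from 36725067 to 36726798) had 1028 against 203 UMIs, a log2 ratio of 0.22 (0.01 to 0.45), in proinflammatory macrophage-like cells of the library labelled atherosclerotic Nrf2 Cdh5tKO against the atherosclerotic Nrf2 flox/flox library. In the endothelial-like cells labelled Nrf2 Cdh5tKO, Nfe2l2 was higher, not lower. Cd14 changed direction under another setting, with a ratio of -0.06 with no Harmony correction.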

#### Monocytes

Monocytes possess the ability to infiltrate the tissues and mature into macrophages. In our scRNAseq analysis they were characterized by high expression of *Plac8, Chil3, Msrb1, Clec4e, Slpi* (**Figures 3E**, **7A**) and were one of the most abundant mononuclear phagocyte subset. 

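Of all mononuclear phagocytes, 178 or 10.4% (8.97 to 11.9) were monocyte-like, the fourth largest named sub-population over the 4 libraries together. Their Slpi, Clec4e and other defining genes are not reported as results.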

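Monocyte-like cells numbered 40 in the atherosclerotic Nrf2 flox/flox library, with 436119 UMIs, and 86 in the normocholesterolemic Nrf2 flox/flox library, with 884229 UMIs. Of the 89 genes listed as upregulated and compared, 74 were higher in these counts, 53 of them with an interval beyond 0 and 1 as a lower bound, and 14 went the other way, 5 of them beyond 0. Another 1 had too few UMIs for a ratio. Of the 54 genes listed as downregulated and compared, 43 were lower in these counts, 23 of them with an interval beyond 0 and 2 as a lower bound, and 11 went the other way, 2 of them beyond 0. 3 genes that define the sub-population were left out. Of the alternatives tried, the largest move of the 117 genes that went the listed way was to 61, with no Harmony correction. Among genes with at least 50 UMIs over both libraries, the 5 with the largest log2 ratios were Inhba, Spp1 (6.07), Gpnmb (4.83), Vegfa (4.60) and Gdf15 (3.22). The 5 with the smallest were S100a9, Clec3b (-2.98), Gm10076 (-2.90), Ccl4 (-2.75) and Ctgf (-2.57). The cell with most UMIs of each gene held 119 of the 133 UMIs of Spp1 and 164 of the 198 UMIs of Gdf15 in the atherosclerotic Nrf2 flox/flox library. The direction of Gpnmb depended on the setting, with a ratio of -0.47 with no Harmony correction. Gdf15 went the other way, at -1.57 with no Harmony correction.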

The monocytes of Nrf2^flox/flox^ mice were strongly affected by the atherogenic conditions what was reflected by the number of DEGs – 146 genes (57 down- and 89 upregulated *vs*. normocholesterolemic Nrf2^flox/flox^ mice; **Table 7**). The KEGG pathway analysis (**Figure 7B**) revealed that many DEGs were related to inflammatory responses: viral protein interaction with cytokine and cytokine receptor (*Ccr1, Il10, Il6, Ccl7, Ccl5, Ccl2, Il2rg, Cxcl3, Pf4*), cytokine-cytokine receptor interaction (*Ccr1, Il10, Il1r2, Inhba, Cxcl3, Il2rg, Cxcl16, Il6, Ccl7, Ccl5, Ccl2, Il7r, Pf4*), chemokine signaling pathway (*Ccr1, Grk3, Gngt2, Ccl7, Ccl5, Ccl2, Cxcl3, Cxcl16, Pf4*), IL-17 signaling pathway (*Il6, Ccl7, Ccl2, Cxcl3, S100a9, S100a8*), complement and coagulation cascades (*C1qb, C4b, C1qa, Serpinb2, C3ar1, C1qc*), genes associated with TNF signaling pathway (*Il6, Ccl5, Ccl2, Cxcl3, Creb5*).

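Each ratio is of the atherosclerotic Nrf2 flox/flox library to the normocholesterolemic Nrf2 flox/flox library. S100a9 (ENSMUSG00000056071, chromosome 3 of GRCm38 from 90692632 to 90695721) had 5 against 100 UMIs, a log2 ratio of -3.30 (-4.96 to -2.03). S100a8 (ENSMUSG00000056054, chromosome 3 of GRCm38 from 90668978 to 90670035) had 16 against 124 UMIs, a log2 ratio of -1.93 (-2.79 to -1.18). Il6, Ccl7, Ccl2 and Cxcl3 had log2 ratios of 1.24 (0.69 to 1.79), 2.38 (1.93 to 2.85), 1.57 (1.34 to 1.79) and 2.95 (2.30 to 3.64), from 63 against 54, 144 against 56, 400 against 274 and 95 against 25 UMIs. For Inhba and C4b, the UMIs were 72 against 2 and 49 against 17 and the log2 ratios 6.19 (4.28 to 9.26) and 2.55 (1.73 to 3.44). 66 of the 100 UMIs of S100a9, 29 of the 56 UMIs of Ccl7 and 15 of the 25 UMIs of Cxcl3 came, gene by gene, from the 1 cell of the normocholesterolemic Nrf2 flox/flox library with most of them. For each of these genes, the top cell of the atherosclerotic Nrf2 flox/flox library held 86 of the 144 UMIs of Ccl7, 91 of the 95 UMIs of Cxcl3, 62 of the 72 UMIs of Inhba and 47 of the 49 UMIs of C4b. For S100a9 the sign was reversed, to 3.82 with no Harmony correction, 3.27 with a mitochondrial limit of 10% and 3.18 with the marker genes left out of the clustering. S100a8 changed direction under another setting, with a ratio of 2.92 with no Harmony correction, 2.45 with a mitochondrial limit of 10% and 2.31 with the marker genes left out of the clustering. The direction of Ccl7 depended on the setting, with a ratio of -2.28 with no Harmony correction. Ccl2 went the other way, at -0.61 with no Harmony correction. For Cxcl3 the sign was reversed, to -1.11 with no Harmony correction, -0.27 without the 1 cell of each library with most UMIs of the gene and -1.32 without cells with a UMI of T cell genes. C4b changed direction under another setting, with a ratio of -1.44 with a mitochondrial limit of 10%, -1.39 without the 1 cell of each library with most UMIs of the gene and -1.67 with the marker genes left out of the clustering. Of the other named genes, Il2rg, Pf4, Il1r2, Cxcl16, Il7r, Grk3, Serpinb2, C3ar1 and Creb5 were higher, with log2 ratios from 0.11 to 5.27. Ccr1, Ccl5, Gngt2, C1qb, C1qa and C1qc were lower, from -4.30 to -0.01, and Il10, with 0 against 29 UMIs, was at least 4.77-fold lower. In the atherosclerotic Nrf2 flox/flox library, over 50% of the UMIs of Pf4, Il1r2, Il7r, C1qb, C1qa, Serpinb2 and C1qc came from the cell with most of that gene. The direction of Pf4, Il1r2, Cxcl16, C1qb, C1qa, Serpinb2 and C3ar1 was reversed under at least 1 alternative.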

**Figure 7:**
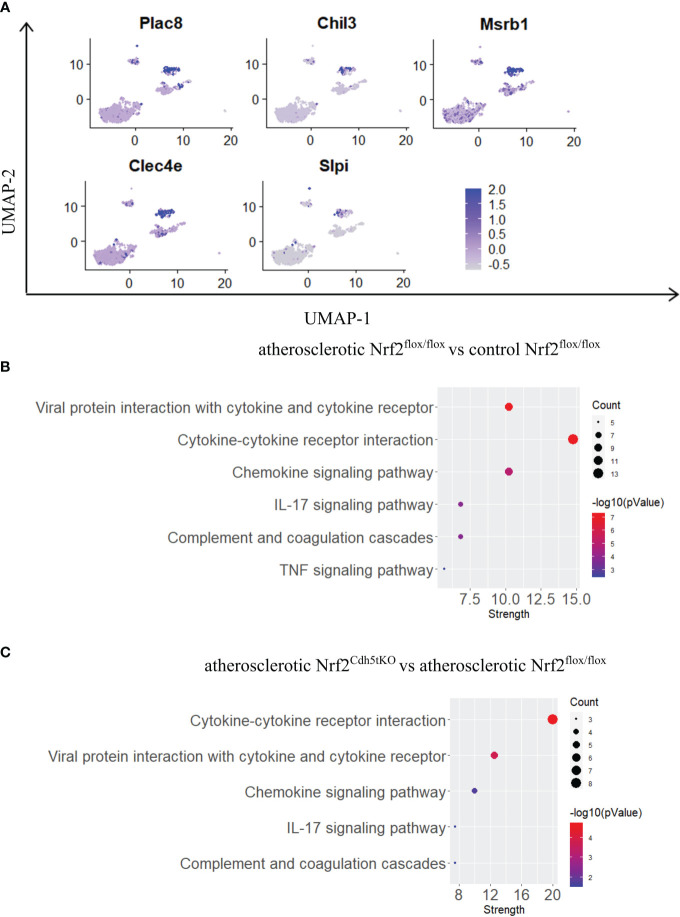
The analysis of transcriptomic changes in monocytes. **(A)** Expression of marker genes identified for monocytes projected onto the UMAP plot. **(B)** KEGG pathway enrichment analysis of upregulated and downregulated genes for atherosclerotic Nrf2^flox/flox^ *vs*. control Nrf2^flox/flox^ and **(C)** atherosclerotic Nrf2^Cdh5tKO^ *vs*. atherosclerotic Nrf2^flox/flox^ monocytes. The x-axis represents the strength (Log10(observed/expected)) of enriched pathways, whereas the color denotes –log10(pValue) and dot size corresponds to gene count in each pathway.

**Table 7:** DEGs in monocytes (atherosclerotic Nrf2^flox/flox^ *vs*. normocholesterolemic Nrf2^flox/flox)^.

Upregulated		
Gene	p-value	avg_log2FC
***S100a9***	4,22E-05	2,244782
***Basp1***	2,38E-10	1,60785
***Retnlg***	9,22E-21	1,577205
***S100a8***	0,004065	1,510919
***Ccl2***	0,000946	1,498106
***Ccl7***	2,41E-09	1,288358
***Spp1***	0,036512	1,215382
***Il1r2***	4,72E-11	1,140975
***Inhba***	1,46E-25	1,117781
***Vegfa***	0,00013	1,082856
***Cxcl3***	3,60E-20	1,080253
***Prg4***	2,20E-25	1,078775
***Rgs1***	0,000105	1,061712
***C5ar1***	0,015234	1,044396
***Cstb***	0,035832	1,023867
***Lilr4b***	0,000666	0,877581
***Sdc4***	3,79E-21	0,873767
***Pf4***	1,58E-07	0,86228
***Lgmn***	0,046372	0,836777
***Mxd1***	1,34E-07	0,829167
***Id2***	0,000335	0,779114
***Dab2***	1,11E-17	0,728129
***Il1b***	0,018683	0,709909
***Clec4d***	0,044953	0,702688
***Ptafr***	0,006671	0,679941
***C3ar1***	7,69E-20	0,654895
***Entpd1***	0,001438	0,645294
***C1qb***	6,42E-10	0,625359
***Marcksl1***	0,042589	0,599681
***Ecm1***	2,83E-05	0,565733
***Runx3***	0,005149	0,558581
***Ms4a7***	1,75E-10	0,555418
***Eps8***	6,21E-05	0,555199
***Nlrp3***	0,040919	0,552225
***Fabp4***	0,047085	0,532537
***Rab11fip1***	0,00121	0,516488
***Rab20***	0,000329	0,45967
***Capg***	0,010068	0,4592
***Plin2***	0,030932	0,443532
***Cxcl16***	0,000537	0,442237
***Slc7a11***	0,048725	0,4358
***Ptgs2***	0,047623	0,435474
***Olr1***	0,002084	0,432372
***Clec4n***	2,21E-06	0,428953
***Dok2***	3,26E-13	0,425217
***Fcgr3***	0,021193	0,422065
***C1qc***	2,77E-16	0,41703
***Adam8***	0,02293	0,404946
***Cd93***	0,024288	0,398992
***Furin***	0,000996	0,395016
***Il6***	4,87E-06	0,391441
***Gpr65***	0,005499	0,38869
***C1qa***	3,74E-08	0,386056
***Pdpn***	8,19E-27	0,382998
***Serpinb2***	0,00494	0,367
***Acod1***	4,72E-16	0,366281
***Odc1***	0,006713	0,363343
***Rab7b***	7,32E-13	0,352893
***Hspa1a***	0,028078	0,352667
***Ankrd33b***	6,81E-17	0,350538
***Trf***	0,000773	0,349309
***Creb5***	1,56E-18	0,343503
***Fam46c***	0,001612	0,34167
***Il7r***	1,80E-09	0,340033
***Ass1***	5,99E-06	0,337812
***Efhd2***	0,036588	0,33655
***Clec5a***	6,12E-16	0,336504
***Rgcc***	0,013707	0,327872
***Ccr1***	4,96E-05	0,324188
***Maf***	0,000167	0,321496
***Ran***	0,015117	0,317006
***C4b***	6,74E-16	0,314411
***Tmem37***	1,78E-21	0,314265
***Nrp2***	2,18E-18	0,311033
***Plekho1***	0,007307	0,307844
***Arg2***	2,74E-08	0,303814
***Glrx***	3,35E-06	0,302841
***Bcl2a1b***	0,012414	0,299724
***Fcgr1***	0,000566	0,299692
***Lacc1***	3,32E-09	0,275824
***Cenpa***	8,29E-14	0,274966
***Cysltr1***	2,91E-14	0,273945
***Tsc22d1***	4,82E-07	0,26936
***Ifit3***	2,14E-07	0,267745
***Bcl2a1d***	0,027019	0,26495
***Mrc1***	1,16E-19	0,264818
***Stab1***	7,27E-19	0,256998
***Cmah***	6,67E-09	0,254944
***Cd86***	0,007618	0,25333
Downregulated		
Gene	p-value	avg_log2FC
***Hes1***	5,73E-08	-1,18421
***Gngt2***	0,00481	-1,02475
***Pou2f2***	0,000119	-0,73768
***Itgal***	0,010299	-0,71632
***Fam107b***	0,000992	-0,62345
***Plac8***	0,009667	-0,59459
***H2-Eb1***	0,010857	-0,58955
***Adgre5***	0,003784	-0,5846
***Spn***	0,02998	-0,58211
***Samhd1***	0,001794	-0,58062
***Il2rg***	0,002521	-0,57655
***Napsa***	0,002012	-0,57128
***Gm9733***	0,00556	-0,56823
***Samsn1***	0,011576	-0,55471
***Ly6i***	1,49E-08	-0,53254
***Ikzf1***	0,000899	-0,50793
***Ceacam1***	0,00772	-0,50464
***Nabp1***	0,000779	-0,49656
***Gsr***	0,00512	-0,49127
***Ptprc***	0,02186	-0,47549
***Coro1a***	0,000812	-0,46232
***C3***	0,01185	-0,43997
***Nfam1***	0,006526	-0,43844
***Stk10***	0,013361	-0,43065
***Ppp1r12a***	0,014837	-0,43023
***Ets1***	6,73E-06	-0,42168
***Grk3***	0,000688	-0,40919
***Bin2***	0,006256	-0,40871
***Ifitm6***	0,036091	-0,40527
***Ear2***	0,001697	-0,3956
***Fgr***	0,036856	-0,38661
***Adgre4***	0,001166	-0,3842
***Cytip***	0,009957	-0,38144
***Tppp3***	0,004165	-0,37381
***Il10ra***	0,017348	-0,37184
***Spi1***	0,039732	-0,3638
***Saa3***	1,04E-17	-0,3629
***H2-Aa***	0,006533	-0,35594
***Lst1***	0,032867	-0,35426
***Ptpn6***	0,038215	-0,35237
***Gm19951***	3,45E-08	-0,35106
***Cbfa2t3***	0,000225	-0,34962
***Ccl5***	1,84E-13	-0,32136
***H2-Ab1***	0,025519	-0,32122
***Limd2***	0,025979	-0,31346
***Il10***	1,04E-17	-0,30918
***Msrb1***	0,032869	-0,30777
***Itgb7***	0,0182	-0,30705
***Adssl1***	0,033508	-0,30264
***Mfap5***	0,013216	-0,29002
***Icam2***	1,22E-05	-0,28042
***Trbc2***	2,74E-11	-0,27078
***Igfbp5***	2,61E-06	-0,2638
***Tyrobp***	0,001737	-0,26266
***Ptpn22***	1,85E-05	-0,26183
***Cd300e***	4,41E-09	-0,25778
***Slpi***	0,002152	-0,25694

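From the library labelled atherosclerotic Nrf2 Cdh5tKO came 32 monocyte-like cells with 291911 UMIs, and from the atherosclerotic Nrf2 flox/flox library 40 with 436119 UMIs. The count of Nfe2l2 in endothelial-like cells was not lower under the Nrf2 Cdh5tKO label. Of the 23 genes listed as upregulated and compared, 17 were higher in these counts, 7 of them with an interval beyond 0 and 4 as a lower bound, and 2 went the other way, 0 of them beyond 0. Another 4 had too few UMIs for a ratio. A gene that defines the sub-population was left out. Of the 19 genes listed as downregulated and compared, 14 were lower in these counts, 4 of them with an interval beyond 0 and 2 as a lower bound, and 5 went the other way, 1 of them beyond 0. By size alone, with at least 50 UMIs over both libraries, Cxcl13, Ptgis (3.49), Dmkn (3.24), Ccl4 (2.41) and Alox15 (2.26) had the 5 largest log2 ratios. At the other end were Spp1 (-4.48), Inhba (-3.59), Gdf15, Isg15 (-2.25) and Il6. The cell with most UMIs of each gene held 27 of the 45 UMIs of Ptgis, 37 of the 57 UMIs of Dmkn, 189 of the 238 UMIs of Ccl4 and 61 of the 106 UMIs of Alox15 in the library labelled atherosclerotic Nrf2 Cdh5tKO. All 33 UMIs of Alox15, 119 of the 133 UMIs of Spp1 and 62 of the 72 UMIs of Inhba came, gene by gene, from the 1 cell of the atherosclerotic Nrf2 flox/flox library with most of them.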

In monocytes of atherosclerotic Nrf2^Cdh5tKO^ mice, we found 19 downregulated and 24 upregulated genes when compared to atherosclerotic Nrf2^flox/flox^ (**Table 8**). The KEGG pathway analysis (**Figure 7C**) uncovered 5 enriched pathways. Among these, we found cytokine-cytokine receptor interaction (*Ccr1, Il6, Il1rn, Ccl7, Gdf15, Il1r2, Ccl3, Cxcl13*), viral protein interaction with cytokine and cytokine receptor (*Ccr1, Il6, Ccl7, Ccl3, Cxcl13*), chemokine signaling pathway (*Ccr1, Ccl7, Ccl3, Cxcl13)*, IL-17 signaling pathway (*Il6, Ccl7, S100a9*), complement and coagulation cascades (*C4b, Serpinb2, Vsig4*). 

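Between the library labelled atherosclerotic Nrf2 Cdh5tKO and the atherosclerotic Nrf2 flox/flox library, S100a9 had 5 against 5 UMIs, a log2 ratio of 0.58 (-1.54 to 2.70), an interval that holds 0. C4b (ENSMUSG00000073418, chromosome 17 of GRCm38 from 34728380 to 34743882) had 46 against 49 UMIs, a log2 ratio of 0.49 (-0.12 to 1.10), an interval that holds 0. Vsig4 (ENSMUSG00000044206, chromosome X of GRCm38 from 96247203 to 96293438) had 18 against 0 UMIs and was at least 8.96-fold higher. Endothelial-like cells labelled Nrf2 Cdh5tKO had more Nfe2l2, not less. Much of some genes came from 1 cell of the library labelled atherosclerotic Nrf2 Cdh5tKO each, namely 32 of the 46 UMIs of C4b and all 18 UMIs of Vsig4. In the atherosclerotic Nrf2 flox/flox library, 1 cell held 47 of the 49 UMIs of C4b.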

The last pathway was the only one to be enriched when normocholesterolemic Nrf2^Cdh5tKO^ and Nrf2^flox/flox^ mice were compared (**Table 9**).

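In normocholesterolemic aortas, the library labelled Nrf2 Cdh5tKO had 20 monocyte-like cells with 208523 UMIs and the Nrf2 flox/flox library 86 with 884229 UMIs. Under the Nrf2 Cdh5tKO label, endothelial-like cells had the higher level of Nfe2l2. Of the 26 genes listed as upregulated and compared, 22 were higher in these counts, 8 of them with an interval beyond 0, and 4 went the other way, 3 of them beyond 0. Of the 22 genes listed as downregulated and compared, 20 were lower in these counts, 8 of them with an interval beyond 0 and 7 as a lower bound, and 2 went the other way, 0 of them beyond 0. The 5 largest log2 ratios among genes with at least 50 UMIs over both libraries were those of Gm42418 (2.15), Cxcl10 (1.90), Isg15 (1.84), Lars2 (1.82) and 9930111J21Rik2 (1.75), and the 5 smallest those of Cxcl1 (-4.48), G0s2 (-4.22), S100a9 (-3.56), S100a8 (at least 9.75-fold lower, 0 against 124 UMIs) and Alox15 (at least 9.12-fold lower, 0 against 116 UMIs). 19 of the 30 UMIs of Cxcl10 came from 1 cell of the library labelled normocholesterolemic Nrf2 Cdh5tKO. For each of these genes, the top cell of the normocholesterolemic Nrf2 flox/flox library held 23 of the 34 UMIs of Cxcl10, 327 of the 474 UMIs of Cxcl1, 66 of the 100 UMIs of S100a9 and 59 of the 116 UMIs of Alox15.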

**Table 8:** DEGs in atherosclerotic Nrf2^Cdh5tKO^ monocytes (atherosclerotic Nrf2^Cdh5tKO^ *vs*. atherosclerotic Nrf2^flox/flox^).

Upregulated		
Gene	p-value	avg_log2FC
***Mgl2***	0,000151	1,111916
***Cxcl13***	2,33E-09	1,084349
***Slpi***	0,022409	1,072164
***Mmp12***	0,015239	0,59813
***Ifitm6***	0,044762	0,558191
***AA467197***	0,000115	0,49493
***Hbb-bt***	0,000493	0,443647
***Gm12840***	0,011678	0,438294
***Icam2***	0,001169	0,425176
***Ccl7***	0,003695	0,411656
***Il1rn***	0,048982	0,400177
***Ednrb***	2,25E-08	0,392623
***Timp3***	0,00014	0,368488
***Saa3***	0,000654	0,363723
***Ccr1***	0,039922	0,33807
***Vsig4***	6,93E-06	0,33687
***Gm19951***	2,56E-07	0,328188
***Padi4***	0,001794	0,311341
***Fmo2***	0,000111	0,299015
***Lum***	4,69E-07	0,291819
***Socs2***	0,000256	0,269916
***C4b***	7,76E-05	0,261613
***Serpinb2***	0,003269	0,251719
***Trem3***	0,00595	0,250948
Downregulated		
Gene	p-value	avg_log2FC
***S100a9***	9,80E-07	-2,71359
***Il1r2***	0,000157	-1,04943
***Gdf15***	0,00317	-1,04697
***Ccl3***	0,002041	-0,85663
***Il6***	0,00317	-0,55114
***Lair1***	0,019751	-0,46441
***Sdc4***	0,000229	-0,43374
***Olr1***	0,000427	-0,42507
***2010015M23Rik***	7,77E-08	-0,36718
***Fbxo32***	0,00668	-0,35142
***Maf***	0,003927	-0,33295
***Gm14548***	0,00263	-0,32188
***Dab2***	0,003695	-0,26731
***H2-DMa***	0,031563	-0,26226
***Mrc1***	2,10E-06	-0,26101
***Cenpa***	0,018293	-0,25761
***Gm26870***	7,77E-08	-0,25656
***P2ry6***	0,02798	-0,25297
***Basp1***	0,022976	-0,2505

**Table 9:** DEGs in normocholesterolemic Nrf2^Cdh5tKO^ monocytes (normocholesterolemic Nrf2^Cdh5tKO^ *vs*. normocholesterolemic Nrf2^flox/flox)^.

Upregulated		
Gene	p-value	avg_log2FC
***Thbs1***	0,000882	0,698712
***F13a1***	0,008909	0,637967
***Lbr***	0,01143	0,459449
***Clec4d***	0,047093	0,429932
***Slfn2***	0,032847	0,421368
***Evi2a***	0,018258	0,41203
***Gm26778***	0,030337	0,407959
***Mxd1***	0,007663	0,406864
***Gadd45a***	0,001254	0,394997
***Naaa***	0,015887	0,393913
***Sell***	5,54E-05	0,372804
***Dab2***	0,018307	0,353464
***St8sia4***	0,000414	0,347379
***Ifi211***	0,004227	0,344962
***Mx1***	6,52E-06	0,327849
***Nfkbie***	0,014707	0,315773
***Ifit3***	0,048771	0,313544
***Clec4a2***	0,038668	0,30933
***Eps8***	0,006948	0,308254
***Ciita***	1,21E-06	0,303733
***C5ar1***	2,86E-05	0,297725
***Rnasel***	2,27E-05	0,294714
***Pcdh7***	1,70E-13	0,283886
***Lif***	1,66E-16	0,263507
***Tnip3***	0,034321	0,263488
***Sla***	0,04905	0,262487
Downregulated		
Gene	p-value	avg_log2FC
***Hes1***	0,004695	-1,2028
***C1qa***	0,000305	-0,82092
***S100a8***	0,001518	-0,80354
***C1qc***	1,44E-05	-0,78584
***Prg4***	6,03E-06	-0,64874
***S100a9***	0,003547	-0,61631
***Serpinb2***	0,033818	-0,60127
***Rgs1***	9,27E-06	-0,59562
***Icam2***	5,10E-09	-0,5471
***Cd36***	0,041232	-0,54095
***Hmgn5***	2,92E-06	-0,38335
***Ly6i***	0,025161	-0,38235
***Il10***	1,34E-10	-0,36946
***Unc119***	0,049872	-0,35086
***Hilpda***	7,20E-07	-0,3472
***Ccl5***	5,46E-19	-0,33329
***Ranbp1***	0,029044	-0,33061
***Tuba4a***	0,023782	-0,30078
***Acp5***	0,023156	-0,29388
***Saa3***	4,83E-13	-0,29215
***Trbc2***	1,87E-10	-0,28844
***Gm20186***	1,42E-06	-0,26269

The transcriptome of monocytes from atherosclerotic Nrf2^Cdh5tKO^ mice (**Table 8**) was strongly changed in terms of the expression of genes encoding chemokines, cytokines, and their receptors. Besides the genes associated with cytokine-cytokine receptor interaction (downregulated *Il6, Gdf15, Il1r2, Ccl3* and upregulated *Ccr1, Il1rn, Ccl7, Cxcl13*), in atherosclerotic Nrf2^Cdh5tKO^ monocytes we also identified upregulation of *Ednrb*, which is a receptor for endothelin and angiotensin (57). 

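For monocyte-like cells of the library labelled atherosclerotic Nrf2 Cdh5tKO against the atherosclerotic Nrf2 flox/flox library, Ednrb (ENSMUSG00000022122, chromosome 14 of GRCm38 from 103814625 to 103844402) had 32 against 7 UMIs, a log2 ratio of 2.77 (1.57 to 4.20). With 9 against 63, 21 against 198, 3 against 43 and 38 against 75 UMIs, Il6, Gdf15, Il1r2 and Ccl3 had log2 ratios of -2.23 (-3.42 to -1.21), -2.66 (-3.38 to -2.01), -3.26 (-5.60 to -1.62) and -0.40 (-1.00 to 0.18). The cell with most UMIs of each gene held 164 of the 198 UMIs of Gdf15 and 37 of the 43 UMIs of Il1r2 in the atherosclerotic Nrf2 flox/flox library. The direction of Gdf15 depended on the setting, with a ratio of 0.15 with no Harmony correction. Ccr1, Il1rn and Ccl7 had log2 ratios of 0.34 (-0.17 to 0.85), 0.43 (0.01 to 0.85) and 1.30 (0.99 to 1.61), from 62 against 73, 93 against 103 and 237 against 144 UMIs. Cxcl13 had 92 against 0 UMIs and was at least 45.8-fold higher. 86 of the 144 UMIs of Ccl7 came from 1 cell of the atherosclerotic Nrf2 flox/flox library. Of the library labelled atherosclerotic Nrf2 Cdh5tKO, 1 cell held 89 of the 92 UMIs of Cxcl13. No lower count of Nfe2l2 in endothelial-like cells bears out the Nrf2 Cdh5tKO label.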

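In monocyte-like cells of the library labelled atherosclerotic Nrf2 Cdh5tKO against the atherosclerotic Nrf2 flox/flox library, Serpinb2 had 143 against 237 UMIs, a log2 ratio of -0.15 (-0.46 to 0.16), an interval that holds 0. Timp3 (ENSMUSG00000020044, chromosome 10 of GRCm38 from 86300372 to 86349506) had 1 against 3 UMIs, which at this depth give no ratio. Slpi is left out, because it is one of the genes by which monocyte-like cells were named. Nfe2l2 was not reduced in the endothelial-like cells of the library labelled Nrf2 Cdh5tKO. In the library labelled atherosclerotic Nrf2 Cdh5tKO, 1 cell held 98 of the 143 UMIs of Serpinb2. 216 of the 237 UMIs of Serpinb2 came from 1 cell of the atherosclerotic Nrf2 flox/flox library.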

Interestingly, in monocyte DEGs between atherosclerotic Nrf2^Cdh5tKO^ and Nrf2^flox/flox^ mice, we also found several protease inhibitors, such as *Timp3, Serpinb2, and Slpi*, that may change the activity of peptidases and contribute to vascular remodeling.

## Discussion

Macrophages drive atherosclerosis at all stages of plaque development. It was previously shown that local tissue environment shapes the transcriptome and identity of macrophages and various macrophage types may differentially respond to the same stimuli (58). One of the stimuli acting in atherosclerotic plaques is oxidative stress, which has been implicated in the disease progression from the early fatty streak lesions to advanced atherosclerotic plaques (22). The accumulation of reactive oxygen species within the cells can affect different signaling pathways regulating cell cycle, migration and survival leading to cellular dysfunction and even cell death (59).

In this study, we analyzed the transcriptomic changes caused by atherogenic conditions in different populations of murine aortic mononuclear phagocytes deficient in Nrf2 transcriptional activity. In physiological conditions this redox-activated transcription factor provides protection *via* activation of expression of a number of genes mediating antioxidant response (22). However, Nrf2 effects in atherosclerosis seem to be more complex and currently not completely understood. Here, we analyzed the data obtained from mice with transcriptionally inactive Nrf2 in Cdh5-expressing cells and their progeny. The prevailing scientific consensus is that hematopoiesis, the process of blood cell formation, primarily occurs through two distinct mechanisms during development: yolk-sac hematopoiesis and hemogenic endothelium-derived hematopoiesis. The exact contribution of these sources to adult hematopoiesis is still a subject of active research and ongoing debate (40, 60). Nevertheless, according to the literature data even 50-96% of CD45+ adult bone marrow–derived cells may be affected by Cdh5-dependent Cre recombinase active during embryonic development (34, 35). Therefore, the Cre-driven mutation is usually present not only in endothelial cells, but also in a number of leukocytes. In our mouse model, macrophages of two different origins – BMDM and Kupffer cells - were characterized by significantly decreased level of Nrf2 exon 5 responsible for the transcriptional Nrf2 activity.

Atherosclerosis was induced *via* AAV8-mediated Pcsk9 overexpression and a high-fat diet (36). This approach successfully elevated the cholesterol level in the LDL/VLDL plasma lipoproteins, as well as the level of triglycerides in the mouse plasma in the range previously described for similar proatherogenic approaches (61–63). In the fragments of the aorta (aortic arch and branches) used for scRNAseq procedure, we observed lipids accumulation within the first layers of intima and media corresponding to fatty streaks, which represent an early stage of atherosclerotic plaque formation. In such early stage lesions, macrophage infiltration, initiation of inflammation and chemoattraction of other cell types is usually observed.

Nowadays, mainly with the use of scRNA-seq technology, several macrophage subtypes were identified in mouse and human atherosclerotic plaques, each with distinct functions and properties (7–9, 37, 38). It is well-recognized that monocyte-derived inflammatory macrophages are not the only players in atherosclerotic plaque development. Thus, we performed subclustering analysis to visualize the macrophage heterogeneity and macrophage subtype-specific effects of decreased Nrf2 transcriptional activity. That strategy uncovered 9 subpopulations of mononuclear phagocytes, in majority comprising macrophages of different origin, associated with different layers of aortic wall or peritoneal cavity. Each subpopulation was characterized by the typical markers described in previous reports (8, 9, 37, 38).

We selected three most abundant subtypes, namely Lyve1+ resident macrophages, proinflammatory macrophages and monocytes, for in-depth transcriptomic analysis in proatherogenic conditions. Tissue-resident macrophages maintain tissue homeostasis, remove pathogens and abnormal (apoptotic or senescent) cells, participate in tissue repair and regeneration (60). In the aortic wall, the tissue-resident macrophages are present mainly in adventitia in steady-state conditions, whereas in inflammation they can migrate towards the media and intima layer (64). The proinflammatory macrophages release several proinflammatory cytokines and ingest modified lipids what results in foam cells formation (64). Monocytes are blood-circulating cells that play an important role in atherosclerosis as protagonists of plaque development. When the lining of the artery is damaged, monocytes are intensively recruited to the site of injury.

The comparison between atherosclerotic Nrf2^flox/flox^ and control normocholesterolemic Nrf2^flox/flox^ mice revealed that each analyzed mononuclear phagocytes subset contained DEGs encoding cytokines, chemokines and their receptors involved in immune responses. This confirms that inflammation is an important component in the pathogenesis of atherosclerosis already in the early stage lesions (4, 5). In our analysis, the highest number of DEGs induced by atherogenic conditions was identified in the monocyte subset. Interestingly, among monocyte DEGs between atherosclerotic Nrf2^flox/flox^ and control normocholesterolemic Nrf2^flox/flox^ mice we found upregulation of NOD-like receptor pyrin domain-containing protein 3 (*Nlrp3*) and interleukin 1β (*Il1b*), two components of Nlrp3 inflammasome activation, which normally leads to Il-1β release. 

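In monocyte-like cells of the atherosclerotic Nrf2 flox/flox library against the normocholesterolemic Nrf2 flox/flox library, Nlrp3 (ENSMUSG00000032691, chromosome 11 of GRCm38 from 59541568 to 59566956) had 172 against 269 UMIs, a log2 ratio of 0.37 (0.09 to 0.66). Il1b had 1321 against 2053 UMIs, a log2 ratio of 0.38 (0.28 to 0.48). Il1b went the other way, at -0.20 with no Harmony correction.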

Inhibition of this cytokine production is currently of particular interest for the secondary prevention of atherosclerotic events (65).

Next, we investigated the effect of decreased Nrf2 transcriptional activity on the transcriptomic changes in monocytes and selected macrophage subsets in atherosclerotic mice. Previous *in vitro* studies indicated that Nrf2 activity may promote the anti-inflammatory phenotype of macrophages (66, 67), but the effect of Nrf2 on tissue-resident macrophages is still poorly investigated. It was shown that in alveolar macrophages Nrf2 increases phagocytic ability (68), macrophage-driven efferocytosis and apoptotic neutrophil clearance (69), and may protect from ferroptosis in sepsis-induced acute lung injury (20). Other studies performed on dermal resident macrophages showed the involvement of Nrf2 in IL-23–IL-17A–TRPV1 axis and pain perception (70) or wound repair (71). In our study, the RIG-I like pathway was the top altered pathway in atherosclerotic Nrf2^Cdh5tKO^ Lyve1+ resident macrophages. RIG-I may activate IRFs and NF-κB, and then induce the expression of antiviral genes, such as type I interferons and pro-inflammatory cytokines (43). The latest research shows that RIG-I-like pathway is not only triggered by viral nucleic acids, but also by damage-associated molecular patterns (72). It was suggested that Nrf2 can interact with RIG-I-like pathway and modulate its function. Specifically, Nrf2 has been shown to regulate the expression of genes involved in the antiviral response, including interferon-stimulated genes (ISGs) that are downstream effectors of RIG-I-like signaling (41). Interestingly, in Lyve1+ resident macrophages of atherosclerotic Nrf2^Cdh5tKO^ *vs.* atherosclerotic Nrf2^flox/flox^, we also observed upregulation of *Bcl2a1b*, an IFN-dependent master switch for the function of Cd11b+ cells exerting anti-apoptotic and pro-survival effects (42). In addition, in Lyve1+ resident macrophages from atherosclerotic Nrf2^Cdh5tKO^ mice we observed downregulation of ferroportin gene *Slc40a1*. This is in accordance with previous reports describing involvement of Nrf2 in regulation of this gene expression, as well as in macrophage resistance towards ferroptosis (16, 17). In this context, decreased Nrf2 activity might promote ferroptotic death of Lyve1+ resident macrophages at early stages of plaque development and in this way contribute to disease progression. This, however, would require further investigation.

In terms of bone marrow-derived macrophages, the role of Nrf2 is better recognized. Previous *in vivo* research demonstrated strong evidence that Nrf2 works as a negative upstream regulator of macrophage proinflammatory phenotype, while the majority of *in vitro* data indicates that Nrf2 deficiency promotes macrophage polarization towards proinflammatory M1 phenotype (25, 26, 31, 66). Macrophages are generally considered as non-dividing cells with limited capacity for self-renewal. However, our current data demonstrate that in Nrf2^Cdh5tKO^ proinflammatory macrophages the pathway associated with DNA replication was significantly enriched. The precise role of DNA replication in macrophage proliferation and activation (especially in atherosclerosis) is still not fully understood. There are indications that macrophages may undergo DNA replication and proliferation upon certain, usually considered as harmful or danger, stimuli (73, 74). The upregulation of *Atr* and *Apex1* in Nrf2^Cdh5tKO^ proinflammatory macrophages may suggest increased oxidative stress and DNA damage that often accompany Nrf2 deficiency (74). Some data indicate that high level of DNA synthesis aiming at DNA repair in macrophages is a response to oxidative DNA damage and is highly associated with apoptotic cell death (11). In chronic inflammation, DNA synthesis may raise generation of polyploid macrophages (73). In addition, we observed that Nrf2 deficiency in proinflammatory macrophages was associated with upregulation of genes from the CLR family, including Mincle and MCL, involved in lipids recognition (including cholesterol) and their endocytosis (75). 

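In proinflammatory macrophage-like cells of the library labelled atherosclerotic Nrf2 Cdh5tKO against the atherosclerotic Nrf2 flox/flox library, S100a4 (ENSMUSG00000001020, chromosome 3 of GRCm38 from 90603771 to 90606045) had 26 against 27 UMIs, a log2 ratio of -2.17 (-3.01 to -1.34). Cp (ENSMUSG00000003617, chromosome 3 of GRCm38 from 19957054 to 20009145) had 46 against 7 UMIs, a log2 ratio of 0.60 (-0.56 to 1.99), an interval that holds 0. Mcm7 and Gpnmb had 6 against 0 and 3 against 0 UMIs, which at this depth give no ratio. In the endothelial-like cells labelled Nrf2 Cdh5tKO, Nfe2l2 was higher, not lower. Of the atherosclerotic Nrf2 flox/flox library, 1 cell held all 27 UMIs of S100a4. For S100a4 the sign was reversed, to 0.24 at the lower clustering resolution and 0.27 without the 1 cell of each library with most UMIs of the gene.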

Our transcriptomic analysis of proinflammatory macrophages from atherosclerotic Nrf2^Cdh5tKO^ mice also revealed decreased expression of genes connected with autophagy (*Mcm7*, *S100a4* and *Gpnmb*; **Table 5**) and genes described as ferroptosis-related (*Hells* and *Cp*; **Table 5**). Observations of the last years indicate that the process of autophagy and ferroptosis are intertwined (76). Autophagy promotes intracellular lipid hydrolysis and cholesterol efflux thereby inhibiting development of macrophage-derived foam cells. Inhibition of autophagy in macrophages leads to foam cells formation, macrophage death, pro-inflammatory factor release and contributes to atherogenesis (77). Autophagy plays a key role in inhibiting ferroptosis of macrophages *via* maintaining cellular iron homeostasis and cellular reactive oxygen species generation, and alleviates atherosclerosis (78, 79). Overall, our data indicate that Nrf2 deficiency in atherosclerotic proinflammatory macrophages affects the expression of genes involved in DNA replication and repair mechanisms, as well as in the recognition of lipids and cell death pathways, what may impact these cells activation, phagocytic ability, and survival.

In atherosclerotic conditions, Nrf2-deficiency caused transcriptomic changes also in the monocyte subset. Some proinflammatory genes were downregulated and anti-inflammatory were upregulated, whereas on the other hand, the expression of some chemoattractants was increased when compared to monocytes from the aortas of atherosclerotic Nrf2^flox/flox^ mice. The observed changes suggest modulation of the immune phenotype of monocytes, but not necessarily towards the proinflammatory one. In addition, in atherosclerotic Nrf2^Cdh5tKO^ *vs.* atherosclerotic Nrf2^flox/flox^ monocytes, increased level of *Mmp12* and protease inhibitors may suggest their involvement in ECM remodeling and monocyte infiltration.

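Mmp12 (ENSMUSG00000049723, chromosome 9 of GRCm38 from 7344381 to 7369499) had 6 against 5 UMIs, a log2 ratio of 0.84 (-1.13 to 2.89), an interval that holds 0, in monocyte-like cells of the library labelled atherosclerotic Nrf2 Cdh5tKO against the atherosclerotic Nrf2 flox/flox library. The count of Nfe2l2 in endothelial-like cells was not lower under the Nrf2 Cdh5tKO label.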

In conclusion, this exploratory study identified several subtype-specific differences in monocytes and two selected, the most numerous in the aortic wall, types of macrophages from atherosclerotic Nrf2^Cdh5tKO^ mice. The introduced proatherogenic factors caused significant changes particularly in the expression of genes encoding inflammatory cytokines and chemokines. Comparison of atherosclerotic Nrf2^flox/flox^ and Nrf2^Cdh5tKO^ mice enabled identification of Nrf2-dependent macrophage subtype-specific transcriptomic changes associated with inflammation, iron homeostasis, DNA repair, cell injury and death pathways. Our data demonstrate a possible link between ferroptosis and inflammatory microenvironment appearing at a very early stage of atherogenesis. A limitation of this study can be our mouse model based on Cdh5-dependent Cre activity. First, because Nrf2-deficient endothelial cells may affect the microenvironment and their interaction with other cell types (e.g. monocytes) may differ. Second, this mouse model is characterized by a significant downregulation, but not a complete knockout of Nrf2 in mononuclear phagocytes. Although, we think that such model better reflects the observed in humans aging-associated decline of Nrf2 activity, in the future it may be worth to reproduce some of the findings in mice with the lysozyme 2 (LysM) Cre-driven recombination.

## Data availability statement

The data presented in the study are deposited in the Gene Expression Omnibus (GEO) repository, accession number GSE245820.

## Ethics statement

The animal study was approved by the 2nd Institutional Animal Care and Use Committee (IACUC) in Kraków, Poland. The study was conducted in accordance with the local legislation and institutional requirements.

## Author contributions

KSa and AJ-K designed the study. KSa, MS, IK, and KSz performed the experiments. MS and KSa performed the bioinformatic analyses and data visualization. KSa and AJ-K were involved in data interpretation and wrote the manuscript. JCS, PB, and JD provided the intellectual contribution and revised the manuscript. AJ-K secured funding and coordinated the project. All authors provided constructive feedback, helped shape the manuscript and approved the submitted version.

How the deposited data were processed for this re-analysis (not part of the article)

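Single-cell RNA sequencing was done on aortic arches with branches from mice in 4 groups, Nrf2 flox/flox and Nrf2 Cdh5tKO, normocholesterolemic and atherosclerotic. The tissue of 4 mice of each normocholesterolemic group and of 3 mice of each atherosclerotic group was pooled, so that each group is 1 library. The atherosclerotic groups had a high-fat diet for 21 weeks. The values the authors deposited are whole counts of unique molecular identifiers (UMIs) per gene and cell barcode, not normalized. To make them, the authors mapped 10x Chromium 3′ reads to the mouse genome mm10, counted UMIs with Cell Ranger and kept the barcodes that it called as cells. The study's limits on genes and mitochondrial share were not yet applied to these counts, and no cell annotation of the authors was used here. The counts cover 31053 genes. Gene positions were taken from the GENCODE M21 annotation of GRCm38, the same assembly as mm10.

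The libraries held 8512, 3460, 1160 and 2467 barcodes and 98754487, 43717402, 12276546 and 24184211 UMIs, in the order the normocholesterolemic Nrf2 flox/flox library, the library labelled normocholesterolemic Nrf2 Cdh5tKO, the atherosclerotic Nrf2 flox/flox library and the library labelled atherosclerotic Nrf2 Cdh5tKO. As in the paper's methods, cells with 200 to 6000 genes and at most 15% mitochondrial UMIs were kept, 14148 of 15599. The median UMIs per kept cell were 12133, 14152.5, 10963 and 9200.5 in the same order. UMIs of each cell were scaled to 10000 and logarithms taken after adding 1. The 2000 most variable genes, by dispersion within bins of mean expression, were scaled and reduced to 30 principal components. These were corrected by library with the Harmony algorithm, written anew in numpy (theta 2, sigma 0.1, lambda 1, 10 iterations). Cells were joined to their 20 nearest neighbours, weighted by shared neighbours, and clustered with the Leiden algorithm at a resolution of 0.5, giving 21 clusters. The mononuclear phagocytes were clustered again in the same way at 0.8, giving 12 sub-clusters. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, leidenalg 0.10.2, igraph 0.11.9, scanpy 1.11.5 and matplotlib 3.10.9 were used.

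Clusters were named from marker genes. For the sub-populations these were the genes of the paper's Fig. 3E, with Xcr1, Clec9a and Irf8 added for cDC1 and Cd209a, Flt3 and Itgax for cDC2. Dividing cells were named from Mki67, Top2a, Birc5, Ccnb2 and Pclaf. A name needed at least 3 markers detected in 50.0% of the cells of a cluster (25.0% for sub-clusters) and at a higher level than in the other cells, and the name with the highest mean log2 fold of its markers was taken. A cluster stayed unnamed where its depth was under 33.3% of its library's and none of its markers was among its 10 leading genes. A cluster under 10.0% also stayed unnamed, a limit set after the clusters were seen. The cluster left unnamed by it held 2.71%, 5.42%, 4.90% and 10.2% of the kept cells of the normocholesterolemic Nrf2 flox/flox library, the library labelled normocholesterolemic Nrf2 Cdh5tKO, the atherosclerotic Nrf2 flox/flox library and the library labelled atherosclerotic Nrf2 Cdh5tKO. Cluster 1, the largest, had a marker of another cell type and none of fibroblasts among its leading genes. It was therefore left out of the fibroblast-like clusters compared between libraries, which are clusters 3, 5, 6 and 13, and for the like reason the shares of T cell-like and thymocyte-like cells were not compared, apart from cluster 11, led by thymocyte genes. Names and shares can differ from the study's because the clusters were rebuilt. Doublets were called per library with Scrublet, which marked 190, 64, 10 and 42 cells (2.41%, 2.15%, 0.980% and 1.85%). They were left in, as the study's filter on genes is its only step against doublets in the methods, and were removed as an alternative.

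With 1 library per condition there is no replicate within a condition, and no test between conditions was made. A model of genotype and diet over all libraries was not fitted. No p-value, standard error or number of changed genes was drawn from cells, which are not replicates. UMIs were summed over the cells of a sub-population and library and scaled to 1000000 (CPM). The log2 ratio of these sums between libraries has an exact interval from the binomial split of the UMIs, and shares of cells have exact Clopper-Pearson intervals. Levels in CPM have exact Poisson intervals. All are at 95.0% and cover counting error only, not differences between mice or pools. A gene at 0 UMIs in 1 library was set against a floor of 3 counts and given as a lower bound, and no ratio was given where both libraries were at or under the floor. The count of the other library was taken as exact for this bound, which is no 95.0% limit. For lists of genes the median log2 ratio was taken with 0.5 added to each count in proportion to depth. It was placed among 10000 random lists of the same size drawn from the 100 genes nearest in mean expression, and its counting interval came from 2000 Poisson draws. The count was added in proportion to depth only after the first list medians were seen, and the same added count in both libraries was kept as an alternative. The paper's Tables give log2 fold changes per gene, and for these genes the log2 of the mean over cells of UMIs per 10000 plus 1 was computed as well.

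The text names the genes that the paper's Results or Discussion name for each of the 9 comparisons (3 sub-populations and 3 pairs of libraries). It also names, among genes with at least 50 UMIs over both libraries, the 5 with the largest and the 5 with the smallest log2 ratio. Nfe2l2 (the gene of Nrf2), its targets Nqo1 and Gclm, Cdh5, Xist and the Y chromosome genes Ddx3y, Eif2s3y, Uty and Kdm5d were read in every library. Read as lists were the 11 interferon-stimulated genes, the 9 DNA replication genes and the DNA damage genes of the paper. Further lists were other interferon-stimulated genes, other replication genes, T cell and thymocyte genes, neutrophil genes, fibroblast and smooth muscle genes, Nrf2 targets, dissociation response genes and Y chromosome genes. This rule, the lists, the markers, the filters, the measures and the alternatives were set before the data were examined, apart from the choices stated to have been made afterwards. In endothelial-like cells Nfe2l2 was higher, not lower, in both libraries labelled Nrf2 Cdh5tKO, so these are called by their labels throughout. The counts do not separate transcripts with the floxed exon 5 from those without it.

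The alternatives were no Harmony correction, a clustering resolution 0.6 or 1.5 times the main one, removal of called doublets and a mitochondrial limit of 10%. For the ratios they were also the mean over cells, totals without mitochondrial, ribosomal protein and haemoglobin genes, scaling by the median ratio, removal of the 1 cell of each library with most UMIs, and removal of cells with a UMI of T cell genes. Shares of cells with a UMI of a marker were also taken with each cell thinned to 1000 UMIs. The ratios were tested on simulated data for each comparison, with 200 genes changed by known factors among 1366 to 7237 genes. Over the 9 comparisons 93.0 to 99.0% of the intervals held the true ratio and 99.0 to 100.0% of the changed genes had the right direction. The simulated sums had counting error only, for genes with at least 50 UMIs. They check the calculation, not the effect of variation between cells or of genes with fewer UMIs. The rewritten Harmony step was tested on simulated cells of known type, where it raised the adjusted Rand index from 0.518 to 1.0.

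The enrichment and protein network analyses of the paper were not repeated, as they start from lists of genes tested over cells. The qPCR, Oil Red O staining and other experiments of the paper were not analysed here. Some genes that the paper names are not reported here. A Table gene without a single feature of its name (1 of 510) was left out, and genes that define a sub-population were not compared within it.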

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

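The tests of the interferon-stimulated genes in the normocholesterolemic pair, of the single barcode without Harmony correction, of the lymphoid cells and of the neutrophil genes in the normocholesterolemic pair were chosen only after the results were seen.

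The 11 interferon-stimulated genes that the paper reports for Lyve1+ resident macrophages of the atherosclerotic pair were also higher in the library labelled normocholesterolemic Nrf2 Cdh5tKO than in the normocholesterolemic Nrf2 flox/flox library, in sub-populations for which the paper's text does not discuss them. The paper's Table 9 lists 1 of them, Ifit3, as upregulated in monocytes of this comparison. Their median log2 ratio was 2.76 (1.90 to 3.20) in proinflammatory macrophages, from 356 against 140 UMIs, and 1.82 (1.13 to 2.04) in monocytes, from 240 against 354 UMIs. In Lyve1+ resident macrophages it was 1.64. Each of these medians stood at the percentile 100.0 of random lists matched on mean expression. Of these genes 8 were over 10 CPM in fibroblast-like clusters, where Isg15 was at 82.0 CPM in the normocholesterolemic Nrf2 flox/flox library and 90.5 CPM in the library labelled normocholesterolemic Nrf2 Cdh5tKO. None is in another list used here, and all 11 were picked by the study from these libraries. The 19 other interferon-stimulated genes, of which the study names 1, had medians of 0.86, 0.75 and 0.84 in Lyve1+ resident macrophages, proinflammatory macrophages and monocytes, at the percentiles 100.0, 100.0 and 100.0.

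Free RNA, or a response shared by all cells of the library, would raise the list in other cell types too. In fibroblast-like clusters the median was 0.11 and in smooth muscle-like cells 0.23, which argues against both as the whole source. Without the cell of each library with most UMIs of the list, the medians were 1.54, 2.63 and 1.56 in Lyve1+ resident macrophages, proinflammatory macrophages and monocytes, so no single cell of a library made them. Without the sub-cluster led by interferon-stimulated genes, the median in Lyve1+ resident macrophages was 1.37, so that sub-cluster did not make it alone. Scaled by the median ratio, the medians were 1.40, 2.67 and 1.79. Median UMIs per cell were 9871 against 9892 in proinflammatory macrophages, 11226 against 10824.5 in monocytes and 5901 against 9478 in Lyve1+ resident macrophages. A difference by genotype, a difference between the pools or their handling, and a wrong label all stay open. Nfe2l2 was not lower in endothelial-like cells of the library labelled normocholesterolemic Nrf2 Cdh5tKO. With 1 library per group, genotype and pool were not tested, and Nrf2 targets, with a median log2 ratio of -0.036 in endothelial clusters, did not settle the label.

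A single barcode of the library labelled atherosclerotic Nrf2 Cdh5tKO held 1188 UMIs of the 11 interferon-stimulated genes, 19.3% of the 6151 in that library, and the next held 234. The paper does not report on it. The barcodes with most in the normocholesterolemic Nrf2 flox/flox library, the library labelled normocholesterolemic Nrf2 Cdh5tKO and the atherosclerotic Nrf2 flox/flox library held 342, 332 and 73 and were fibroblast-like. The barcode had 14977 UMIs, lay in an unnamed cluster led by endothelial genes and was called a doublet by Scrublet. With Harmony correction it was not among the Lyve1+ resident macrophages, and without the correction it was. The median log2 ratio of the list in these macrophages, the library labelled atherosclerotic Nrf2 Cdh5tKO against the atherosclerotic Nrf2 flox/flox library, was -0.037 with Harmony and 2.21 without it. Without Harmony and without the top cell of each library it was 0.81, so this barcode may make a large part of the increase seen without the correction. On the scale of the mean over cells, leaving this barcode out moved Cxcl10 from 1.23 to 0.15 and Rsad2 from 0.79 to 0.039. No biological explanation was tested, and Nfe2l2 was not lower in endothelial-like cells of that library.

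Cluster 11, led by thymocyte genes such as Ccr9, Rag1 and Themis, which the paper does not analyse, made 5.39% (4.09 to 6.96%) of the kept cells of the atherosclerotic Nrf2 flox/flox library. It made 1.71% (1.44 to 2.02%) of the normocholesterolemic Nrf2 flox/flox library, 4.21% (3.51 to 4.99%) of the library labelled normocholesterolemic Nrf2 Cdh5tKO and 0.574% (0.306 to 0.979%) of the library labelled atherosclerotic Nrf2 Cdh5tKO. The intervals of the atherosclerotic Nrf2 flox/flox library and the library labelled normocholesterolemic Nrf2 Cdh5tKO overlap. Over the 8 clusterings run, the share of the cluster led by thymocyte genes in the atherosclerotic Nrf2 flox/flox library was 4.98 to 6.76%, above the normocholesterolemic Nrf2 flox/flox library and the library labelled atherosclerotic Nrf2 Cdh5tKO by more than counting error in each. The main clustering, the lower and higher resolutions and the setting with the cluster of very few UMIs kept gave identical cell numbers. They are no separate checks. Cluster 10, which was named thymocyte-like as well but is led by cell cycle genes, made 2.09%, 3.53%, 5.49% and 1.32% of the normocholesterolemic Nrf2 flox/flox library, the library labelled normocholesterolemic Nrf2 Cdh5tKO, the atherosclerotic Nrf2 flox/flox library and the library labelled atherosclerotic Nrf2 Cdh5tKO and is not counted here. A larger amount of blood or lymphoid tissue in the digested piece was tested with B cell-like cells. They made 3.24% (2.24 to 4.51%) of the atherosclerotic Nrf2 flox/flox library, against 1.61%, 1.51% and 1.28% in the normocholesterolemic Nrf2 flox/flox library, the library labelled normocholesterolemic Nrf2 Cdh5tKO and the library labelled atherosclerotic Nrf2 Cdh5tKO. The library labelled normocholesterolemic Nrf2 Cdh5tKO, with a larger share of cluster 11 than the normocholesterolemic Nrf2 flox/flox library, had no larger share of B cell-like cells, so this explanation stays open. B cell-like cells would not show lymphoid tissue made mainly of thymocytes, such as thymus, so for such tissue this was no test. The high-fat diet stays open as untested, although the library labelled atherosclerotic Nrf2 Cdh5tKO, with the same diet, had the lowest shares of cluster 11 and of B cell-like cells. Of the 20 genes of the T cell and thymocyte list, 0 were over 10 CPM in fibroblast-like clusters, 0 are in another list and 9 are named by the study. Its most abundant genes there were Trbc2 (8.84, 9.50, 5.49 and 1.53 CPM in the normocholesterolemic Nrf2 flox/flox library, the library labelled normocholesterolemic Nrf2 Cdh5tKO, the atherosclerotic Nrf2 flox/flox library and the library labelled atherosclerotic Nrf2 Cdh5tKO), Satb1 (5.17, 8.49, 7.32 and 4.87) and Trbc1 (5.73, 5.19, 3.92 and 0.974).

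Neutrophil genes were lower in the library labelled normocholesterolemic Nrf2 Cdh5tKO than in the normocholesterolemic Nrf2 flox/flox library, also in fibroblast-like clusters and smooth muscle-like cells, which the paper does not analyse. In fibroblast-like clusters the median log2 ratio of the 15 genes was -1.97 (-2.44 to -1.45), from 1174 against 4412 UMIs, with 0 genes higher and 15 lower. It was -1.94 in smooth muscle-like cells, -1.26 in Lyve1+ resident macrophages, -0.93 in proinflammatory macrophages and -2.47 in monocytes. The paper's Table 9 lists S100a8 and S100a9 as downregulated in monocytes of this comparison. Free RNA of neutrophils, higher in the library with more of them, is a candidate source. The cluster led by neutrophil genes made 0.606% (0.359 to 0.956%) of the kept cells of the library labelled normocholesterolemic Nrf2 Cdh5tKO and 1.47% (1.22 to 1.76%) of the normocholesterolemic Nrf2 flox/flox library, which is in line with it. In fibroblast-like clusters 3 of the genes were over 10 CPM, 0 are in another list and 4 are named by the study. S100a9 was at 34.9, 4.78, 20.4 and 2.37 CPM and S100a8 at 21.8, 4.13, 16.5 and 1.53 CPM in the normocholesterolemic Nrf2 flox/flox library, the library labelled normocholesterolemic Nrf2 Cdh5tKO, the atherosclerotic Nrf2 flox/flox library and the library labelled atherosclerotic Nrf2 Cdh5tKO. The library labelled atherosclerotic Nrf2 Cdh5tKO had the smallest share of the neutrophil cluster, 0.485%, and the lowest levels of both genes. The atherosclerotic Nrf2 flox/flox library went the other way. It had the largest share, 2.35%, yet less of both genes than the normocholesterolemic Nrf2 flox/flox library. G0s2, the most abundant, was at 55.9, 52.7, 36.3 and 32.6 CPM and hardly differed between the normocholesterolemic libraries. A change of the neutrophils themselves by genotype stays open as untested, and Nfe2l2 was not lower in endothelial-like cells of the library labelled normocholesterolemic Nrf2 Cdh5tKO.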

How the results depend on the processing

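The alternatives with the cluster of very few UMIs kept, with the marker genes left out of the clustering, with the sub-cluster of dividing cells, without the sub-cluster led by interferon-stimulated genes, with the same added count in both libraries, and those that leave out the top cell at another clustering were tests chosen only after the data were seen.

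For the 61 main results, which are shares, levels, list medians and numbers of genes per Table, 347 values were computed under other settings. Of these 282 stayed within the counting interval of the reported value (for numbers of genes or cells, within 1.5 times of it), 60 moved outside it and 5 changed the sign of a value whose counting interval left out 0. These 5 belong to the DNA replication genes in proinflammatory macrophages of the atherosclerotic pair, of which 2 were above the floor, too few for a direction. Values whose interval held 0 changed sign as well, among them the median of the interferon-stimulated genes in Lyve1+ resident macrophages and Nfe2l2 in mononuclear phagocytes of the atherosclerotic pair, and are counted by whether they stayed within the interval. For the 180 results of named genes 2114 values were computed, of which 1697 stayed within the interval, 363 moved and 54 changed the sign of a value whose interval left out 0, for 31 of these results. Another 46 values of named genes could not be given because too few UMIs were left. For the 27 other shares and lists 224 values were computed, 166 within the interval, 58 moved and 0 reversed. Directions that involve a library labelled Nrf2 Cdh5tKO rest on labels under which Nfe2l2 was not lower in endothelial-like cells.

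Over the 8 clusterings run, monocytes made 17.5 to 25.5% of the mononuclear phagocytes of the atherosclerotic Nrf2 flox/flox library and 7.97 to 10.0% of those of the normocholesterolemic Nrf2 flox/flox library. For cDC2-like cells the ranges were 11.2 to 14.0% and 5.30 to 6.60%. Both shares were higher in the atherosclerotic Nrf2 flox/flox library in each clustering. They were 5.96 to 9.97% and 3.97 to 6.48% in the library labelled atherosclerotic Nrf2 Cdh5tKO, lower than in the atherosclerotic Nrf2 flox/flox library in each clustering, and in the library labelled normocholesterolemic Nrf2 Cdh5tKO 4.06 to 5.97% and 2.43 to 3.87%.

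With no Harmony correction, the share of mononuclear phagocytes among kept cells moved from 12.1 to 13.4% over all libraries, from 11.1 to 12.3% in the normocholesterolemic Nrf2 flox/flox library and from 14.3 to 16.2% in the library labelled atherosclerotic Nrf2 Cdh5tKO. The share of monocytes among mononuclear phagocytes went from 25.2 to 17.5% in the atherosclerotic Nrf2 flox/flox library under this setting. The share of proinflammatory macrophages among mononuclear phagocytes moved from 12.4 to 0.723% in the normocholesterolemic Nrf2 flox/flox library. The share of Lyve1+ resident macrophages among mononuclear phagocytes went from 42.8 to 48.7% in the normocholesterolemic Nrf2 flox/flox library, from 58.1 to 48.7% in the library labelled normocholesterolemic Nrf2 Cdh5tKO and from 48.5 to 36.5% in the library labelled atherosclerotic Nrf2 Cdh5tKO. The median log2 ratio of the interferon-stimulated genes in Lyve1+ resident macrophages of the atherosclerotic pair moved from -0.037 to 2.21 under this setting. The number of genes that went in the direction of the paper went from 19 to 33 for Table 5, from 29 to 16 for Table 6 and from 117 to 61 for Table 7. With it, the sign changed for Rsad2 (from -0.91 to 2.22), Ifit2 (from -2.06 to 2.51), Ifit3 (from -1.23 to 1.60) and Ifi211 (from -0.55 to 0.013) in the comparison of Table 2. The sign changed for Anxa2 (from -3.79 to 0.46), Retnla (from -3.55 to 0.32) and Ccl6 (from -1.38 to 0.018) in the comparison of Table 4. There were changes of sign of Cd14 (from 0.22 to -0.063) in the comparison of Table 5. The sign changed for Il1b (from 0.73 to -0.94) in the comparison of Table 6. Under this setting the normocholesterolemic Nrf2 flox/flox library had only 7 proinflammatory macrophages, on which the values for Tables 4 and 6 rest. There were changes of sign of Gpnmb (from 4.83 to -0.47), Gdf15 (from 3.22 to -1.57), S100a9 (from -3.30 to 3.82), Ccl7 (from 2.38 to -2.28), Ccl2 (from 1.57 to -0.61), Cxcl3 (from 2.95 to -1.11), Il1r2 (from 0.89 to -3.06), Cxcl16 (from 1.19 to -0.98), S100a8 (from -1.93 to 2.92), C3ar1 (from 1.28 to -0.31) and Il1b (from 0.38 to -0.20) in the comparison of Table 7. The sign changed for Gdf15 (from -2.66 to 0.15) in the comparison of Table 8. The cause was not tested.

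At the lower clustering resolution, the share of mononuclear phagocytes among kept cells moved from 12.1 to 12.8% over all libraries. The share of proinflammatory macrophages among mononuclear phagocytes went from 12.4 to 17.5% in the normocholesterolemic Nrf2 flox/flox library, from 18.5 to 25.1% in the library labelled normocholesterolemic Nrf2 Cdh5tKO, from 5.66 to 10.9% in the atherosclerotic Nrf2 flox/flox library and from 13.6 to 18.4% in the library labelled atherosclerotic Nrf2 Cdh5tKO under this setting. The share of Lyve1+ resident macrophages among mononuclear phagocytes moved from 42.8 to 35.0% in the normocholesterolemic Nrf2 flox/flox library, from 58.1 to 48.6% in the library labelled normocholesterolemic Nrf2 Cdh5tKO and from 48.5 to 39.1% in the library labelled atherosclerotic Nrf2 Cdh5tKO. Among named genes, the log2 ratio changed sign for Retnla (from -3.55 to 0.10) in the comparison of Table 4 and S100a4 (from -2.17 to 0.24) in the comparison of Table 5. For these changes the cause was not tested.

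At the higher clustering resolution, the share of Lyve1+ resident macrophages among mononuclear phagocytes moved from 42.8 to 38.4% in the normocholesterolemic Nrf2 flox/flox library, from 58.1 to 47.8% in the library labelled normocholesterolemic Nrf2 Cdh5tKO and from 48.5 to 36.7% in the library labelled atherosclerotic Nrf2 Cdh5tKO. The median log2 ratio of the DNA replication genes in proinflammatory macrophages of the atherosclerotic pair went from 2.13 to -1.46 under this setting. Among single genes, the log2 ratio changed sign for Fn1 (from 3.03 to -0.11) in the comparison of Table 2. Here too the cause was not tested.

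With the doublets called by Scrublet removed, the share of Lyve1+ resident macrophages among mononuclear phagocytes moved from 42.8 to 39.4% in the normocholesterolemic Nrf2 flox/flox library, from 58.1 to 49.7% in the library labelled normocholesterolemic Nrf2 Cdh5tKO and from 48.5 to 42.0% in the library labelled atherosclerotic Nrf2 Cdh5tKO. The median of the DNA replication genes in proinflammatory macrophages of the atherosclerotic pair went from 2.13 to -1.47 under this setting. The single-gene log2 ratio changed sign for Fn1 (from 3.03 to -0.077) in the comparison of Table 2. The cause was not tested.

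With a mitochondrial limit of 10%, the share of mononuclear phagocytes among kept cells moved from 12.1 to 13.0% over all libraries, from 11.1 to 12.0% in the normocholesterolemic Nrf2 flox/flox library and from 14.3 to 15.8% in the library labelled atherosclerotic Nrf2 Cdh5tKO. The share of Lyve1+ resident macrophages among mononuclear phagocytes went from 42.8 to 38.1% in the normocholesterolemic Nrf2 flox/flox library, from 58.1 to 51.7% in the library labelled normocholesterolemic Nrf2 Cdh5tKO and from 48.5 to 40.8% in the library labelled atherosclerotic Nrf2 Cdh5tKO under this setting. The list median of DNA replication genes in proinflammatory macrophages of the atherosclerotic pair moved from 2.13 to -2.88. Among named genes, the log2 ratio changed sign for S100a9 (from -3.30 to 3.27), Pf4 (from 1.79 to -1.39), S100a8 (from -1.93 to 2.45), C4b (from 2.55 to -1.44), C1qa (from -0.49 to 0.25) and Serpinb2 (from 1.07 to -0.57) in the comparison of Table 7. For these changes the cause was not tested.

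With the cluster of very few UMIs kept, the share of mononuclear phagocytes among kept cells moved from 12.1 to 16.8% over all libraries, from 11.1 to 13.8% in the normocholesterolemic Nrf2 flox/flox library, from 12.0 to 17.4% in the library labelled normocholesterolemic Nrf2 Cdh5tKO, from 15.6 to 20.5% in the atherosclerotic Nrf2 flox/flox library and from 14.3 to 24.4% in the library labelled atherosclerotic Nrf2 Cdh5tKO. The share of monocytes among mononuclear phagocytes went from 9.88 to 5.96% in the library labelled atherosclerotic Nrf2 Cdh5tKO under this setting. The share of cDC2 among mononuclear phagocytes moved from 6.48 to 3.97% in the library labelled atherosclerotic Nrf2 Cdh5tKO. The share of Lyve1+ resident macrophages among mononuclear phagocytes went from 42.8 to 26.6% in the normocholesterolemic Nrf2 flox/flox library, from 58.1 to 29.6% in the library labelled normocholesterolemic Nrf2 Cdh5tKO, from 37.1 to 23.0% in the atherosclerotic Nrf2 flox/flox library and from 48.5 to 19.1% in the library labelled atherosclerotic Nrf2 Cdh5tKO. The median log2 ratio of the DNA replication genes in proinflammatory macrophages of the atherosclerotic pair moved from 2.13 to 0.37 under this setting. Among single genes, the log2 ratio changed sign for Il1b (from -1.18 to 0.40) in the comparison of Table 1, Anxa2 (from -3.79 to 0.21) in the comparison of Table 4 and C1qb (from -0.54 to 0.41) and C1qa (from -0.49 to 0.72) in the comparison of Table 7. Here too the cause was not tested.

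With the marker genes left out of the clustering, the share of mononuclear phagocytes among kept cells moved from 12.1 to 13.2% over all libraries and from 11.1 to 12.2% in the normocholesterolemic Nrf2 flox/flox library. The share of Lyve1+ resident macrophages among mononuclear phagocytes went from 42.8 to 37.0% in the normocholesterolemic Nrf2 flox/flox library, from 58.1 to 47.3% in the library labelled normocholesterolemic Nrf2 Cdh5tKO and from 48.5 to 38.9% in the library labelled atherosclerotic Nrf2 Cdh5tKO under this setting. The median of the DNA replication genes in proinflammatory macrophages of the atherosclerotic pair moved from 2.13 to -1.93. The single-gene log2 ratio changed sign for S100a9 (from -3.30 to 3.18), Pf4 (from 1.79 to -0.26), S100a8 (from -1.93 to 2.31), C4b (from 2.55 to -1.67), C1qa (from -0.49 to 0.32) and Serpinb2 (from 1.07 to -0.67) in the comparison of Table 7. The cause was not tested.

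Without the 1 cell of each library with most UMIs of the gene or list, the number of genes that went in the direction of the paper moved from 19 to 7 for Table 5. Among named genes, the log2 ratio changed sign for Cxcl13 (from 4.03 to -0.89) in the comparison of Table 1, Cxcl13 (from -4.64 to 0.19) and Rsad2 (from -0.91 to 0.40) in the comparison of Table 2, S100a4 (from -2.17 to 0.27) in the comparison of Table 5 and Cxcl3 (from 2.95 to -0.27), Pf4 (from 1.79 to -0.93), Il1r2 (from 0.89 to -1.57), C4b (from 2.55 to -1.39) and Serpinb2 (from 1.07 to -0.73) in the comparison of Table 7. Here the UMIs of the cells left out make the change by construction.

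As the mean over cells of UMIs per 10000, the log2 ratio between cDC1-like cells and the other phagocytes moved from -0.23 to -0.036 for Ptprc and from -1.38 to -1.77 for Cd68. The log2 ratio of Nfe2l2, the library labelled atherosclerotic Nrf2 Cdh5tKO against the atherosclerotic Nrf2 flox/flox library, went from -0.12 to 0.064 in mononuclear phagocytes and from 0.80 to 1.69 in endothelial-like cells under this setting. Here too the cause was not tested.

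Without cells with a UMI of T cell genes, the log2 ratio changed sign for Cxcl13 (from 4.03 to -0.80) in the comparison of Table 1, Cxcl13 (from -4.64 to 0.092) in the comparison of Table 2 and Cxcl3 (from 2.95 to -1.32) and C1qb (from -0.54 to 0.39) in the comparison of Table 7. For these changes the cause was not tested. With each cell thinned to 1000 UMIs, the share of mononuclear phagocytes with a UMI moved from 91.0 to 38.8% for Ptprc, from 88.1 to 33.4% for Cd68, from 75.1 to 23.4% for Adgre1 and from 62.8 to 13.5% for Itgam. The thinning itself, which leaves fewer UMIs per cell, lowers these shares. On the scale of the mean over cells of UMIs per 10000 plus 1, the list median of DNA replication genes in proinflammatory macrophages of the atherosclerotic pair moved from 2.13 to 0.17. The cause was not tested. With no Harmony correction and without the 1 cell of each library with most UMIs of the list, the median log2 ratio of the interferon-stimulated genes in Lyve1+ resident macrophages of the atherosclerotic pair moved from -0.037 to 0.81. With the sub-cluster of dividing cells added, the median log2 ratio of the DNA replication genes in proinflammatory macrophages of the atherosclerotic pair moved from 2.13 to -1.51. For these changes the cause was not tested.

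Scaling by the median ratio moves all genes of a comparison alike, by 0.28 for Table 1, -0.18 for Table 2, 0.24 for Table 3, 0.10 for Table 6 and 0.11 for Table 7 on the log2 scale. Relative to it, the interferon-stimulated genes in Lyve1+ resident macrophages had medians of 1.40 in the normocholesterolemic and 0.14 in the atherosclerotic pair. Over the other settings the normocholesterolemic median lay between 1.20 and 2.08, apart from the scale of the mean over cells of UMIs per 10000 plus 1, where it was 0.37. For Nfe2l2 in endothelial-like cells the log2 ratios were 1.41 and 1.69 as the mean over cells and 1.18 and 0.80 without called doublets, in the normocholesterolemic and atherosclerotic pair. Of the 94 endothelial-like cells 0 were called doublets, so the second setting hardly tests these ratios.

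No analysis that pairs the genotypes across the diets was made, and each condition has 1 library. Depth limits the comparisons of proinflammatory macrophages most, since the atherosclerotic Nrf2 flox/flox library has 9 of these cells with 92552 UMIs. At that depth 21 of the 37 upregulated genes of Table 4 and 23 of the 38 downregulated genes of Table 5 had no ratio, and the DNA replication genes had 5 UMIs in all there.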

Differences from the paper's values

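All alternatives named here without a further remark were set before the data were examined, and the tests with the cluster of very few UMIs kept, with the marker genes left out of the clustering or with the sub-cluster of dividing cells were chosen only after the values were seen. The paper's Tables give log2 fold changes, which are set here against the log2 ratio of the mean over cells of UMIs per 10000 plus 1. Across the genes of each Table the correlation of the 2 series (Pearson's r, genes not being independent replicates) was 0.43 to 0.83, and the slope of the paper's values on these lay between 0.26 and 0.81. With no Harmony correction the correlation was 0.83 for Table 2 and -0.012 for Table 6. The latter rests on 7 proinflammatory macrophages of the normocholesterolemic Nrf2 flox/flox library. Of 116 values of named genes, 73 differed in sign or by more than the counting error of the value found here, 29 of them with the other sign and 4 with a value of 0. A gap is called closed where neither holds. The paper's columns are headed as log2. In natural logarithms, a scale tried only after the values were seen, 76 of the 116 values differed, with 10 gaps closed and 13 opened.

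The share of cDC2-like cells among the mononuclear phagocytes of the normocholesterolemic Nrf2 flox/flox library was 5.93%, and the paper's value is 2.05%. None of the alternatives set before the data were examined closed the gap. HPC/fibrocytes made 3.38% of the mononuclear phagocytes here, against the paper's about 5.7% in Fig. 3D, read by eye. With no Harmony correction (8.47%) and at the lower clustering resolution (8.43%) the share came within 1.5 times of that value, and with the other alternatives set before the data were examined it did not.

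For Table 1, on Lyve1+ resident macrophages of the atherosclerotic Nrf2 flox/flox library against those of the normocholesterolemic Nrf2 flox/flox library, the values found here differed from the paper's for Cxcl13 (1.08, the paper's 0.86), Cd209d (0.76, the paper's 0.44), Bmp2 (1.04, the paper's 0.33), Cd209b (0.92, the paper's 0.28), Ccl4 (-1.16, the paper's -0.75), Il1b (-0.15, the paper's -0.49), Gdf15 (-1.19, the paper's -0.45), Ccl9 (-1.54, the paper's -0.36), Lyn (0.74, the paper's -0.30) and Lsp1 (-0.56, the paper's -0.25). At the lower clustering resolution, the gap closed for Lsp1 (-0.25). Il1b (-0.72) and Lsp1 (-0.39) came within the counting error of the paper's value at the higher clustering resolution. For Lsp1 (-0.37), the gap was closed with the doublets called by Scrublet removed. With a mitochondrial limit of 10%, the gap closed for Il1b (-0.46) and Lsp1 (-0.34). Cxcl13 (0.91), Cd209d (0.56) and Il1b (-0.23) came within the counting error of the paper's value when scaled by the median ratio. For Il1b (-0.43), the gap was closed without the 1 cell of each library with most UMIs of the gene. None of the alternatives set before the data were examined closed the gap for Bmp2, Cd209b, Ccl4, Gdf15, Ccl9 and Lyn. An alternative chosen after seeing the values closed the gap for Lsp1 (-0.31) with the cluster of very few UMIs kept, and for Lsp1 (-0.26) with the marker genes left out of the clustering, and for Cxcl13 (0.75), Cd209d (0.52), Ccl4 (-0.80) and Lsp1 (-0.39) in natural logarithms.

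For Table 2, on Lyve1+ resident macrophages of the library labelled atherosclerotic Nrf2 Cdh5tKO against those of the atherosclerotic Nrf2 flox/flox library, the values found here differed from the paper's for Cxcl10 (0.20, the paper's 1.23), Rsad2 (-0.019, the paper's 0.95), Cmpk2 (-0.069, the paper's 0.57), Ifit3 (-0.17, the paper's 0.57), Ifit2 (-0.13, the paper's 0.57), Isg15 (0.23, the paper's 0.54), Oasl1 (0.012, the paper's 0.48), Ifit3b (-0.065, the paper's 0.34), Adgre5 (-0.28, the paper's 0.32), Rgs1 (-0.29, the paper's 0.30), Ifi211 (-0.095, the paper's 0.29), Ccl7 (-0.0059, the paper's -0.64), Slc40a1 (-0.82, the paper's -0.43) and Tnfaip2 (-0.91, the paper's -0.36). Nfe2l2 was not lower in endothelial-like cells under the Nrf2 Cdh5tKO label on which this direction rests. Without Harmony correction, the gap closed for Cxcl10 (1.23), Rsad2 (0.79), Cmpk2 (0.45), Ifit3 (0.44), Ifit2 (0.46), Oasl1 (0.43), Ifit3b (0.31), Rgs1 (0.20) and Slc40a1 (-0.68). Rgs1 (0.044) and Slc40a1 (-0.74) came within the counting error of the paper's value at the lower clustering resolution. For Rgs1 (0.040), the gap was closed at the higher clustering resolution. With the doublets called by Scrublet removed, the gap closed for Rgs1 (0.026) and Slc40a1 (-0.70). Rgs1 (0.095) came within the counting error of the paper's value without the 1 cell of each library with most UMIs of the gene. For Isg15 (0.45) and Rgs1 (0.081), the gap was closed without cells with a UMI of T cell genes. For Adgre5, Ifi211, Ccl7 and Tnfaip2, none of the alternatives set before the data were examined closed the gap. Of the alternatives chosen after seeing the values, the gap was closed for Rgs1 (0.32) with the cluster of very few UMIs kept, and for Rgs1 (0.046) and Slc40a1 (-0.68) with the marker genes left out of the clustering, and for Slc40a1 (-0.57) in natural logarithms.

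For Table 3, on Lyve1+ resident macrophages of the library labelled normocholesterolemic Nrf2 Cdh5tKO against those of the normocholesterolemic Nrf2 flox/flox library, the values found here differed from the paper's for Rsad2 (0.62, the paper's 0.45). The direction depends on a Nrf2 Cdh5tKO label under which Nfe2l2 was not lower in endothelial-like cells. When scaled by the median ratio, the gap closed for Rsad2 (0.52). Rsad2 (0.54) came within the counting error of the paper's value without the 1 cell of each library with most UMIs of the gene. An alternative chosen after seeing the values closed the gap for Rsad2 (0.45) with the cluster of very few UMIs kept, and for Rsad2 (0.43) in natural logarithms.

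For Table 4, on proinflammatory macrophages of the atherosclerotic Nrf2 flox/flox library against those of the normocholesterolemic Nrf2 flox/flox library, the values found here differed from the paper's for Il1b (0.68, the paper's 1.19), Lck (-0.010, the paper's 0.31), Lyn (0.11, the paper's -0.59) and Cxcl9 (-0.096, the paper's -0.57). For Lck (0.41), the gap was closed without Harmony correction. At the lower clustering resolution, the gap closed for Cxcl9 (-0.57). Cxcl9 (-0.71) came within the counting error of the paper's value at the higher clustering resolution. For Cxcl9 (-0.70), the gap was closed with the doublets called by Scrublet removed. With a mitochondrial limit of 10%, the gap closed for Cxcl9 (-0.74). The gap stayed open under each of the alternatives set before the data were examined for Il1b and Lyn. Of the alternatives chosen after seeing the values, the gap was closed for Cxcl9 (-0.72) with the marker genes left out of the clustering.

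For Table 5, on proinflammatory macrophages of the library labelled atherosclerotic Nrf2 Cdh5tKO against those of the atherosclerotic Nrf2 flox/flox library, the values found here differed from the paper's for Cd209f (0.069, the paper's 1.04), Atr (0.88, the paper's 0.44), Il7r (0, the paper's 0.26), Lig1 (0.18, the paper's -0.92), S100a4 (-1.35, the paper's -0.85), Satb1 (0.026, the paper's -0.68), Cd14 (0.23, the paper's -0.65), Gpnmb (0.099, the paper's -0.62), Tyrobp (-0.050, the paper's -0.45), Ptprcap (0, the paper's -0.38), Cp (0.34, the paper's -0.36), Areg (0.15, the paper's -0.33), Rrm1 (0.17, the paper's -0.31), Smc2 (0.29, the paper's -0.30), Dbf4 (0.25, the paper's -0.28), Lck (0, the paper's -0.27), Gem (0.069, the paper's -0.26), Mcm7 (0.22, the paper's -0.26) and Cenph (0, the paper's -0.25). Nfe2l2 was not lower in endothelial-like cells under the Nrf2 Cdh5tKO label on which this direction rests. Atr (0.54), Il7r (0.18), S100a4 (-1.32), Ptprcap (-0.13), Areg (-0.34), Lck (-0.41) and Gem (-0.37) came within the counting error of the paper's value without Harmony correction. For Atr (0.48) and Ptprcap (-0.54), the gap was closed at the lower clustering resolution. At the higher clustering resolution, the gap closed for Lig1 (-0.91), S100a4 (-1.15), Rrm1 (-0.28), Smc2 (-0.30), Dbf4 (-0.044), Mcm7 (-0.23) and Cenph (-0.19). Lig1 (-1.00), S100a4 (-1.13), Rrm1 (-0.31), Smc2 (-0.22), Dbf4 (-0.10), Mcm7 (-0.17) and Cenph (-0.25) came within the counting error of the paper's value with the doublets called by Scrublet removed. For Atr (0.43), Il7r (0.27), Dbf4 (-0.38), Mcm7 (-0.31) and Cenph (-0.42), the gap was closed with a mitochondrial limit of 10%. Without the 1 cell of each library with most UMIs of the gene, the gap closed for Atr (0.44). None of the alternatives set before the data were examined closed the gap for Cd209f, Satb1, Cd14, Gpnmb, Tyrobp and Cp. An alternative chosen after seeing the values closed the gap for Atr (0.58), S100a4 (-0.83), Satb1 (-0.45), Gpnmb (-0.86), Cp (-0.0073), Gem (-0.39), Mcm7 (-0.055) and Cenph (-0.12) with the cluster of very few UMIs kept, and for Il7r (0.25), Lig1 (-0.93), S100a4 (-0.76), Rrm1 (-0.33), Smc2 (-0.50), Dbf4 (-0.082), Mcm7 (-0.21) and Cenph (-0.19) with the marker genes left out of the clustering, and for Atr (0.61) and S100a4 (-0.93) in natural logarithms.

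For Table 6, on proinflammatory macrophages of the library labelled normocholesterolemic Nrf2 Cdh5tKO against those of the normocholesterolemic Nrf2 flox/flox library, the values found here differed from the paper's for Il1b (0.68, the paper's 0.91). The direction depends on a Nrf2 Cdh5tKO label under which Nfe2l2 was not lower in endothelial-like cells. Il1b (0.97) came within the counting error of the paper's value at the higher clustering resolution.

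For Table 7, on monocytes of the atherosclerotic Nrf2 flox/flox library against those of the normocholesterolemic Nrf2 flox/flox library, the values found here differed from the paper's for S100a9 (-0.91, the paper's 2.24), S100a8 (-0.81, the paper's 1.51), Ccl2 (1.15, the paper's 1.5), Ccl7 (1.03, the paper's 1.29), Il1r2 (0.23, the paper's 1.14), Il1b (0.16, the paper's 0.71), C3ar1 (0.38, the paper's 0.65), C1qb (-0.35, the paper's 0.63), Nlrp3 (0.029, the paper's 0.55), C1qc (-0.16, the paper's 0.42), C1qa (-0.27, the paper's 0.39), Creb5 (0.034, the paper's 0.34), Ccr1 (0.058, the paper's 0.32), Gngt2 (-0.56, the paper's -1.02), Il2rg (-0.020, the paper's -0.58) and Grk3 (0.21, the paper's -0.41). For S100a9 (2.11) and S100a8 (1.58), the gap was closed with a mitochondrial limit of 10%. Without cells with a UMI of T cell genes, the gap closed for C1qc (0.27). For Ccl2, Ccl7, Il1r2, Il1b, C3ar1, C1qb, Nlrp3, C1qa, Creb5, Ccr1, Gngt2, Il2rg and Grk3, none of the alternatives set before the data were examined closed the gap. Of the alternatives chosen after seeing the values, the gap was closed for C3ar1 (0.53), C1qc (0.46) and C1qa (0.52) with the cluster of very few UMIs kept, and for S100a9 (2.09), S100a8 (1.39) and C3ar1 (0.46) with the marker genes left out of the clustering.

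For Table 8, on monocytes of the library labelled atherosclerotic Nrf2 Cdh5tKO against those of the atherosclerotic Nrf2 flox/flox library, the values found here differed from the paper's for Cxcl13 (1.68, the paper's 1.08), Mmp12 (0.28, the paper's 0.60), Ccl7 (1.00, the paper's 0.41), Ednrb (0.66, the paper's 0.39), Timp3 (-0.080, the paper's 0.37), S100a9 (-0.052, the paper's -2.71), Il1r2 (-0.66, the paper's -1.05) and Ccl3 (-0.088, the paper's -0.86). Nfe2l2 was not lower in endothelial-like cells under the Nrf2 Cdh5tKO label on which this direction rests. Mmp12 (0.81) came within the counting error of the paper's value with the doublets called by Scrublet removed. For Mmp12 (0.31), the gap was closed with mitochondrial, ribosomal protein and haemoglobin genes left out of the totals. Without the 1 cell of each library with most UMIs of the gene, the gap closed for Ednrb (0.50). Il1r2 (-0.86) came within the counting error of the paper's value without cells with a UMI of T cell genes. The gap stayed open under each of the alternatives set before the data were examined for Cxcl13, Ccl7, Timp3, S100a9 and Ccl3. An alternative chosen after seeing the values closed the gap for Cxcl13 (1.16) and Ednrb (0.46) in natural logarithms.

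Of the directions and rankings that the paper states, the following went another way. The paper reports the 11 interferon-stimulated genes as upregulated in Lyve1+ resident macrophages of atherosclerotic Nrf2 Cdh5tKO mice. In the library labelled atherosclerotic Nrf2 Cdh5tKO, where Nfe2l2 was not lower in endothelial-like cells, 5 of them were higher and 6 lower than in the atherosclerotic Nrf2 flox/flox library, with a median log2 ratio of -0.037, and with no Harmony correction the median was 2.21. The paper names Cxcl10 as the most upregulated gene of Table 2. On the scale of the mean over cells Cxcl10 was at 0.20, and Cd93 (0.47), S100a4 (0.42) and Irf7 (0.40) were higher. With no Harmony correction Cxcl10 was at 1.23, and by the log2 ratio of summed UMIs it was at 2.75, from 21 against 1 UMIs.

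The 9 DNA replication genes that the paper reports as downregulated in proinflammatory macrophages of atherosclerotic Nrf2 Cdh5tKO mice had 42 against 5 UMIs here, too few for a direction. Above the floor were only Pola1 (-0.79) and Dbf4 (1.58), both with an interval that holds 0. The median log2 ratio, 2.13 with the added count and 0.39 over these 2 genes, was negative at the higher clustering resolution (-1.46), without called doublets (-1.47) and with a mitochondrial limit of 10% (-2.88), and under alternatives chosen after seeing the values with the marker genes left out (-1.93) or with the sub-cluster of dividing cells (-1.51). Another difference in direction is that for the same cells the paper's Discussion gives Clec4e and Clec4d as upregulated, and its Results as downregulated. Clec4e was at least 14.5-fold lower here, with 0 against 10 UMIs, and Clec4d had 1 against 2 UMIs, which give no ratio. The paper's Table 5 gives Cd14 as downregulated in these cells and its Results as upregulated, and its log2 ratio here was 0.22 (0.01 to 0.45), or -0.063 with no Harmony correction. The paper reports Fbxo3 as upregulated in these cells, and its log2 ratio here was -0.53 (-3.01 to 2.81), an interval that holds 0.

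The paper names SEM as a sub-population, and 0 of 1716 mononuclear phagocytes were named so here. A sub-cluster took only the name with the highest score, and SEM came second in sub-clusters 1, 2 and 9. The absence of the name thus does not show that such cells were absent. It ranks monocytes among the 3 most abundant subtypes. Here cavity macrophages (204 cells) outnumbered monocytes (178 cells), with overlapping counting intervals of their shares. The paper describes Ptprc, Cd68, Adgre1 and Itgam as lowest in HPC/fibrocytes and SEM. In these counts Adgre1 and Itgam were lower in cDC1-like cells (15.4 and 1.40 CPM) than in HPC/fibrocytes (47.7 and 104 CPM). For Ptprc and Cd68 no sub-population lay below HPC/fibrocytes by more than counting error.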

Other observations

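The tests of exchanged genotype labels, and of the 1 cell under the settings with a negative median of the DNA replication genes, were chosen only after the results were seen.

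A loss of the floxed exon 5, which holds the annotated 3′ end of Nfe2l2, was tested as something that lowers the counts of this gene where Cre was active. In endothelial-like cells the log2 ratio was 1.18 for the library labelled normocholesterolemic Nrf2 Cdh5tKO against the normocholesterolemic Nrf2 flox/flox library and 0.80 for the library labelled atherosclerotic Nrf2 Cdh5tKO against the atherosclerotic Nrf2 flox/flox library, which argues against lower counts of the gene in these cells. The counts do not separate transcripts with exon 5 from those without it, and excised transcripts can still be counted, so these values leave open whether the exon was lost. In the atherosclerotic pair Nfe2l2 was also higher in smooth muscle-like cells, at 0.49 (0.18 to 0.81), and in fibroblast-like clusters, at 0.26 (0.15 to 0.37). In the normocholesterolemic pair it was at 0.011 (-0.12 to 0.14) and 0.13 (0.071 to 0.18) there. Exchanged labels were tested with 18 Nrf2 targets in the 2 endothelial clusters. Their median log2 ratios were -0.036 (-0.36 to 0.15, 8 genes higher and 9 lower) and 0.24 (-0.017 to 0.69, 12 higher and 5 lower). Medians near 0 over genes that go both ways leave open an exchange of labels, a lack of recombination and a loss of exon 5 that these counts do not show, and these cannot be told apart. Of single targets in other cells, Nqo1 was at -0.094 (-0.42 to 0.22) and -1.00 (-1.75 to -0.21) in smooth muscle-like cells and at -0.53 (-1.05 to -0.034) and -0.15 (-1.20 to 0.96) in fibroblast-like clusters of the 2 pairs. Gclm was at 0.29 (0.12 to 0.45) and 0.52 (0.033 to 1.03), and at 0.29 (0.17 to 0.41) and -0.017 (-0.29 to 0.26) there.

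In Lyve1+ resident macrophages of the atherosclerotic pair the interferon-stimulated genes had a median log2 ratio of 0.42 without the sub-cluster that they lead, and of -0.065 in fibroblast-like clusters. With the median of all these macrophages near 0 and genes going both ways, neither value decides whether that sub-cluster or the whole library made a difference. For the DNA replication genes in proinflammatory macrophages, 1 cell of the atherosclerotic Nrf2 flox/flox library held 20.0% of the 5 UMIs of the list. Where the median was negative, 1 cell held 40 of 45 UMIs at the higher clustering resolution, 40 of 45 without called doublets and 40 of 57 with a mitochondrial limit of 10%. The lowest of these shares is 70.2%, so a single cell may make the lower level of this list in the library labelled atherosclerotic Nrf2 Cdh5tKO, in which Nfe2l2 was not lower in endothelial-like cells. Under settings chosen after the data were seen, it held 40 of 46 with the marker genes left out and 40 of 60 with the dividing cells added.

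Free RNA was tested as a source of T cell and thymocyte genes in proinflammatory macrophages. In fibroblast-like clusters the list had median log2 ratios of -0.064 for the atherosclerotic Nrf2 flox/flox library against the normocholesterolemic Nrf2 flox/flox library and -0.96 for the library labelled atherosclerotic Nrf2 Cdh5tKO against the atherosclerotic Nrf2 flox/flox library. In proinflammatory macrophages too few of its genes passed the floor for a direction, 1 and 1 in these comparisons, so the source stays open. That at least 3 genes must pass it was set after the values were seen. In Lyve1+ resident macrophages of the library labelled atherosclerotic Nrf2 Cdh5tKO against the atherosclerotic Nrf2 flox/flox library the list was at -2.36, from 14 against 33 UMIs. For neutrophil genes in monocytes the medians in fibroblast-like clusters were -0.21 and -1.42, against -1.46 and 1.17 in monocytes. Free RNA would move both cell types alike, so these values argue against it as the whole source in these monocytes under the main clustering. S100a9 and S100a8 changed sign in monocytes of the first comparison under other settings, so the conclusion is limited to that clustering. Of the HPC/fibrocytes, 37.9% (22 of 58) were called doublets, and of the other mononuclear phagocytes 0 of 1658. Doublets of a phagocyte and a stromal cell are thus a candidate source of this sub-population. Of cluster 16, counted among the smooth muscle-like cells, 48.0% (86 of 179) were called doublets. It held 47 cells of the library labelled atherosclerotic Nrf2 Cdh5tKO and 3 of the atherosclerotic Nrf2 flox/flox library. The ratios given for smooth muscle-like cells include this cluster.

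Median log2 ratios of the other lists are given for the library labelled normocholesterolemic Nrf2 Cdh5tKO against the normocholesterolemic Nrf2 flox/flox library, the library labelled atherosclerotic Nrf2 Cdh5tKO against the atherosclerotic Nrf2 flox/flox library and the atherosclerotic Nrf2 flox/flox library against the normocholesterolemic Nrf2 flox/flox library, in that order, and Nfe2l2 was not lower in endothelial-like cells under the Nrf2 Cdh5tKO labels. Other interferon-stimulated genes were at 0.86, -0.19 and 0.61 in Lyve1+ resident macrophages, 0.75, 0.58 and -0.63 in proinflammatory macrophages, 0.84, -0.77 and 0.11 in monocytes and 0.10, 0.14 and 0.15 in fibroblast-like clusters. Other replication genes (20 genes, 6 over 10 CPM in fibroblast-like clusters and 1 named by the study) were at 0.31, 0.27 and 0.089 in Lyve1+ resident macrophages, at -0.043, 0.15 and -2.09 in proinflammatory macrophages and at -0.46, -1.28 and -0.70 in monocytes. Over the genes above the floor, with zero-count genes at their bound, the medians in proinflammatory macrophages had the other sign for other replication genes (0.031, -1.12 and 0.76) and, in the last comparison, for other interferon-stimulated genes (0.19), so no direction is drawn from these. Nrf2 targets (18 genes, 15 over 10 CPM in fibroblast-like clusters and 3 named by the study) were at -0.19, 0.21 and -0.60 in Lyve1+ resident macrophages, at -0.66, -0.079 and -0.87 in proinflammatory macrophages and at -0.51, -0.29 and 0.062 in monocytes. Fibroblast and smooth muscle genes (16 genes, 16 over 10 CPM in fibroblast-like clusters and 5 named by the study) were at -0.20, 0.058 and -0.62 in Lyve1+ resident macrophages, at -0.45, 0.61 and -0.80 in proinflammatory macrophages and at -0.46, 0.83 and -1.58 in monocytes. Dissociation response genes (18 genes, 18 over 10 CPM in fibroblast-like clusters and 2 named by the study) were at 0.21, -0.018 and 0.18 in Lyve1+ resident macrophages, at 0.82, 0.13 and 0.47 in proinflammatory macrophages and at -0.068, 0.39 and -0.34 in monocytes, and in smooth muscle-like cells at -0.61, 0.33 and -0.52. The 2 DNA damage genes of the paper had 48 against 0 UMIs in proinflammatory macrophages of the library labelled atherosclerotic Nrf2 Cdh5tKO against the atherosclerotic Nrf2 flox/flox library. Of these only Atr was above the floor, and 1 cell held most of its UMIs, so the list has no direction.

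As a check of the animals' sex, Xist had 0, 0, 1 and 0 UMIs in the mononuclear phagocytes of the normocholesterolemic Nrf2 flox/flox library, the library labelled normocholesterolemic Nrf2 Cdh5tKO, the atherosclerotic Nrf2 flox/flox library and the library labelled atherosclerotic Nrf2 Cdh5tKO, and 8, 2, 1 and 0 in fibroblast-like clusters. Ddx3y had 942, 357, 160 and 237 UMIs in the mononuclear phagocytes, or 89.5, 109.6, 91.7 and 72.9 CPM. Eif2s3y was at 49.1, 58.9, 48.2 and 43.3, Uty at 13.8, 26.7, 20.6 and 17.2 and Kdm5d at 10.9, 17.8, 14.9 and 9.53 CPM. As a list, the 4 Y chromosome genes had medians of 0.53, -0.45 and 0.34 in Lyve1+ resident macrophages, 0.083, -1.16 and 0.70 in proinflammatory macrophages, 1.07, -0.56 and 0.25 in monocytes and 0.27, -0.038 and 0.0052 in fibroblast-like clusters, for the 3 comparisons in the same order. All 4 were over 10 CPM in fibroblast-like clusters.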
